# RNA-Seq and Electrical Penetration Graph Revealed the Role of *Grh1*-Mediated Activation of Defense Mechanisms towards Green Rice Leafhopper (*Nephotettix cincticeps* Uhler) Resistance in Rice (*Oryza sativa* L.)

**DOI:** 10.3390/ijms221910696

**Published:** 2021-10-02

**Authors:** Youngho Kwon, Nkulu Rolly Kabange, Ji-Yoon Lee, Bo Yoon Seo, Dongjin Shin, So-Myeong Lee, Jin-Kyung Cha, Jun-Hyeon Cho, Ju-Won Kang, Dong-Soo Park, Jong-Min Ko, Jong-Hee Lee

**Keywords:** RNA-Seq, transcriptome profiling, regulatory pathways, green rice leafhopper, insect pest–plant interaction, rice

## Abstract

The green rice leafhopper (GRH, *Nephotettix cincticeps* Uhler) is one of the most important insect pests causing serious damage to rice production and yield loss in East Asia. Prior to performing RNA-Seq analysis, we conducted an electrical penetration graph (EPG) test to investigate the feeding behavior of GRH on Ilpum (recurrent parent, GRH-susceptible cultivar), a near-isogenic line (NIL carrying *Grh1*) compared to the *Grh1* donor parent (Shingwang). Then, we conducted a transcriptome-wide analysis of GRH-responsive genes in Ilpum and NIL, which was followed by the validation of RNA-Seq data by qPCR. On the one hand, EPG results showed differential feeding behaviors of GRH between Ilpum and NIL. The phloem-like feeding pattern was detected in Ilpum, whereas the EPG test indicated a xylem-like feeding habit of GRH on NIL. In addition, we observed a high death rate of GRH on NIL (92%) compared to Ilpum (28%) 72 h post infestation, attributed to GRH failure to suck the phloem sap of NIL. On the other hand, RNA-Seq data revealed that Ilpum and NIL GRH-treated plants generated 1,766,347 and 3,676,765 counts per million mapped (CPM) reads, respectively. The alignment of reads indicated that more than 75% of reads were mapped to the reference genome, and 8859 genes and 15,815,400 transcripts were obtained. Of this number, 3424 differentially expressed genes (DEGs, 1605 upregulated in Ilpum and downregulated in NIL; 1819 genes upregulated in NIL and downregulated in Ilpum) were identified. According to the quantile normalization of the fragments per kilobase of transcript per million mapped reads (FPKM) values, followed by the Student’s *t-*test (*p* < 0.05), we identified 3283 DEGs in Ilpum (1935 upregulated and 1348 downregulated) and 2599 DEGs in NIL (1621 upregulated and 978 downregulated) with at least a log_2_ (logarithm base 2) twofold change (Log_2_FC ≥2) in the expression level upon GRH infestation. Upregulated genes in NIL exceeded by 13.3% those recorded in Ilpum. The majority of genes associated with the metabolism of carbohydrates, amino acids, lipids, nucleotides, the activity of coenzymes, the action of phytohormones, protein modification, homeostasis, the transport of solutes, and the uptake of nutrients, among others, were abundantly upregulated in NIL (carrying *Grh1*). However, a high number of upregulated genes involved in photosynthesis, cellular respiration, secondary metabolism, redox homeostasis, protein biosynthesis, protein translocation, and external stimuli response related genes were found in Ilpum. Therefore, all data suggest that *Grh1*-mediated resistance against GRH in rice would involve a transcriptome-wide reprogramming, resulting in the activation of bZIP, MYB, NAC, bHLH, WRKY, and GRAS transcription factors, coupled with the induction of the pathogen-pattern triggered immunity (PTI), systemic acquired resistance (SAR), symbiotic signaling pathway, and the activation of genes associated with the response mechanisms against viruses. This comprehensive transcriptome profile of GRH-responsive genes gives new insights into the molecular response mechanisms underlying GRH (insect pest)–rice (plant) interaction.

## 1. Introduction

During their life cycle, plants are constantly confronted by different sorts of environmental stimuli (abiotic stress) [1,2] or attacks from living organisms (biotic stress), including pathogens such as bacteria, viruses, fungi, nematodes, and insect pests causing serious damages to crops. Despite their fundamental roles in food production [3,4], insects are said to be responsible for a reduction in the yield of crops, which results in economic losses across the world [5,6], thus putting at risk the food security. Various measures have been proposed to control and minimize these losses, and the most practical and economical control measure is the use of resistant varieties to insect pests. 

Rice (*Oryza sativa* L.) is recognized as the staple food for nearly half of the global population, which is projected to reach about 9.8 billion people by 2050 [7]. The rapid increase in the global population has been the key driver to increasing rice production and productivity across the globe. This cereal crop (rice), solely cultivated for human consumption, is the host plant to many insect pests, including planthoppers (brown planthopper (BPH): *Nilaparvata lugens* Stal, small brown planthopper (SBPH): *Laodelphax striatellus* Fallen, green leafhopper (GLH): *Nephotettix virescens* Distant, green rice leafhopper (GRH): *Nephotettix cincticeps* Uhler, whitebacked planthopper (WBPH): *Sogatella furcifera* Horvath, and zigzag leafhopper (ZLH): *Recilia dorsalis* Motschulsky), stem borers, and gall midges, which are considered as the most serious pests of rice [8]. Among them, GRH, known as one of the most important insect pests threatening rice production in East Asia [9], has been identified as a vector for the rice dwarf virus (RDV), rice waika virus (RWV) [10], rice transitory yellow virus (RTYV) [11], and rice yellow dwarf virus (RYDV). The control of insect pests such as GRH in rice production is a challenging task, involving the use of pesticides or a biological control approach. These methods are costly and harmful to the environment. The use of resistant rice lines has been proposed as the most effective way to overcome crop failure caused by GRH and viral diseases conveyed by this insect pest [11,12].

Intrinsic to their mode of action, GRHs suck sap from both the xylem and the phloem of susceptible rice varieties, leading to plant growth failure [13] and important economic losses [14]. According to Matsumoto et al. [15], during the feeding process on the rice plant, the GRH accumulates bioactive proteins such as laccase and beta-glucosidase in its salivary glands [16,17], which have the ability to hinder the defense system of the host plant, eventually enabling the insect to ingest nutrients derived from the host, resulting in cell death [18,19].

Upon insect pest attack, plants activate the appropriate defense mechanism, tending to provide a proper level of resistance to combat the stress. During this event, defense-related genes are induced, while antioxidant systems (nonenzymatic and enzymatic) and phytohormone signaling cascades are activated [20]. Among the plant hormones involved in the plant stress response mechanism against biotic stresses, salicylic acid (SA) and jasmonic acid (JA) have been shown to be predominant [21]. Under the same conditions, a transcriptional reprogramming within the cell takes place, which is followed by the accumulation of protein kinases, secondary metabolites, and changes in the photosynthetic process, among other cellular processes [22].

For several decades, many plant breeding research programs have shown a growing interest in developing crop varieties with improved resistance against economically important insect pests, including GRH. In recent years, the use of molecular breeding techniques such as marker-assisted selection (MAS) or marker-assisted backcrossing (MABC), as well as gene pyramiding on various types of breeding populations, such as near-isogenic lines (NILs), recombinant inbred lines (RILs), doubled haploid (DH) lines, and pyramiding lines, have proven beneficial for developing rice varieties carrying a single gene or multiple GRH resistance genes [23,24].

So far, studies aimed at investigating quantitative trait loci (QTLs) associated with GRH resistance in rice have employed forward genetics, in addition to linkage mapping and QTL analysis or genome-wide association studies (GWAS) approaches. These studies have proposed a number of QTLs mapped to different chromosomes of rice, and, in some cases, fine mapping of major QTLs has been performed, resulting in the identification of putative candidate genes (*Grh1*, chromosome 5 [25]; *Grh2,* chromosome 11; *Grh3*, chromosome 6; *Grh4,* chromosome 3; *Grh5,* chromosome 8 [13]; *Grh6,* chromosome 4; *Grh9* [23,26]). Of this number, a few genes have been cloned and functionally characterized.

Recent advances in molecular breeding research and the emergence of genome sequencing technologies have introduced a wide range of opportunities and possibilities for exploring the molecular basis underlying the defense mechanisms of plants in response to pathogens or attack of pests. As sequencing technology has improved and costs have decreased, an exponential increase in the use of transcriptome studies has been observed, and RNA sequencing (herein referred to as RNA-Seq) has been employed to explore the molecular mechanisms of various biological phenotypes [27,28,29,30,31,32]. In addition to the conventional use of gene annotation, profiling, and expression comparison, transcriptome studies have been applied for many other purposes, such as gene structure analysis, identification of novel genes or regulatory RNAs, RNA editing analysis, co-expression or regulatory network analysis, biomarker discovery, development-associated imprinting studies, single-cell RNA sequencing studies, and pathogen–host dual RNA sequencing studies. 

This study aimed to investigate the transcriptome-wide profile, as well as the defense mechanisms and signaling pathways activated, when rice plants are infested with green rice leafhopper (GRH). To achieve that, we used a rice near-isogenic line (NIL) reported by Park et al. [33] (carrying the *Green rice leafhopper resistance 1* (*Grh1)* locus, which has been fine mapped to chromosome 5 and located in a region covered by 670 kbp) and the rice cultivar Ilpum (GRH-susceptible) exposed to GRH infestation. Then, we performed a transcriptome study to identify novel GRH-responsive genes between the NIL GRH-resistant line and Ilpum. In addition, we monitored the feeding behavior of GRH, over time, on GRH-resistant and -susceptible rice lines, using the electrical penetration graph (EPG) technique to investigate the molecular mechanisms underlying *Grh1*-mediated resistance against GRH, and we elucidated the molecular basis for the GRH (insect pest)–rice (plant) interaction, which would explain the differential transcriptome profile between GRH-susceptible and -resistant rice lines, as well as the activation or suppression of diverse regulatory pathways, coupled with reprogramming of physiological and biochemical processes. 

## 2. Results

### 2.1. Feeding Behavior of GRH Reared on Ilpum and NIL Carrying Grh1

Electrical penetration graph (EPG) technology has long been employed to observing the stylet probing behavior of waveforms in each process, from host detection to insect feeding, and it helps examine the phloem feeding activity of the insect on the host plant [34]. Waveforms, classified from Nc1 to Nc6, are shown for each feeding pattern. The Nc6 waveform implies that the GRH sucks the phloem sap [35]. The EPG results in panels A and B of Figure 1 show the feeding behavior of GRH on Ilpum and NIL, respectively. These results indicate that GRH could not penetrate the stylet in the phloem of NIL (as indicated by the Nc5 waveform) compared to Ilpum. This feeding pattern was similarly observed when GRH were reared on Shingwang (the donor parent of *Grh1*) showing zero (0) in the cumulative Nc6 column (see Table S1). The accumulated Nc6 waveform in Ilpum implies that GRH had took up substances from the phloem, as indicated by the Nc6 average value of 137.4 ± 126.1 min.

In addition to the feeding habit of GRH on the susceptible and resistant rice lines (Figure 1), we estimated the survival percentage of GRH reared on Ilpum and NIL. Results indicate that GRH reared on Ilpum (GRH susceptible) recorded a significant and sustained survival percentage over time, with 72% of insects still alive 72 h after infestation. In contrast, 60% of insects died 36 h after being infested in NIL (near-isogenic line) seedlings carrying the *Grh1* resistance locus. The death rate increased with time and reached 92% (or 8% of alive GRH) at the final count (72 h after infestation) (Figure 2).

### 2.2. Transcriptome Analysis

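RNA from leaves of 21-day-old seedlings of Ilpum, which is susceptible to GRH, and of NIL was sequenced with and without GRH. The authors deposited values for 1 library per condition (Ilpum control, Ilpum GRH, NIL control and NIL GRH), so no difference between the 4 libraries has a replicate check or a p-value. Their values cover 44643 transcripts of 37849 rice genes in the RAP-DB annotation of the IRGSP-1.0 genome. The authors estimated FPKM and TPM with StringTie 1.3.4d and deposited them with a read count per transcript. Each deposited read count equalled the coverage of the transcript times its length divided by the read length of 101, rounded up, within 1 read for 100% of the transcripts. A listed count of 1 can therefore stand for much less than 1 read. The count of a gene is the sum over its transcripts. The log2 fold change (log2FC) of a transcript was computed as log2 of the FPKM with GRH over the FPKM without, with no pseudocount. Counting intervals of a ratio are exact 95% intervals from the reads of both libraries, and a count of 0 was taken to allow up to 3 reads per library, with the other count taken as listed. Scaled to library size, that limit is 1.42 CPM in Ilpum control, 3.35 in Ilpum GRH, 0.596 in NIL control and 2.56 in NIL GRH. These intervals and limits cover counting error only. They take each read as independent. The paper describes paired-end sequencing, so they are too narrow where both reads of a fragment were counted. Genes for which the other libraries predicted at least 10 reads were still listed at 0 in 306 cases in Ilpum GRH and in 140 cases in NIL GRH, so a fold change against a listed 0 has an uncertainty beyond its counting limit.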

To investigate the changes in gene expression profile during GRH feeding-mediated biotic stress, rice seedlings placed in test tubes were infested with 10 insects (GRH) per tube, and leaf samples were collected 48 h post infestation, in duplicate, for RNA-Seq analysis of Ilpum (recurrent parent) and NIL. Another set of leaf samples were collected from seedlings grown without GRH. Data in Figure 3 indicate highly significant changes in gene expression profile at *p* < 0.05. We observed a 13.3% increase in the number of upregulated genes in the NIL compared to Ilpum (Figure 3C,D). 

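Among the 13360 transcripts with FPKM above 0 in all 4 libraries, 52.4% had a higher FPKM with GRH in Ilpum and 54.6% in NIL, so that the number of upregulated transcripts was 4.26% larger in NIL. Counting only the transcripts that went up in a single line and down in the other, NIL had 11.9% more than Ilpum. With a minimum on the mean reads per library, each library scaled to the depth of the shallowest, it was 151% at 100 reads and 352% at 300. Under quantile normalization it was 1.79%. Among transcripts changed at least 2-fold in both lines the number dropped by 15.4% from Ilpum (396) to NIL (335).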

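The deposited read counts summed to 2119765 in Ilpum control, 894661 in Ilpum GRH, 5037081 in NIL control and 1170099 in NIL GRH. The NIL GRH library thus had 30.8% more reads than the Ilpum GRH library, and the NIL control library had 2.38 times the reads of the Ilpum control library. Each infested library was shallower than its control, by a ratio of 2.37 in Ilpum and 4.3 in NIL. Reads were counted on 18558 genes in Ilpum control, 15304 in Ilpum GRH, 21548 in NIL control and 16846 in NIL GRH. The 20 most abundant genes took between 7.75% (Ilpum GRH) and 12.4% (NIL control) of the reads of a library.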

In the same way, the number of read counts (CPM) of Ilpum GRH-treated and NIL GRH-treated plants was 526,030 and 690,017, respectively (Figure 3A,B), which revealed about a 31.2% increase in NIL.

On the basis of the quantile normalization of the fragments per kilobase of transcript per million mapped reads (FPKM) values (followed by the Student’s *t-*test, *p* < 0.05), we identified 3283 DEGs in Ilpum (1935 upregulated and 1348 downregulated) and 2599 DEGs in NIL (1621 upregulated and 978 downregulated) with at least log_2_ (logarithm base 2) twofold change (Log_2_FC ≥2) in the expression, in response to GRH. 

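With FPKM quantile-normalized across the 4 libraries over the tested transcripts, 1314 transcripts were at least 4-fold higher with GRH in Ilpum and 1176 at least 4-fold lower. In NIL 949 were higher and 825 lower. The t-test needs replicates and was not run, so the threshold on the fold change alone sets these counts. The changed transcripts made up 18.6% of those tested in Ilpum and 13.3% in NIL. Between the uninfested libraries of the lines 1298 transcripts were at least 4-fold apart, and between the infested libraries 2378. The upregulated share of the changed transcripts was 52.8% in Ilpum and 53.5% in NIL. It depended on the scaling, being 62.6% and 67.3% with FPKM as deposited (1474 up and 879 down in Ilpum, 1286 up and 626 down in NIL). With read counts scaled by TMM library factors it was 60.2% in Ilpum and 61% in NIL. Summed to whole genes, 858 genes went up and 729 down at this threshold in Ilpum, against 510 and 415 in NIL. Among alternatives at the 4-fold threshold, keeping only genes with a single annotated transcript moved the counts most by ratio, to 601 up and 636 down in Ilpum and 330 up and 372 down in NIL. Quantile normalization over all transcripts, those at 0 included, gave 1837 up and 530 down in NIL (77.6% up, and 73.8% up in Ilpum).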

Up to 75% of these reads successfully mapped to the rice reference genome database (Figure 3E). In total, 8859 genes and 15,815,400 transcripts were identified (Figure 3C). 

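With FPKM as deposited, GRH raised 6998 transcripts and lowered 6362 in Ilpum, at any size of change. In NIL it raised 7296 and lowered 6064. At the level of whole genes, 6008 genes were up and 6187 down in Ilpum, and 6209 up and 5986 down in NIL, of 12195 genes with such a transcript. The direction with more members in Ilpum thus differed between transcripts and genes, and under quantile normalization more transcripts were down than up in both lines (7117 down in Ilpum and 7071 in NIL).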

Of this number, 4265 and 4594 genes were upregulated and downregulated, respectively, in Ilpum vs. 4479 and 4380 up- and downregulated, respectively, in NIL. Among them, 3424 were differentially expressed genes (DEGs, 1605 upregulated in Ilpum but downregulated in NIL; 1819 genes upregulated in NIL but downregulated in Ilpum), which represents about 38.6% of the total number of expressed genes. 

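Of the transcripts with reads in all 4 libraries, 2495 were up in Ilpum and down in NIL, and 2793 were down in Ilpum and up in NIL, together 5288 or 39.6%. The share was 38.7% for whole genes. It was 37.8% for genes with a mean of at least 10 reads per library and 31.1% with a mean of at least 100 reads, 556 of 1790 genes, and 35% at 300 reads (428 genes). When a response common to both lines was simulated with the counting error of independent reads alone, 7.69% of genes at 100 reads came out opposite (6.93% to 8.72% over 20 simulations), and 4.09% at 300 reads. Of 3643 genes whose counting intervals excluded 0 in both lines, 865 had opposite directions. Among genes changed at least 2-fold in both lines, 415 of 1862 were opposite, or 22.3%, and with a mean of at least 100 reads 10 of 215, or 4.65%. The read minimums were chosen after the data were seen.

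**Figure D1:**
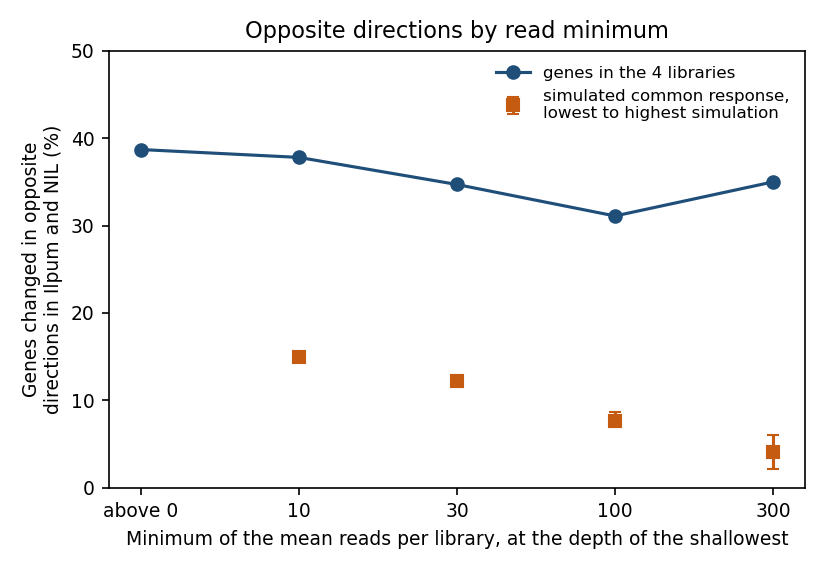
Percent of genes that change in opposite directions in Ilpum and NIL (vertical axis) against the minimum of the mean reads per library (horizontal axis). The line with circles stands for the deposited libraries, and squares with bars give the mean and range of simulations of a response common to both lines.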

Under the same conditions, 2660 genes were commonly upregulated and 2775 were downregulated in Ilpum and NIL, respectively.

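In both lines 4503 transcripts went up and 3569 went down with FPKM as deposited. For whole genes these counts were 3747 and 3725. Across transcripts, which are not independent replicates, the log2FC in NIL had a Pearson correlation of 0.28 with that in Ilpum (Spearman 0.29). The setting that moved it most was that of genes with a mean of at least 100 reads per library, where Pearson's r was 0.71 and Spearman's rho 0.56. Of these genes, 604 went up in both lines and 630 down in both.

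**Figure D2:**
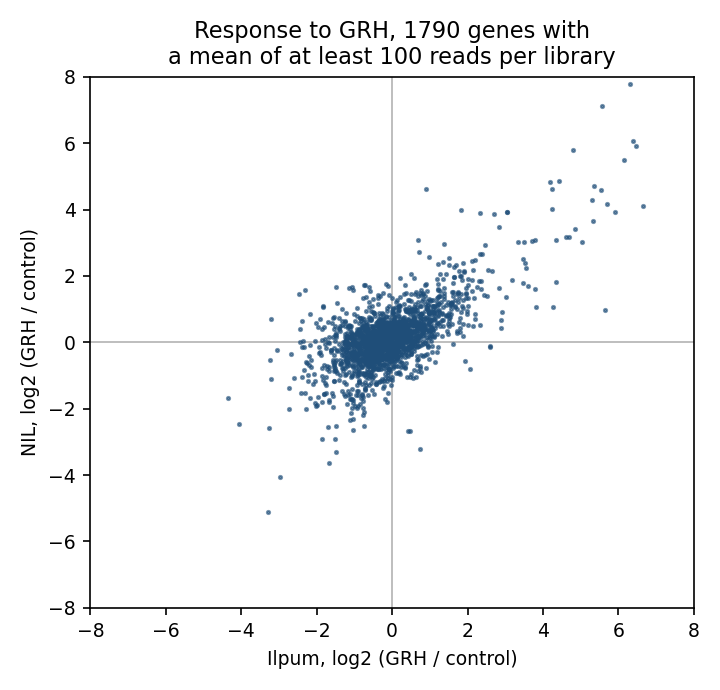
Gene-level log2 ratio of FPKM with GRH to FPKM without in Ilpum (horizontal axis) and in NIL (vertical axis), 1 point per gene, for genes with a mean of at least 100 reads per library. Points in the upper left and lower right are the 556 genes with opposite directions.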

The major characteristic of near-isogenic lines (NILs), also known as inbred lines, is the identical genetic makeups with their recurrent parent except for a few specific locations or genetic loci as a result of an introgression of a desirable character or trait (gene) from a donor parent into an otherwise agronomically acceptable cultivar (recurrent parent) [36]. 

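To see where on the genome the lines differed, each gene with a mean of at least 1 FPKM over the 4 libraries (18575 genes) was compared between NIL and Ilpum without GRH and again with GRH, with 1 FPKM added to every value. At least 4-fold apart in the same direction in both comparisons were 390 genes (2.1%), 233 of them higher in NIL and 157 higher in Ilpum. Another 150 genes were 4-fold apart in both comparisons but in opposite directions. Of the 390 genes, 32 lay on chromosome 5, which carries Grh1, or 2.07% of the genes tested there (exact 95% interval 1.42% to 2.91%), and 358 lay on other chromosomes. Chromosome 12 held the largest share, 47 of 991 genes or 4.74% (3.51% to 6.26%), followed by chromosome 8 with 3.66% (2.68% to 4.87%) and chromosome 11 with 3.1% (2.07% to 4.45%). In windows of 500 kb, the most such genes were found on chromosome 12 at 23.5 to 24.0 Mb and on chromosome 11 at 20.0 to 20.5 Mb, with 6 genes each. Another 4 windows held 5 each, on chromosome 12 at 5.0 to 5.5 Mb, on chromosome 2 at 6.5 to 7.0 Mb and on chromosome 8 at 0.0 to 0.5 and 8.0 to 8.5 Mb. No window on chromosome 5 held more than 2. These counts depend on how many genes a window holds. The windows with 6 had 30 and 32 genes tested, and that on chromosome 12 at 5.0 to 5.5 Mb had 12. On chromosome 5 the window at 8.0 to 8.5 Mb had 2 of 9 genes tested, and the other windows with 2 had 32 to 58 genes tested. With windows of 1 Mb, the window with the most genes was on chromosome 2 at 6 to 7 Mb, with 7. At an 8-fold difference 96 genes remained, which moved the count most, and 4 of them lay on chromosome 5. Os12g0573900, a conserved hypothetical gene (chromosome 12, 23674545 to 23677352), had 20 reads in Ilpum control and 3 in Ilpum GRH against 283 and 76 in NIL. Os11g0545300, similar to topoisomerase 6 subunit A (chromosome 11, 20063595 to 20074615), had 362 and 105 reads in Ilpum against 41 and 10 in NIL. Os11g0549665, a hypothetical gene (chromosome 11, 20381885 to 20385388), had 231 and 91 reads in Ilpum against 4 and 0 in NIL. Os12g0199000, similar to a jasmonate-induced protein (chromosome 12, 5132646 to 5135246), had 2 and 0 reads in Ilpum against 53 and 47 in NIL.

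**Figure D3:**
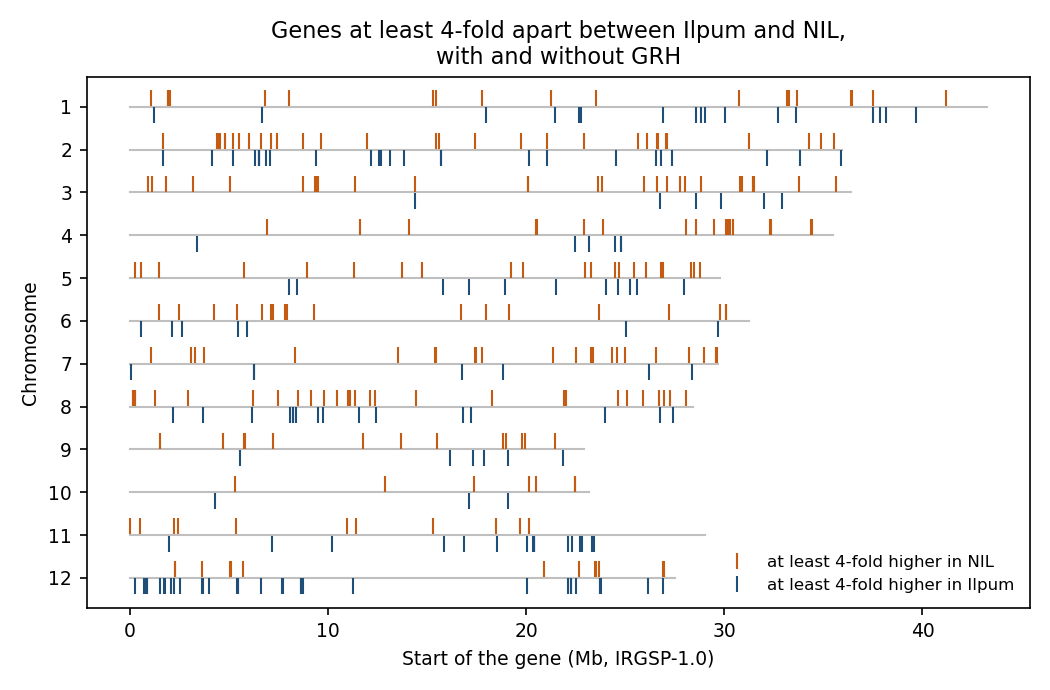
Start positions in Mb (horizontal axis, IRGSP-1.0) on the 12 chromosomes of the 390 genes at least 4-fold apart between Ilpum and NIL in the same direction with and without GRH. Marks above each chromosome are genes higher in NIL and marks below it are genes higher in Ilpum, and 32 of them are on chromosome 5.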

Here, Ilpum and NIL had the same genetic background, except the genetic locus covering *Grh1*, a GRH-resistance locus introduced from the rice cultivar Shingwang (donor parent) to Ilpum (recurrent parent). This is reflected in the heat map (Figure 3D), which shows the pattern of DEGs and commonly expressed genes in response to GRH. 

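Lowering the threshold to a 2-fold change, 2870 transcripts were up and 3134 down in Ilpum after quantile normalization, 6004 in all. As deposited, the same comparison gave 3262 up and 2561 down. At a 4-fold change, FPKM as deposited gave 1474 up and 879 down in Ilpum and 1286 up and 626 down in NIL.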

The quantile normalization of the fragment per kilobase of transcript per million mapped reads (FPKM) values (value 1 and value 2) and the selection of DEGs having at least twofold change (Log_2_FC) in their transcriptional level in response to GRH infestation led to 2250 DEGs being identified in Ilpum, of which 1410 genes were upregulated and 840 were downregulated. Similarly, 1834 DEGs were identified (1237 upregulated and 597 downregulated genes). 

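In NIL 2296 transcripts were up and 2414 down at least 2-fold after quantile normalization, 4710 in all, against 2934 up and 1927 down as deposited. At the 4-fold threshold, 377 transcripts were up and 142 down in both lines, and 168 passed it in opposite directions. The shared upregulated transcripts were 28.7% of those upregulated in Ilpum and 39.7% of those in NIL. The shared downregulated transcripts were 12.1% and 17.2% of those downregulated in each line. At the level of whole genes, 245 went up in both lines, 66 went down in both and 32 went opposite ways.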

The gene expression and raw sequence data were submitted to the Gene Expression Omnibus (GEO) and Short Read Archive (SRA) at NCBI (https://www.ncbi.nlm.nih.gov/geo/submitter/), accessed on 25 August 2021, with accession numbers GSE176497 and SRP323419, respectively, using FileZilla 3.54.1 software (Tim Kosse, FileZilla ©2004-20021, https://filezilla-project.org/), accessed on 25 August 2021. 

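Ranked by whole genes with 1 FPKM added to each value, the gene most upregulated in Ilpum was Os12g0247700, similar to a jasmonate-induced protein (chromosome 12, 8239432 to 8241147). Its reads rose from 7 to 5088 in Ilpum, a ratio of 10.75 on the log2 scale (counting interval 9.71 to 12.07), and from 0 to 119 in NIL, at least 171-fold. The sesquiterpene synthase gene Os08g0168000 had no reads in either control and 834 and 467 with GRH, so it was at least 659-fold higher in Ilpum and at least 670-fold higher in NIL. Os06g0493100, which encodes a conserved hypothetical protein, was at least 184-fold and 228-fold higher. Os02g0719600, a carboxyl methyltransferase gene, was at least 287-fold and 264-fold higher. In NIL the terpenoid synthase gene Os02g0121700 led, with 0 reads against 647, at least 928-fold, and at least 365-fold in Ilpum. The lipoxygenase gene Os12g0559200 rose in NIL from 237 to 14452 reads, by 8.04 on the log2 scale (7.85 to 8.23). Reads could be shared among near-identical copies of terpene synthase, lipoxygenase and jasmonate-induced protein genes, so the values of single copies are uncertain. Among downregulated genes, the hypothetical gene Os03g0782200 dropped from 253 reads to 0 in Ilpum, at least 35.6-fold lower. The bHLH gene Os01g0924400 was listed at 0 in both infested libraries, at least 41.4-fold lower in Ilpum and 42-fold lower in NIL. Os07g0147500, for the photosystem II 10 kDa polypeptide, dropped from 432 reads to 0 in NIL, at least 33.5-fold lower, and from 184 to 45 in Ilpum. Os11g0384789, similar to a hydrolase, dropped from 412 reads to 0 in NIL, at least 31.9-fold lower, while it rose from 0 to 85 in Ilpum, at least 67.1-fold. Each of these bounds sets the listed reads against the limit of 3 reads and leaves out the counting error of the listed reads. With that error included, the lower limits for Os08g0168000 were 9.06 in Ilpum and 9.08 in NIL on the log2 scale. Genes listed at 0 also include some with more zeros than counting gives, which no bound covers. Of the 10 most upregulated genes of each line 4 were shared, and of the 10 most downregulated 1. The lines shared 42 of the 100 most upregulated genes and 7 of the 100 most downregulated.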

Lists of the 10 most upregulated and 10 most downregulated genes in Ilpum and NIL are given in Table S2 and Table S3, respectively, and discussed below in detail.

Because a large number of genes, classified in diverse regulatory pathways, showed differential transcriptome profiles between Ilpum and NIL, we were interested to unveil the identity of DEGs that exhibited opposite expression patterns. 

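The first set in Table 1 holds transcripts of genes that mostly have several annotated transcripts (9 of 10 genes). Their log2FC ranged from 7.60 to 12.63 in Ilpum and from -9.88 to -0.25 in NIL, while the log2FC of the whole genes ranged from -0.44 to 8.03 in Ilpum (median 0.19) and from -1.42 to 0.56 in NIL (median -0.35). In 9 of the 10 transcripts at least 1 of the Ilpum libraries had 3 reads or fewer. Os03t0177900-02, for elongation factor 1-alpha (chromosome 3, 4110375 to 4113701), had 1 read without GRH and 78 with GRH in Ilpum, and 139 and 1 in NIL. The counting interval of the log2 ratio of reads was 5.01 to 12.85 in Ilpum and -10.33 to -2.51 in NIL. Its whole gene had a log2FC of 0.51 in Ilpum (1290 and 739 reads) and 0.32 in NIL (2726 and 810 reads). The gene with a single annotated transcript, Os03g0136600 for a complex 1 LYR protein, rose from 1 read to 8 in Ilpum (log2 ratio 4.24, interval 1.35 to 9.72) and had 18 and 4 reads in NIL (interval -2.09 to 1.54).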

The results of the comparative transcriptome profiling indicate that, of the top 20 DEGs, 10 were upregulated in Ilpum by GRH (7.6–12.6 log_2_FC) but downregulated in NIL (–1.6 to –9.9 log_2_FC) (Table 1). 

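All 10 genes of the second set in Table 1 have several annotated transcripts. The log2FC of the listed transcripts ranged from -8.28 to -0.13 in Ilpum and from 8.39 to 12.48 in NIL. For the whole genes the range was -1.36 to 0.67 in Ilpum (median -0.56) and -0.49 to 1.95 in NIL (median 0.25), and 6 of the 10 genes had opposite directions in the lines. The largest log2FC in NIL belonged to Os01t0835600-02, for an AT-hook protein (chromosome 1, 35814482 to 35820865), which had 1 read without GRH and 101 with GRH in NIL (counting interval of the log2 ratio 6.25 to 14.08). Its whole gene rose by 1.95 in NIL (205 and 117 reads) and fell by 1.36 in Ilpum (219 and 36 reads).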

Meanwhile, the other 10 DEGs showed an opposite transcriptional pattern (downregulated in Ilpum by –0.13 to –8.3, while being upregulated in NIL by 8.4–12.5 log_2_FC). In the same way, the top 10 upregulated genes showed an increase in their expression levels by 8.1–15.4 log_2_FC in NIL, while having lower expression levels in Ilpum under the same conditions (upregulated by 0.2–2.7 log2FC) (Table 2).

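Each of the 10 transcripts in Table 2 had 3 reads or fewer in at least 1 of the NIL libraries, and its gene has several annotated transcripts. The log2FC of the transcripts ranged from 8.11 to 15.42 in NIL and from 0.17 to 2.70 in Ilpum, and that of the whole genes from -1.29 to 1.54 in NIL (median 0.74) and from -1.44 to 1.62 in Ilpum (median 0.15). Os02t0519900-04, for elongation factor EF-2 (chromosome 2, 18916988 to 18921785), had an FPKM of 0.0169 in NIL control and 739 in NIL GRH, from 1 and 1057 reads (log2 ratio of reads 12.15, counting interval 9.67 to 17.46). In the same libraries the FPKM of Os02t0519900-05 was 536 and 4.78, and that of Os02t0519900-02 was 216 and 0. The whole gene had an FPKM of 874 without GRH and 870 with GRH in NIL.

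**Figure D4:**
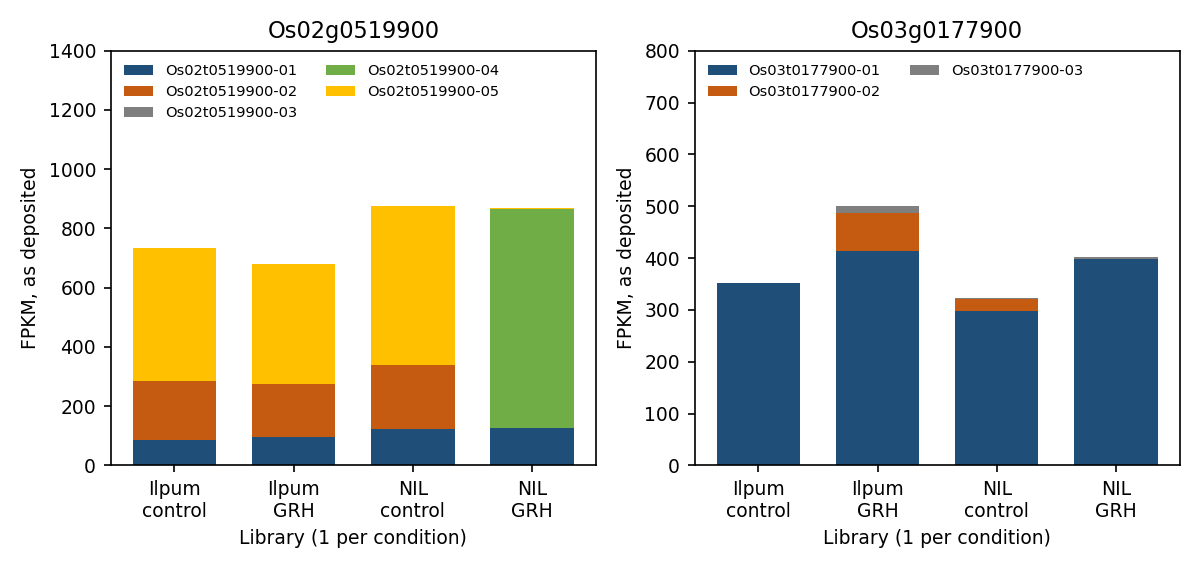
FPKM as deposited (vertical axis) of each annotated transcript, stacked to the whole gene, in the 4 libraries (horizontal axis) for Os02g0519900 and Os03g0177900. Each color is 1 transcript.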

### 2.3. Functional Classification of Genes: Gene Ontology Enrichment Analysis

In the perspective of identifying the classes to which the identified GRH-responsive genes belong, a Gene Ontology (GO) classification was done, according to the molecular function, biological process, and cellular response. The GO enrichment revealed that a broad range of molecular functions and biological processes were involved, among which the binding activity, transport activity, and catalytic activity predominated. The majority of the identified genes were proposed to be involved in the macromolecule catabolic process, organic acid biosynthetic process, carboxylic acid biosynthesis, protein catabolic process, or cofactor metabolism (Figure S1A). In the same way, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis showed that most of the identified GRH-responsive genes belong to phytohormone biosynthesis pathways, terpenoid and steroid synthesis, alkaloid biosynthesis pathway from shikimate and terpenoids, or carbone fixation during photosynthesis (Figure S1B). In addition, most of the genes encoding proteins were localized in the cell membrane, ribonucleoprotein complex, or organelle membrane (Figure S1D).

### 2.4. Differentially Expressed Genes Associated with Abiotic and Biotic Stresses Response

Fifty-eight DEGs were proposed to be associated with the response to external stimuli. Of this number, 34 were associated with abiotic stress response, and 24 were associated with biotic stress response (Figure 4G). The set of DEGs associated with abiotic stress included drought stress (stomatal closure signaling: two), cold stress (cold response sensor: three), heat stress (heat response transcriptional regulator: two, temperature sensing and signaling: one), salinity (salt overly sensitive (SOS) signaling pathway: four, GA signaling pathway crosstalk: two), light (red or far red light: four, UV-A/blue light: 12), carbon dioxide (CO_2_ sensing and signaling: two), and gravity sensing and signaling (four). Among the 34 genes, 18 were differentially regulated between Ilpum and NIL (seven genes were downregulated in Ilpum (log_2_FC: −0.12 to −1.24) but upregulated in NIL (Log_2_FC: 0.03–1.46), while six other genes were upregulated in Ilpum (Log_2_FC: 0.04–2.53) but downregulated in NIL (Log_2_FC: −0.1 to −4.87)). Some of the DEGs (downregulated in Ilpum and upregulated in NIL), which are associated with the abiotic stress response, include *EID1* (a regulator component encoding the CUL4–DDB1 ubiquitination complex), *PIF* transcription factor, *PKS* (phototropin signaling factor), *ARG1* (signaling protein factor), *SCaBP8*/*CBL10* (SOS3-SOS2, salt overly sensitive signaling and calcium-dependent regulatory protein), and *DELLA* transcription factor (involved in GA signaling pathway crosstalk).

GRH infestation is primarily considered as a biotic stress, because the stress is induced by a living organism (insect pest), which is also a vector for various plant’s viruses. Here, DEGs associated with biotic stress response included the damage-elicitor peptide precursor (three), pathogen-pattern triggered immunity (PTI) network (eight), pathogen defense mechanisms (systemic acquired resistance, SAR: six), symbiotic signaling pathway (two), and virus response mechanism (five). It was interesting to see that five genes associated with pathogen response mechanism exhibited a differential transcriptional regulation between Ilpum and NIL (upregulated in Ilpum (Log_2_FC: 0.6–2.5) but downregulated in NIL (Log_2_FC: −0.09 to −0.5) (Table S4). These genes included *ARL8* (encoding small GTPase associated with tobamovirus multiplication), *PEPR* (pep-elicitor peptide receptor involved in damage repair), and three genes (*XLG*, *AGG1/2*, and *PCRK*) associated with the pattern-triggered immunity (PTI) network and bacterial elicitor response. Furthermore, as shown in Figure 3 and Figure 4, RNA-Seq results showed differential transcriptional regulation between specific genes associated with different metabolic pathways and the cellular response to abiotic and biotic stress response between Ilpum and NIL following GRH infestation. 

### 2.5. Differentially Expressed Genes Involved in Hormone Metabolism and Other Signaling Cascades

Upon stress induction, from living organisms (biotic stress) or environmental factors (abiotic stress), plants activate various signaling cascades that are sent as an alert to activate the required defense system. In plants, phytohormones, in addition to being essential for growth and development of plants, serve as signaling molecules under stress. After being perceived, signals are transduced at a whole-plant level and allow the activation of various antioxidant systems, followed by a transcriptional reprogramming within the cell. Here, upon GRH infestation, the RNA-Seq results revealed that 168 DEGs associated with phytohormone biosynthesis or signaling (abscisic acid (ABA) biosynthesis: nine, perception and signaling: 11, and conjugation and degradation: two; auxin biosynthesis: three, perception and signal transduction: five, conjugation and degradation: two, and transport: five; brassinosteroid (BR) biosynthesis: four, and perception and signal transduction: 17; cytokinin (CK) biosynthesis: three, perception and signal transduction: 15, and conjugation and degradation: five; ethylene (ET) biosynthesis: six, and perception and signal transduction: 16; gibberellin (GA) biosynthesis: two, perception and signal transduction: one, modification and degradation: two, and transport: one; jasmonic acid (JA) biosynthesis: 15, and perception and signal transduction: eight; salicylic acid (SA) perception and signal transduction: one; strigolactone (SL) biosynthesis: one, and perception and signal transduction: eight) were induced or suppressed. Another group of 25 DEGs were categorized as signaling peptides (Figure 4F).

We were interested to see the differential transcriptional level of phytohormone signaling pathway genes in response to GRH. 

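Genes were grouped into 22 families by words in their descriptions, a grouping other than the MapMan categories that also takes in a few unrelated genes, such as PAP2 phosphatases among AP2/ERF genes. For each family, the median gene-level log2FC over genes with a mean of at least 1 FPKM, with 1 FPKM added, was placed among the medians of 10000 random lists of the same size and expression, as a description of these libraries. Over all tested genes the median was -0.10 in Ilpum and -0.06 in NIL, and with read counts scaled by TMM factors it shifted to -0.13 and -0.17. The 50 jasmonate genes, described by lipoxygenase, allene oxide, oxophytodienoate, jasmonate or tify, had a median of 1.55 in Ilpum and 1.03 in NIL. Each was at percentile 100 of the random lists, and 34 of the 50 genes were up in both lines. The list takes in every lipoxygenase and jasmonate-induced protein gene, so it is wider than jasmonate synthesis and signaling. Under the other settings the medians stayed between 1.24 and 1.65 in Ilpum and between 0.91 and 1.12 in NIL, the lowest with a mean of at least 0.1 FPKM. The chloroplast lipoxygenase 2.3 gene Os02g0194700 (chromosome 2, 5276686 to 5282626) went the other way, with 4241 and 401 reads in Ilpum (log2 ratio interval -2.31 to -2.01) and 5505 and 549 in NIL (-1.35 to -1.09). The 88 auxin genes had medians of -0.07 in Ilpum and -0.14 in NIL, at the 55.4 and 15.2 percentiles, and the Ilpum median turned to 0.03 when the median of all genes was set to 0. Of these, 16 were down in Ilpum and up in NIL and 20 the reverse. The 9 ethylene genes had medians of 0.45 and 0.60 (percentiles 89.2 and 95.4). Their words were ACC synthase, ACC oxidase, 1-aminocyclopropane and EIN without a number after it. Genes of ethylene signaling were thus largely not searched for. The ACC oxidase gene Os05g0149400 (chromosome 5, 2825324 to 2826912) rose from 30 to 89 reads in Ilpum (interval 2.20 to 3.46) and had 164 and 65 in NIL (0.33 to 1.19). Genes named for a family were picked by the size of their response after it had been seen.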

As shown in Figure 5 and Table S4, of the 168 identified DEGs, 56 genes recorded differential expression patterns between Ilpum and NIL, of which 37 showed a downregulation pattern in Ilpum (Log_2_FC: −0.01 to −7.3) but were upregulated in NIL (Log_2_FC: 0.03–8.1), whereas 19 genes were upregulated in Ilpum (Log_2_FC: 0.24–3.5) but downregulated in NIL (Log_2_FC: −0.01 to −4.9) under the same conditions. However, 112 had similar expression patterns in Ilpum and NIL. The DEGs included auxin (biosynthesis, transport, conjugation and degradation, perception and signal transduction), brassinosteroids (BR biosynthesis, perception and signal transduction), cytokinin (CK biosynthesis, perception and signal transduction, conjugation and degradation), ethylene (ET biosynthesis, perception and signal transduction), gibberellin (GA biosynthesis, perception and signal transduction, modification and degradation, and transport), jasmonic acid (JA biosynthesis, perception and signal transduction), salicylic acid (SA perception and signal transduction), strigolactone (SL biosynthesis, perception and signal transduction), and other signaling peptide-related genes.

### 2.6. DEGs Associated with Secondary Metabolism and Redox Homeostasis

Secondary metabolites, also known as secondary (specialized) or natural products, are organic compounds derived from primary metabolites generated by living organisms, including plants, which are not required for the growth, development, or reproduction of the organism but are produced to confer a selective advantage to the organism. For instance, they may be involved in plants defense or act as regulators in various plant metabolic processes, among other factors [37]. In this study, in addition to the defense-related genes mentioned in the above paragraphs, the MapMan analysis of the RNA-Seq data indicated that, of all the DEGs identified following GRH infestation, 64 were associated with secondary metabolism in plants (terpenoids: 36, phenolics: 20, glucosinolates: five, betaines: two, and alkaloids: one) (Figure 4D). In addition, panel E of Figure 4 indicates that 54 DEGs were associated with reduction–oxidation (redox) homeostasis (reactive oxygen species (ROS) generation: seven, enzymatic ROS scavengers: six, low-molecular-weight scavengers: 11, hydrogen peroxide (H_2_O_2_) removal: 13, chloroplast redox homeostasis: eight, and cytosol/mitochondrion/nucleus redox homeostasis: nine).

The transcriptional regulation of genes associated with secondary metabolism was as follows: 24 genes exhibited differential transcript accumulation patterns between Ilpum and NIL, of which 12 genes were downregulated in Ilpum (Log_2_FC: −0.02 to −3.78) but upregulated in NIL, and the other 12 were upregulated in Ilpum (Log_2_FC: 0.04–1.6), while being downregulated in NIL (Log_2_FC: −0.2 to −2.7). However, the remaining 40 genes had similar expression patterns between Ilpum and NIL. 

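The 64 genes of secondary metabolism found by description had a median log2FC of 0.74 in Ilpum and 0.73 in NIL, both at the highest percentile of the random lists. With a mean of at least 0.1 FPKM the medians were 0.08 and 0.01. In Ilpum 64.1% of them went up and in NIL 65.6%. Of these genes, 31 were up in both lines, 10 down in both and 16 opposite, 8 in each way. The sesquiterpene synthase gene Os08g0167800 (chromosome 8, 3961276 to 3965426) rose from 3 to 102 reads in Ilpum (log2 ratio interval 4.74 to 8.63) and from 0 to 258 in NIL, at least 370-fold. The flavonoid monooxygenase gene Os02g0503100 (chromosome 2, 17805404 to 17808857) went down in both, with 69 and 14 reads in Ilpum (log2FC -0.99) and 171 and 10 in NIL (-1.80).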

Regarding the transcriptional regulation of genes associated with redox homeostasis, 27 were differentially expressed between Ilpum and NIL, where 12 genes were downregulated in Ilpum (Log_2_FC: −0.4 to −4.9) but upregulated in NIL (Log_2_FC: 0.01–1.6). 

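Among 129 redox genes (catalases, dismutases, peroxidases, glutaredoxins, peroxiredoxins and thioredoxins by description) the median log2FC was 0.00 in Ilpum and -0.03 in NIL, at percentiles 78.6 and 26. With the median of all genes at 0 these became 0.10 and 0.03, and with TMM factors -0.04 and -0.13, so neither line had a direction of its own across settings. Of these genes, 26 were up in Ilpum and down in NIL, 21 the reverse, and 77 went the same way. The 6 respiratory burst oxidase genes had a median of 1.05 in Ilpum and -0.33 in NIL, the latter turning to 0.08 with a mean of at least 10 FPKM, and 0 of the 6 had a higher log2FC in NIL than in Ilpum. Os01g0835500 (chromosome 1, 35813149 to 35817706) had 101 and 80 reads in Ilpum (log2 ratio interval 0.47 to 1.35) and 150 and 39 in NIL (-0.38 to 0.68). Os01g0360200 (chromosome 1, 14621368 to 14627934) had 466 and 163 in Ilpum (-0.54 to -0.01) and 1367 and 201 in NIL (-0.88 to -0.45).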

Under the same conditions, 15 genes exhibited an upregulation pattern in Ilpum (Log_2_FC: 0.02–5.04), while being downregulated in NIL (Log_2_FC: −0.04 to −2.1) (Figure 5 and Figure 6, Table S4).

### 2.7. Differentially Expressed Genes with GO Terms Involved in Cellular Functions 

MapMan analysis showed that 170 DEGs are involved in photosynthesis (Calvin cycle: 32, CAM/C4 photosynthesis: seven, photophosphorylation: 110, photorespiration: 21) (Figure 4A). Among them, 52 genes were differentially regulated. 

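The 56 photosynthesis genes found by description (photosystem and light-harvesting proteins, plastocyanin and the small subunit of Rubisco) had a median log2FC of -0.77 in Ilpum and -1.73 in NIL. These lay at percentiles 0.01 and 0 of the random lists, and the other settings left them between -0.83 and -0.67 in Ilpum and between -1.90 and -1.67 in NIL. With genes listed at 0 set to their counting bounds the NIL median was -1.57. The median difference of NIL from Ilpum was -0.98. Of these genes, 41 were down in both lines, 12 were up in Ilpum and down in NIL, 2 were the reverse and 0 were up in both. The photosystem II 22 kDa gene Os04g0690800 (chromosome 4, 35337067 to 35338179) had 10 and 13 reads in Ilpum (log2 ratio interval 0.32 to 2.97) and 302 and 28 in NIL (-1.94 to -0.76). The photosystem II K gene Os11g0592350 (chromosome 11, 22518901 to 22519086) had 85 and 9 reads in Ilpum (log2FC -2.01) and 330 and 63 in NIL (-0.30).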

In essence, 12 were downregulated in Ilpum (Log_2_FC −0.286 to −2.372) but upregulated in NIL (Log_2_FC 0.08–6.67), whereas 40 were upregulated in Ilpum (Log_2_FC: 0.002–6.69) but downregulated in NIL (Log_2_FC: −0.21 to −11.3). In the same way, 95 and 122 DEGs were associated with cellular respiration (glycolysis: 26, oxidative phosphorylation: 44, pyruvate oxidation: eight, tricarboxylic acid (TCA) cycle: 17) and carbohydrate metabolism (fermentation: three, galactose metabolism: one, gluconeogenesis: two, mannose metabolism: four, nucleotide sugar biosynthesis: 34, oligosaccharide metabolism: five, oxidative pentose phosphate pathway: 12, plastidial glycolysis: eight, sorbitol metabolism: two, starch metabolism: 20, sucrose metabolism: 26, and trehalose metabolism: five), respectively. A comparative transcriptome analysis revealed that, among the genes controlling cellular respiration, 34 were differentially regulated (10 downregulated in Ilpum (Log_2_FC: −0.71 to −5.75) but upregulated in NIL (Log_2_FC: 0.48–5.17), and 24 upregulated in Ilpum (Log_2_FC: 0.099–4.49) but downregulated in NIL (Log_2_FC: −0.15 to −4.19)), and 61 genes showed a similar expression pattern (upregulated or downregulated) in both Ilpum and NIL. Likewise, out of the 122 DEGs involved in the carbohydrate metabolism, 55 genes were differentially regulated (31 downregulated in Ilpum (Log_2_FC: −0.06 to −13.71) but upregulated in NIL (Log_2_FC: 0.16–11.54), and 24 genes were upregulated in Ilpum (Log_2_FC: 0.28–4.36) but downregulated in NIL (Log_2_FC: −0.03 to −3.99)), while 75 genes had similar transcript accumulation patterns in both Ilpum and NIL (Table S4).

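For 57 genes of respiration the median log2FC was 0.27 in Ilpum (percentile 98.2) and 0.28 in NIL (percentile 97). The NIL median was -0.08 with TMM-scaled counts, while the Ilpum median stayed above 0 in each setting, at 0.21 or more. Of these genes, 22 were up and 16 down in both lines, 10 were up in Ilpum and down in NIL, and 9 the reverse. The malate dehydrogenase gene Os08g0434300 (chromosome 8, 21054660 to 21056008) had 39 and 115 reads in Ilpum (log2 ratio interval 2.27 to 3.37) and 398 and 186 in NIL (0.75 to 1.26). The cytochrome c oxidase gene Os07g0647500 (chromosome 7, 27040011 to 27041822) had 46 and 69 in Ilpum (1.27 to 2.40) and 110 and 65 in NIL (0.88 to 1.80).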

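The median log2FC of 111 genes of carbohydrate metabolism was -0.24 in Ilpum (percentile 15.2) and -0.01 in NIL (percentile 44.7). The NIL median lay between -0.18 (TMM factors) and 0.05 (median of all genes at 0), and the Ilpum median kept its sign. Opposite directions were found for 36 of these genes, 21 of them down in Ilpum and up in NIL. The sucrose synthase 2 gene Os03g0401300 (chromosome 3, 16301279 to 16306089) rose from 24 to 140 reads in Ilpum (log2 ratio interval 3.16 to 4.48) and from 73 to 111 in NIL (2.27 to 3.16). The nucleotide pyrophosphatase gene Os08g0531000 (chromosome 8, 26439631 to 26445473) rose from 109 to 175 in Ilpum (1.57 to 2.29) and from 79 to 374 in NIL (4.00 to 4.72).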

Another set of 80 DEGs, identified as GRH-responsive genes, based on their annotation, were associated with multi-process signaling (SnRK1-kinase regulatory system: 13, programmed cell death (PCD: 11), circadian clock system: 14, organelle machinery: 12, target of rapamycin (TOR) signaling: eight, G-protein signaling: one, phosphoinositide lipid regulatory system: 27, and Rop-GTPase regulatory system: five) (Figure S2A), protein modification (acetylation: five, glycosylation: 30, protein folding: 24, disulfide bond formation: 4, targeting peptide maturation: 26, hydroxylation: 3, *S-*glutathionylation: 26, *S*-nitrosylation: one, lipidation: 12, and phosphorylation: 365) (Figure S2B), cell-cycle organization (cell-cycle control: 16, DNA replication: seven, mitosis and meiosis: 18, cytokinesis: 12, organelle DNA replication: three, organelle division: five, and membrane organization: 11) (Figure S2C). 

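Signaling genes were covered here by their descriptions as kinases. The 806 kinase genes had a median log2FC of 0.00 in Ilpum and 0.03 in NIL, both above the middle 95% of random lists. In Ilpum this was percentile 98, which went to 66.6 with a mean of at least 0.1 FPKM, while NIL lay further out and stayed outside in each setting, with a median of -0.08 when counts were scaled by TMM factors. Of these genes, 144 were up in Ilpum and down in NIL and 155 the reverse. Down in both lines was the wall-associated kinase gene Os10g0180800 (chromosome 10, 5539743 to 5544578), with 349 and 33 reads in Ilpum (log2 ratio interval -2.72 to -1.64) and 1691 and 22 in NIL (-4.84 to -3.56). Up in both was the receptor-like cytoplasmic kinase gene Os04g0540900 (chromosome 4, 27058378 to 27059975), with 6 and 119 reads in Ilpum (4.39 to 7.03) and 8 and 26 in NIL (2.62 to 5.16).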

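Ubiquitin, F-box and proteasome genes (407 by description) had a median log2FC of -0.29 in Ilpum (percentile 0.775), below 0 in each setting. With a mean of at least 10 FPKM the Ilpum median was -0.12 and lay inside the random lists (percentile 23.5). In NIL it was -0.04 (percentile 50.5) and went to 0.07 with a mean of at least 10 FPKM. In Ilpum 61.4% of these genes went down and in NIL 50.6%. Of these genes, 103 were down in Ilpum and up in NIL, and 60 the reverse. The F-box gene Os10g0520100 (chromosome 10, 20108921 to 20110180) had 3 and 43 reads in Ilpum (log2 ratio interval 3.44 to 7.42) and 4 and 10 in NIL (1.63 to 5.55).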

In the same way, data identified DEGs associated with nutrient uptake (copper uptake: three, iron uptake: 14, phosphorus assimilation: 10, sulfur assimilation: four, nitrogen assimilation: 23) (Figure S2D) and protein homeostasis (ubiquitin fold protein conjugation: 117, ubiquitin-proteasome system: 49, Cullin: 46, Hsp90 chaperone system: 11, cytosolic Hsp70 chaperone system: 17, plastidial Hsp70 chaperone system: five, ribosome-associated chaperon activities: eight, ER quality control (ERQC, endoplasmic reticulum: 10), ER-associated protein degradation (ERAD: 19), chloroplast-associated protein degradation: one, autophagy: 20, proteolysis: 106, protein repair: one) (Figure S2E). From a global perspective, we observed that 35 genes out of 80 in the category of multi-process signaling were differentially regulated between Ilpum and NIL (16 genes were downregulated in Ilpum (Log_2_FC: −0.11 to −3.12) but upregulated in NIL (Log_2_FC: 0.03–2.8), and 19 genes were upregulated in Ilpum (Log_2_FC: 0.01–2.71) but downregulated in NIL (Log_2_FC: −0.09 to −2.86), whereas 45 genes recorded a similar transcriptional level (Table S4).

### 2.8. Differentially Expressed Genes Associated with Transcriptional Regulation

The regulation of gene expression occurs at different levels of the metabolism of the cell. This important event involves many factors, including proteins, which act alone or in complex with other cellular compounds to regulate gene expression under specific conditions. Our RNA-Seq data show that, upon GRH infestation, 599 DEGs (356 upregulated and 243 downregulated) belonging to 53 transcription regulation complexes and transcription factor (TF) families were either induced or suppressed. Of this number, we can mention the basal transcription regulators such as RNA polymerase I (two) and II (59)-dependent transcription complexes, TIFY (13), and Sigma factor (two), as well as the commonly reported TF families such as C2C2 (32), bZIP (basic leucine zipper: 32), MYB (myeloblastosis: 59), Homeobox (33), and AP2/ERF (ethylene-responsive factor: 31) TF superfamilies, and the GRAS (GIBBERELILIN-INSENSITIVE (GAI), REPRESSOR of GA1-3 (RGA), and SCARECROW (SCR): 15), C2H2-ZF (31), C3H-ZF (19), NAC (27), and WRKY (27), basic helix–loop–helix (bHLH: 28) TF families (Figure 4H). Other TF families included NN-like TF (two), Alpin (six), cysteine proteinase 1 precursor (CPP1: two), EIL (six), heat-shock factor (HSF: 12), MAD/AGL (one), SBP (two), TUB (nine), ARR-B (three), and mTERF (14), among others (Figure 4H). Interestingly, the top 10 upregulated (Log_2_FC: 6.24–9.98) and top 10 downregulated (Log_2_FC: −3.07 to −7.78) TF-encoding genes belonged to the Homeobox, GRAS, Alfin, B3, RNA polymerase II, and C2H2-ZF TF families, and the Homeobox, mitochondrial transcription termination factor (mTERF), auxin-responsive factor (ARF), plastid-encoded bacterial-type RNA polymerase (PEP), C2H2F, myeloblastosis (MYB), NAC (no apical meristem (NAM), ATAF12, and cup-shaped cotyledon (CUC2)), polymerase complexes, and nuclear factor Y (NF-Y) TF families, for upregulated and downregulated, respectively.

In addition, among the 599 DEGs associated with the transcriptional regulation in response to GRH-induced biotic stress, 224 genes were differentially regulated between Ilpum and NIL (143 genes were downregulated in Ilpum (Log_2_FC: −0.03 to −7.21) but upregulated in NIL (Log_2_FC: 0.01–9.99), and 81 genes were upregulated in Ilpum (Log_2_FC: 0.01–8.42) but downregulated in NIL (Log_2_FC: −0.1 to −5.99)). However, 375 genes exhibited similar expression patterns between Ilpum and NIL (Figure 6, Table S4).

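Among transcription factor genes, the 61 WRKY genes had the highest median log2FC, 1.13 in Ilpum and 0.68 in NIL, above 0 in each setting. The WRKY gene Os01g0821600 (chromosome 1, 35062738 to 35064472) rose from 0 to 133 reads in Ilpum, at least 105-fold, and from 15 to 55 in NIL (log2 ratio interval 3.14 to 4.91). The 59 bHLH genes had medians of 0.28 and 0.15, with 0.00 in NIL at a mean of at least 0.1 FPKM, and Os04g0301500 (chromosome 4, 13466455 to 13468869) rose from 16 to 485 reads in Ilpum (5.45 to 6.98) and from 38 to 159 in NIL (3.65 to 4.72). For the 31 NAC genes the medians were 0.30 and 0.52, with 0.00 in Ilpum at that filter, and for the 60 AP2/ERF genes 0.05 and 0.43, again 0.00 in Ilpum. The AP2/ERF gene Os09g0457900 (chromosome 9, 17306100 to 17307199) rose from 4 to 117 reads in Ilpum (4.72 to 8.01) and from 12 to 36 in NIL (2.72 to 4.77). The 38 bZIP genes had medians of -0.58 and -0.34, below 0 in each setting but inside the middle 95% of random lists in each (percentiles 4.16 and 6.9). With genes listed at 0 set to their counting bounds the Ilpum median of bZIP genes was -0.34. In 95 MYB genes the medians were -0.05 and 0.07, the former turning to 0.05 with the median of all genes at 0, and 25 genes were down in Ilpum and up in NIL against 13 the reverse. The MYB-like gene Os04g0665600 (chromosome 4, 33972765 to 33975729) fell from 552 to 75 reads in Ilpum (log2FC -1.66) and from 1331 to 23 in NIL (-3.64). The 28 GRAS genes had medians of -0.14 and 0.02, the latter turning to -0.14 with TMM factors.

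**Figure D5:**
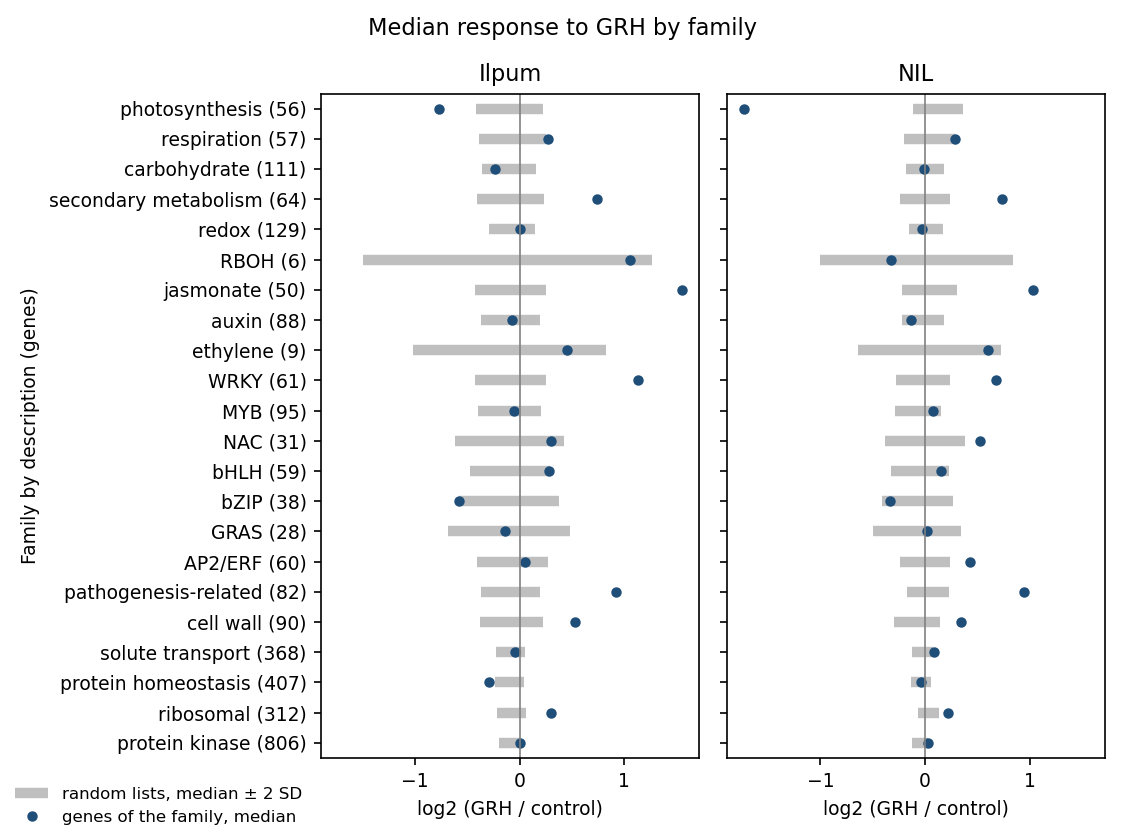
Median log2 ratio of FPKM with GRH to FPKM without (horizontal axes) of the genes of 22 families (vertical axis, number of genes in brackets) in Ilpum and NIL, as points. Gray bars show the median of random lists of the same size and expression plus or minus 2 SD.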

### 2.9. Differentially Expressed Genes Associated with Other Complex Cell Metabolism

We observed that GRH-induced biotic stress provoked changes in various plant metabolisms, in addition to what has been described in the previous paragraphs. As shown in panels F–O of Figure S2, hundreds of genes associated with cell-wall organization (130, 95 upregulated: Log_2_FC 0.025–10.05 and 35 downregulated: Log_2_FC −0.04 to −2.92), vesicle trafficking (179), protein translocation (87), solute transport (434), amino-acid metabolism, lipid metabolism (191), nucleotide metabolism (41), coenzyme metabolism (127), chromatin organization (117), and RNA processing (219) were differentially regulated between Ilpum and NIL in response to GRH. 

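By description, 90 cell-wall genes had a median log2FC of 0.53 in Ilpum and 0.34 in NIL, which a filter at a mean of 0.1 FPKM brought to 0.03 and 0.00. In Ilpum 56 of them were up and 32 down, and in NIL 53 and 34. The cellulose synthase-like gene Os03g0377700 (chromosome 3, 14926417 to 14930396) fell from 176 to 10 reads in Ilpum (log2 ratio interval -3.98 to -1.98) and from 516 to 46 in NIL (-1.85 to -0.95). For 368 solute transport genes the medians were -0.04 and 0.08, with signs reversed at 0.06 in Ilpum when the median of all genes was set to 0 and at -0.01 in NIL with TMM factors. The aquaporin gene Os06g0228200 (chromosome 6, 6648404 to 6653002) rose from 22 to 433 reads in Ilpum (4.93 to 6.23) and from 44 to 256 in NIL (4.18 to 5.14).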

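Ribosomal protein genes, 312 by description, had a median log2FC of 0.30 in Ilpum and 0.22 in NIL, above 0 in each setting, with 0.09 in NIL under TMM factors. Up in both lines were 137 and down in both 56, while 112 went opposite ways.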

To this number, we can add genes involved in cytoskeleton organization (93), protein biosynthesis (233), and DNA damage response (22). Table S4 provides details comparative transcriptome profile based on MapMan characterization between Ilpum and NIL.

### 2.10. Confirmation by qPCR of GRH-Mediated Transcriptional Changes 

With the purpose of validating the RNA-Seq data, the expression of 12 genes selected from RNA-Seq data (Ilpum upregulated genes: Os01g58100 (polyphenol oxidase, POD), Os04g43800 (phenylalamine-lyase), Os05g35290 (phenylalanine ammonia-lyase) and downregulated by GRH: Os03g03360 (ribosomal protein L5), Os06g40640 (fructose-bisphosphate aldolase isozyme), Os09g16910 (cysteine desulfurase 1, mitochondrial precursor); NIL upregulated genes: Os01g62020 (NAD dependent epimerase/dehydratase family domain-containing protein), Os04g43800 (phenylalanine ammonia-lyase), Os12g37260 (lipoxygenase 2.1, chloroplast precursor) and downregulated by GRH: Os01g62244 (ubiquitin-conjugating enzyme), Os07g04840 (23 kDa polypeptide of photosystem II, PsbP), Os12g17600 (ribulose bisphosphate carboxylase small chain, chloroplast precursor) among the most upregulated and downregulated were validated by qPCR (Figure 7A–D).

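Of the genes chosen for qPCR, 7 could be matched to a transcript through the accessions paired with them in the tables. The phenylalanine ammonia-lyase gene Os04g43800 (Os04t0518400-01, chromosome 4, 25927077 to 25929716) has a single annotated transcript, with 5 and 351 reads in Ilpum (log2FC 7.66, counting interval of the read ratio 6.14 to 9.01) and 3 and 236 in NIL (8.98, interval 6.84 to 10.69). The fructose-bisphosphate aldolase transcript of Os06g40640 (Os06t0608700-01) had a log2FC of -5.75 in Ilpum, from 192 and 2 reads, and its whole gene -1.51 (1099 and 169 reads). In NIL the transcript had 3 reads and 1, and the whole gene had a log2FC of -2.59. The UDP-glucuronic acid decarboxylase transcript of Os01g62020 (Os01t0837300-01) had 1 and 27 reads in NIL (interval 4.26 to 12.22), with 199 and 70 for the whole gene. The lipoxygenase transcript of Os12g37260 (Os12t0559200-01) had a log2FC of 6.40 in Ilpum (288 and 10495 reads) and 11.74 in NIL (18 and 14375 reads), and for its whole gene, without a pseudocount, 6.34 and 7.88. The ubiquitin carrier protein transcript of Os01g62244 (Os01t0839700-01) had 110 and 1 reads in NIL (interval -9.99 to -2.17), whereas the whole gene went up by 0.66 (168 and 61 reads). The transcript of Os07g04840 for the 23 kDa polypeptide of photosystem II (Os07t0141400-01) had 6903 and 1 reads in NIL (-15.95 to -8.17), and the whole gene 6984 and 434. For the Rubisco small subunit transcript of Os12g17600 (Os12t0274700-01) the NIL reads were 68 and 1 (-9.31 to -1.45), and for the whole gene 9052 and 339.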

In the same perspective, we were interested in investigating the expression of a set of genes either showing an enhanced transcript accumulation level in NIL (carrying *Ghr1* locus) compared to Ilpum or exhibiting differential expression patterns between the two genetic materials under study. It was interesting to see that the expression level of Os07g34520 (*OsADF3*, Isocitrate lysate), and that of Os10g37340 (cystathionine gamma-synthase, pyridoxal phosphate-depended enzyme domain-containing protein) significantly increased in NIL (RNA-Seq: 1.93 Log_2_FC, qPCR: 1.86 (24 h) and 1.42 (48 h) for *OsADF3* and RNA-Seq: 1.22 Log_2_FC, qPCR: 0.99 and 0.94 Log_2_FC, at 24 h and 48 h for cystathionine) carrying the resistance QTL *Grh1* compared to Ilpum (RNA-Seq: 0.20, qPCR: 0.23 (24 h) and 0.78 (48 h) Log_2_FC for *OsADF3* and RNA-Seq: 0.11 Log_2_FC, qPCR: 0.13 (24 h) and 0.42 (48 h) Log_2_FC) in response to GRH infestation (Figure 8A,B). In contrast, another set of genes including Os02g43330 (*OsHOX24*, Homeobox-associated leucine zipper), Os03g60580 (*OsWCOR79*, acting-depolymerizing factor), Os01g74450 (Aquaporin), and Os01g06740 (*OsRIP1* or *OsjRIP1.1*, encoding ribosome-inactivating protein II) exhibited differential expression patterns (downregulated in Ilpum but upregulated in NIL) under the same conditions (Figure 8C–F).

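Both genes have a single annotated transcript. Os07g34520 (Os07t0529000-01, chromosome 7, 20691213 to 20693521) had 9274 reads without GRH and 8273 with GRH in NIL, which at their depths is a log2FC of 1.93 (counting interval of the read ratio 1.90 to 1.98). In Ilpum it had 1599 and 796 reads, a log2FC of 0.20 (0.11 to 0.36). Os10g37340 (Os10t0517500-02, chromosome 10, 20001168 to 20004598) had 4744 and 2586 reads in NIL, a log2FC of 1.22 (1.16 to 1.30), and 1259 and 587 in Ilpum, a log2FC of 0.11, with an interval from -0.00 to 0.29.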

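The OsHOX24 gene (Os02t0649300-01, chromosome 2, 26143311 to 26144729) had 1859 reads without GRH and 144 with GRH in Ilpum (log2FC -2.49, counting interval -2.70 to -2.20), and 2483 and 1592 in NIL (1.46, interval 1.37 to 1.56). For OsWCOR79 (Os03t0820500-01, chromosome 3, 34430457 to 34431364) the reads were 833 and 134 in Ilpum (-1.43, -1.67 to -1.13) and 3705 and 1167 in NIL (0.43, 0.34 to 0.53). The aquaporin transcript Os01t0975900-01 (chromosome 1, 43115747 to 43117221) had 548 and 217 reads in Ilpum, where its log2FC of -0.13 had an interval of -0.33 to 0.14, and 1945 and 1551 in NIL (1.77, 1.68 to 1.88). Its whole gene had -0.62 in Ilpum and 1.68 in NIL. OsRIP1 (Os01t0160800-01, chromosome 1, 3189117 to 3190330) had 400 and 138 reads in Ilpum (-0.33, -0.58 to -0.01) and 1403 and 864 in NIL (1.40, 1.28 to 1.53).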

## 3. Discussion

### 3.1. Green Rice Leafhopper-Induced Stress Activates Defense-Related Genes and Multiple Regulatory Pathways in Rice

Plants have evolved sophisticated, highly coordinated, and well-structured innate immune system, capable of detecting invading organisms and halting them before they are able to cause extensive damage [38,39]. At a cellular level, upon biotic stress induction, a variety of signaling cascades are activated, which in turn help the plant to localize the source of the stress in order to mobilize the relevant resources and activate the appropriate defense system to combat the stress, while tending to maintain a balanced growth and development [40]. In the process, stress-responsive compounds accumulate in the cell, and a transcriptional reprograming occurs, resulting in the induction or suppression of defense-related genes and the synthesis of proteins. Under the same conditions, secondary metabolites accumulate, and antioxidant systems (enzymatic and nonenzymatic) are activated, as part of the defense mechanism. Here, MapMan analysis revealed that a basal defense system similar to that observed during pathogen attacks was typically activated upon GRH infestation. 

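The 82 genes described as pathogenesis-related, chitinase, thaumatin or proteinase inhibitor had a median log2FC of 0.92 in Ilpum and 0.94 in NIL, and no setting brought either below 0.74. With genes listed at 0 at their counting bounds the Ilpum median was 1.18. Of these genes, 45 were up and 7 down in both lines, 9 up in Ilpum and down in NIL, and 12 the reverse. The seed chitinase-c gene Os06g0726100 (chromosome 6, 30887215 to 30888383) rose from 0 to 48 reads in Ilpum, at least 37.9-fold, and from 16 to 66 in NIL (log2 ratio interval 3.35 to 5.04). The chitinase A gene Os06g0149400 (chromosome 6, 2558017 to 2562216) fell from 78 to 6 reads in Ilpum (-3.95 to -1.27) and had 117 and 21 in NIL (-1.12 to 0.31).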

We can mention, among others, the pathogen-pattern-triggered immunity (PTI: *FLS2* (LOC_Os04g52780, the flagellin receptor protein kinase, upregulated by Log_2_FC 2.7 in Ilpum and 3.45 in NIL) and *PCRK*: LOC_Os10g30600, the bacterial elicitor response protein kinase, which were upregulated in Ilpum and NIL by Log_2_FC 0.9 and 2.3, respectively. In addition, the *NPR1* (nonexpressor of pathogenesis-related gene 1, LOC_Os01g09800), a key regulator of salicylic acid (SA)-mediated resistance and systemic acquired resistance (SAR) [41,42], was upregulated by Log_2_FC 0.87 in Ilpum and 2.61 in NIL. Furthermore, the *TGA* (LOC_Os01g17260, transcription *TGA6* or *AtbZIP45*, a negative regulator of resistance (NRR) proteins [43] similarly downregulated in Ilpum and NIL) was earlier reported to interact with NRP1 while co-expressing with *NRP1* homologs *NH1* and *NH3*, and three *OsWRKY33* TF-dependent plant immunity (similarly upregulated in Ilpum and NIL) and Virus tobamovirus multiplication were the most abundant (Figure 4G). These genes are thought to contribute to the response mechanisms of rice towards GRH resistance.

It was interesting to see that, in addition to biotic stress-related genes, GRH triggered significant changes in the expression of genes previously associated with abiotic stress response in plants. These include the salt overly sensitive (*SOS2*, LOC_Os01g35184) signaling pathway genes, earlier suggested to positively regulate the salt stress response in plants [44], which were found to be upregulated in Ilpum but downregulated in NIL. In the same way, the gibberellin–abscisic acid signaling pathway crosstalk *OsGAI* TF (LOC_Os03g49990, a gibberellin insensitive encoding a DELLA protein) was differentially regulated between Ilpum (downregulated) and NIL (upregulated). This applies also to *COLD1* (LOC_Os04g51180, cold sensor), which was upregulated in Ilpum, while being downregulated in NIL. Another group of abiotic stress-responsive genes included stomata closure (drought), heat response transcriptional regulator and temperature sensing and signaling, and *CAS* (LOC_Os02g49680, extracellular calcium sensor receptor: upregulated in Ilpum but downregulated in NIL) among others. A study conducted by Rolly et al. [45] proposed that phytohormone biosynthesis or signaling pathway genes such as auxin carriers (PIN-FORMED proteins), *MAX1–4* (more axillary branching, strigolactone biosynthesis genes), gibberellin biosynthesis genes (*GA20ox1* and *2*), and cytokinin biosynthesis (isopentenyl transferase, *IPT5* and *7*) could be involved in the adaptive response towards drought tolerance in *Arabidopsis*.

It is well established that photosynthesis and respiration are two fundamental physiological processes required for the survival of plants during stress [46]. In this study, Table S4, BIN 1 summarizes the differential transcriptome profile between Ilpum and NIL. A recent report showed that ATP, NADPH, and carbohydrates are generated as part of photosynthesis, and these resources are then utilized for the synthesis of many other compounds such as primary metabolites and defense-associated hormones (abscisic acid, ABA; ethylene, ET; jasmonic acid, JA; salicylic acid, SA) [47]. Other studies have supported that both an increase and a decrease in photosynthesis rates can occur, and photosynthesis can be assumed as a source of energy for plant defense against stress inducers [48]. 

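Of the photosynthesis genes, 76.8% went down in Ilpum and 94.6% in NIL. A fall of at least 4-fold was found for 4 genes in Ilpum and 18 in NIL, and 8 of the 56 had a higher log2FC in NIL than in Ilpum. Among the 29 of them with a mean of at least 100 reads per library, 3 went opposite ways. Os07g0147550, a neighboring copy of the photosystem II 10 kDa gene (chromosome 7, 2456969 to 2458136), was listed at 0 in Ilpum GRH (29 reads without GRH, at least 4.08-fold lower) and had 253 and 9 reads in NIL (log2 ratio interval -3.85 to -1.76). Reads could be split between such copies.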

Considering the expression patterns of genes associated with the photosynthesis, during GRH feeding on rice seedlings, where the NIL (carrying *Grh1*) recorded the highest number of downregulated genes (16.5%, exceeding that observed in Ilpum), it appears that Ilpum experienced a high level of stress caused by GRH compared to NIL. The NIL (GRH resistant) might have activated other defense systems providing the required cellular response towards GRH resistance. We could then propose that, during insect pest feeding on host plants, the photosynthesis rate increased to provide enough energy as part of the primary metabolism, which contributed to the adaptive response mechanisms towards insect pest resistance and helped maintain balanced growth and development of plants. 

In the biological system, biological processes such as photosynthesis and cellular respiration have evolved multiple biochemical steps, which occur simultaneously within the cells and share common molecular components [49]. 

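By description, 55.9% of the carbohydrate genes went down in Ilpum and 47.7% went up in NIL, where the median changed sign between settings. In Ilpum 8 of them rose and 15 fell at least 4-fold, and in NIL 6 rose and 4 fell.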

Here, we observed that the majority of genes (61.6%) involved in carbohydrate metabolism and expressed in response to GRH were downregulated in Ilpum vs. 53.8% upregulated in NIL (Table S4, BIN 3). Cellular respiration is central to the life of plants. In the same way, 67.4% and 52.6% of genes involved in cellular respiration were upregulated in Ilpum and NIL, respectively, vs. 32.6% and 47.4% showing a downregulation pattern. Likewise, secondary metabolites such as terpenoids and flavonoids, among others, have been shown to contribute to boosting the plant immune system in response to abiotic or biotic stress [50]. Looking at the RNA-Seq data and MapMan analysis results, Ilpum and NIL showed similar expression patterns of genes involved in secondary metabolism (26.6% and 73.4% down- and upregulated in both backgrounds). This is also true for genes involved in DNA damage response (Table S5, BIN 14). Therefore, we could then argue that rice plants exposed to GRH infestation would experience a disturbed photosynthetic process, while witnessing an enhanced cellular respiration and accumulation of secondary metabolites as part of the defense mechanisms towards GRH resistance.

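Of the respiration genes, 56.1% went up in Ilpum and 54.4% in NIL (32 and 31 genes), the NIL median falling below 0 with TMM factors. Across the 22 families, 11 medians lay outside the middle 95% of random lists in Ilpum, 7 of them in each setting, and 11 in NIL, 9 of them in each setting. The difference between the lines lay outside it for 5 families, and for 2 in each setting.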

Maintaining genome integrity is recognized as crucial for all living organisms, especially under stress conditions where plants experience changes in their metabolism and increased accumulation of bioactive molecules such as reactive oxygen species (ROS) that may cause DNA damage and cell death [51]. Our data showed that RNA biosynthesis genes were 51% downregulated vs. 59.4% upregulated in Ilpum and NIL, respectively. Among RNA processing genes, Ilpum and NIL had similar expression patterns of transcription factor-encoding genes (61.6% and 64.4% downregulated in Ilpum and NIL, respectively; 38.4% and 35.6% upregulated in Ilpum and NIL, respectively) (Table S4, BIN 15 and BIN 16).

Furthermore, the transcription profile of genes related to amino-acid metabolism (BIN 4), lipid metabolism (BIN 5), coenzyme metabolism (BIN 7), polyamine metabolism (BIN 8), protein modification (BIN 18), and protein homeostasis (BIN 19) indicated that the number of downregulated genes by GRH in these categories was much higher in Ilpum compared to the GRH-resistant rice line (NIL), whereby some of the downregulated genes in Ilpum were differentially regulated under the same conditions. 

Generally, genes whose expression is highly induced upon stress induction (abiotic or biotic stress) are considered as having a high potential to be involved in the adaptive response or resistance mechanisms towards that particular stress. In addition, most upregulated and downregulated genes are thought to have differential contributions acting as positive or negative regulators of plant defense. 

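For OsMRG702 (Os11t0545600-02, chromosome 11, 20098066 to 20106820) the reads were 1 without GRH and 17 with GRH in Ilpum, a log2FC of 9.60 by FPKM with a counting interval of the read ratio from 2.66 to 10.72. In NIL they were 12 and 2 (interval -3.68 to 1.69). The whole gene, with 3 annotated transcripts, had a log2FC of 1.37 in Ilpum (38 and 44 reads) and 0.56 in NIL (89 and 31 reads). For OsAIP1 (Os01t0549700-03, chromosome 1, 20540847 to 20547073) they were 1 and 6 in Ilpum (0.79 to 9.35) and 10 and 1 in NIL (-6.66 to 1.60), while the whole gene had a log2FC of -0.13 in Ilpum and -1.42 in NIL. For OsFtsH2 (Os06t0669400-02, chromosome 6, 27724577 to 27728259) the transcript had 4 and 418 reads in Ilpum (6.58 to 9.83) and 127 and 16 in NIL (-1.73 to -0.13). Its share of the FPKM of the gene was 0.247% in Ilpum control and 85% in Ilpum GRH, and the whole gene had a log2FC of -0.23 in Ilpum and -0.45 in NIL.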

In this study, among the top 20 DEGs between Ilpum (GRH susceptible) and NIL (carrying *Grh1*), pooled from the GRH-mediated transcriptome data (Table 1), six were previously characterized, including *OsMRG702* (LOC_Os11g34300, a reader protein of H3K4me3 [52], upregulated in Ilpum (9.6 Log_2_FC) but downregulated in NIL (−0.44 Log_2_FC)), *OsAIP1* or *OsBAT1* (LOC_Os01g36890, involved in biotic stress response [53], upregulated in Ilpum (9.6 Log_2_FC) but downregulated in NIL (−4.6 Log_2_FC)), and *OsFtsH2* (LOC_Os06g45820) identified as cell division protease, homolog of *AtFtsH2*/8 [54], upregulated in Ilpum (8.2 Log_2_FC) but downregulated in NIL (−0.92 Log_2_FC). In contrast, genes such as *OsBIHD1* (LOC_Os03g03g47740, homeodomain containing protein) [55,56,57], *OsRLI* (LOC_Os11g34350, RNA L inhibitor belonging to ATP-binding cassette (ABC) sub-family E member 1 [58]), and *OsFNR* (LOC_Os03g57120, ferredoxin-NADP reductase chloroplast precursor) [59]), previously reported as being involved in biotic stress resistance in rice, were downregulated in Ilpum (Log_2_FC −0.63 (*OsBIHD1*), −024 (*OsRLI*), and −0.13 (*OsFNR*)), while being highly induced in NIL (Log_2_FC 9.99 (*OsBIHD1*), 8.79 (*OsRLI*), and 8.39 (*OsFNR*)) under the same conditions. 

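The OsBIHD1 transcript (Os03t0680800-05, chromosome 3, 27057033 to 27063684) had 157 and 44 reads without and with GRH in Ilpum (log2FC -0.63, counting interval of the read ratio -1.11 to -0.10) and 2 and 386 in NIL (9.99, interval 7.84 to 12.75). Its whole gene had a log2FC of -0.52 in Ilpum and 1.12 in NIL (762 and 408 reads). The OsRLI transcript (Os11t0546000-01, chromosome 11, 20129027 to 20134231) had 303 and 111 reads in Ilpum (-0.53 to 0.11) and 2 and 115 in NIL (6.07 to 11.01), with a log2FC of -0.49 for the whole gene in NIL (673 and 115 reads). The OsFNR transcript (Os03t0784700-01, chromosome 3, 32566499 to 32569324) had 42 and 17 reads in Ilpum (-0.97 to 0.78) and 1 and 32 in NIL (4.52 to 12.45), with 0.58 for the whole gene in NIL (86 and 32 reads).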

### 3.2. Complex Signaling Networks Activated upon GRH Infestation in Rice

The molecular mechanisms against the attack of insect pests, including GRH, involve a wide range of complex signaling networks, predominantly mediated by but not limited to jasmonic acid (JA) [60,61]. Other phytohormones such as ethylene (ET) and salicylic acid (SA) have been shown to be activated in the process [40,62,63,64,65,66] and trigger changes in the transcript levels of stress-responsive genes. Under the same conditions, ROS and RNS accumulate, which have a dual effect; at a low level, they serve as signaling molecules and help plants to quickly react and activate the required defense system, whereas, when over-accumulated, ROS or RNS and derivative compounds are detrimental to plant fitness [67,68]. The reduction–oxidation (redox) homeostasis of the plant is compromised when these ROS and RNS over-accumulate or are in imbalance, thus causing oxidative or nitro-oxidative stress, lipid peroxidation denoting cell membrane degradation, and eventually culminating to cell death. Thus, considering that a high number of genes associated with redox homeostasis were downregulated by GRH in NIL, in contrast with those upregulated in Ilpum (Table S4, BIN 10), we could say that a balanced redox was maintained in the GRH resistant line NIL, which experienced a low level of stress as compared to the susceptible rice cultivar Ilpum, eventually due to over-accumulation of ROS or RNS that have the ability to cause oxidative damage and cell death.

Respiratory burst oxidase homologs (RBOHs) are recognized as being crucial for defense signaling events and are key players in plant immunity [69,70,71,72,73], allowing the activation of antioxidant systems (nonenzymatic and enzymatic antioxidants), including catalase (CAT) [74,75], glutaredoxin (Grx) [76,77,78], and superoxide dismutase (SOD) [79,80], to combat the stress and give a robust defense response. In this perspective, we could speculate that the significant upregulation of RBOH encoding genes (LOC_Os05g45210, LOC_Os09g26660, LOC_Os09g26660, LOC_Os01g53294, LOC_Os01g25820) in Ilpum (1.8–5.03 Log_2_FC), while being either downregulated or not affected in NIL (0.08 to –2.05 Log_2_FC), coupled with the differential transcript accumulation of ROS scavenger-related genes (LOC_Os02g02400 (catalase, *CAT-A*), LOC_Os06g51150 (*CAT-B*), LOC_Os03g03910 (CAT isozyme 2), LOC_Os07g46990 (superoxide dismutase, *SOD*)) and hydrogen peroxide removal-related genes (ascorbate peroxidase (LOC_Os04g35520) and ascorbate free radical reductase (LOC_Os02g47800)), among others, gives insights into the observed enhanced resistance of NIL plants to GRH and a low level of ROS accumulation compared to Ilpum, while suggesting a possible interaction with *Ghr1.*

### 3.3. Differential Feeding Behaviors of GRH between Ilpum (Susceptible) and NIL (Carrying Grh1) Give Insights into Their Survival and Transcriptome Profiles in Rice

Studies on GRH resistance in plants have proposed that rice varieties showing resistance to GRH possess three characteristics of insect resistance, namely, antibiosis [81,82], antixenosis [83], and tolerance [84], causing insect high mortality, slow development, and infecundity, among others. In addition, a study conducted by ABE [85] investigated the mechanism of varietal resistance to GRH (*Nephotettix cincticeps* Uhler) found that, when leafhoppers were reared on resistant plants, their development was slowed down, followed by a rapid death, especially first nymphs. The author also indicated that the sugar content of the excreta was roughly below 0.1% in GRHs reared on resistant rice varieties, contrasting with nearly 0.8–1.6% of sugar content of the excreta of GRHs reared on susceptible rice varieties. In a converse approach, Reddy et al. [86] supported that the feeding by planthoppers on susceptible rice varieties caused a reduction in stored sugar content. In the same way, Heong and Hardy [87] reported that sugar content, such as sucrose (predominant) [82], glucose, fructose, or maltose, is required for successful development and fitness of planthoppers (in this case brown planthopper, BPH). We could then say, on the one hand, that the low survival rate (8%) of second nymph GRHs infested in NIL (carrying *Grh1*) compared to the 72% survival rate recorded in Ilpum 72 h after infestation would imply that GRHs reared on the resistant NIL seedlings starved to death due to a failure to suck the phloem sap of NIL (Nc4, Figure 1B), whereas, in the susceptible rice variety (Ilpum), GRHs were able to suck the phloem sap (Nc6, Figure 1A) containing the required sugar for their fitness and development. However, we suspect that GRHs may not have penetrated the phloem and taken up nutrients from host plants considering the activation of defense mechanisms in NIL carrying *Grh1*, coupled with the evident boost in the transcriptional regulation of defense-related genes. On the other hand, it is thought that the failure to penetrate the stylet and feed from the phloem of NIL could be attributed to the robust defense system activated, coupled with the active signaling pathway-related genes and antioxidant-associated protein-coding genes, and their interplay contributed to the observed resistance of NIL compared to Ilpum.

Therefore, considering the transcriptome profile of GRH-responsive genes in Ilpum and NIL, and the differential expression patterns displayed in the two rice genetic materials, coupled with the interesting functions of genes with a log_2_ fold change value above 2, data generated by this study suggest that *Grh1*-mediated resistance against green rice leafhopper (GRH) is a result of a complex and a combinational action of transcriptome-wide interactions, coupled with biochemical reactions and physiological processes across the plant, rather than gene–gene action. In addition, RNA-Seq and ManMan data associated with the EPG results propose that the feeding behavior of GRHs on rice plants determines the kind of defense mechanism and physiological processes that will be activated, as well as the biochemical reactions that will take place, in order to provide a proper response towards the stress, while tending to maintain balanced plant growth and development.

## 4. Materials and Methods

### 4.1. Green Rice Leafhopper Growth Conditions

Prior to infestation, second nymph GRHs were grown and maintained as described previously [33]. Briefly, GRHs were reared at 25 °C, under a 16 h light and 8 h dark cycle and 60–70% relative humidity, in cages of 50 cm × 50 cm × 50 cm, width, length, and height, respectively, with each cage containing GRHs of similar growth stage (nymphs to adults). The development cycle of GRH takes about 25 days from eggs to adult insects, distributed as follows: first to fourth instar nymphs accounting for 25 days (first to second instar nymphs: 10 days, second to third instar nymphs: 5 days, third to fourth instar nymphs: 5 days, and fourth to adult: 5 days). At each development stage, GRHs were reared in different cages, and second instar nymphs GRH were used for downstream experiments.

### 4.2. Plant Growth Conditions and Green Rice Leafhopper Infestation

Two rice lines, Ilpum (the GRH-susceptible cultivar) and a near-isogenic line (NIL) carrying the *Grh1* (a gene conferring resistance towards GRH) derived from a cross between Shingwang (*indica*, P1) and Ilpum (*japonica*, P2) [33], were use as genetic materials for RNA-Seq analysis. In addition, the *Grh1* donor parent Shingwang was included in the study solely to monitor the feeding behavior of GRH during the electrical penetration graph (EPG) test. Prior to germination, rice seeds were surface-sterilized using nitric acid (HNO_3_, 0.7%) (CAS: 7697-37-2, Junsei Chemical Co. Ltd., Tokyo, Japan) overnight to break the dormancy [88], followed by incubation for 48 h at 27 °C to induce germination. Then, germinated rice seeds were grown in 50-well trays (one germinated seed per well) containing an enriched soil supplemented with basic nutrients necessary for rice seedling growth as indicated by the manufacturer (Boonong, Gyeongju, Korea, humidity: 18–30%, pH: 4.5–5.5, EC: below 2.0) until three-leaf stage. Seedlings with a uniform height (one seedling per rice line per test tube, in quintuplets for control and GRH-infested seedlings) were placed in test tubes after washing the loose soil from the roots. Seedlings were infested with second instar nymphs green rice leafhoppers (10 GRHs per test tube per seedling in quintuplet) for 48 h at room temperature as described previously [33]. Leaf samples for RNA-Seq analysis were collected in duplicate (from two different seedlings) from control (GRH non-infested seedlings) and GRH-infested seedlings, before being snap-frozen in liquid nitrogen and sent for sequencing (Macrogen, Daejeon, Korea). 

### 4.3. Electrical Penetration Graph (EPG) Test and GRH Survival Rate

We monitored the feeding behavior of GRH on selected plant materials using an electrical penetration graph (EPG) technology as described previously [34]. In essence, a stylet probing the behavior of waveforms in each process from host detection to insect feeding was used to examine the interaction between phloem-feeding activities of the insect on the host plant. In the process, different waveforms are recorded and are classified from Nc1 to Nc6. Nc1–4 waveforms indicate that the insect (GRH) sucked only the xylem sap, while the Nc6 waveform indicates that the green rice leafhopper sucked the phloem sap [35,89]. 

The EPG test was conducted on male GRHs initially anesthetized with carbon dioxide (CO_2_), and a gold line electroductive silver conductive paint (P-100, CANS, Japan) was attached to GRH wings. The gold lines were connected to the GIGA-4 DC EPG amplifier (Washington University, The Netherlands). EPG waveforms were analyzed using PROBE 3.4 software (W.F. Tajallingii, Wageningen University, The Netherlands). The substrate voltage was adjusted in the range of +5 V to −5 V [89,90]. Male GRHs were inoculated to the third-leaf stage of rice, and the waveforms were recorded for 6 h. All insects were recorded simultaneously in 10 replicates for the EPG test, with Nc indicating the waveforms of GRH (*Nephotettix cincticeps* Uhler). The mean waveform duration (Nc1–Nc6), mean duration per waveform event, and mean number of waveform events per insect were calculated (Table 3).

The survival rate of GRH in Ilpum and NIL GRH-infested seedlings was determined over time as follows: (total number insects (GRH) initially infested—number of dead insects over time)/(total number of alive insects initially infested) × 100, and the data were expressed as a percentage.

### 4.4. RNA-Seq, Data Analysis, and Quality Control

Total RNA was isolated from leaf samples using a Takara MiniBEST RNA extraction kit (CAS No 9767, Japan), and DNA contamination was eliminated using DNase. An mRNA purification kit was used to prepare the library according to the manufacturer’s protocol (Library kit: TruSeq Stranded Total RNA LT Sample Prep Kit (Plant); protocol: TruSeq Stranded Total RNA Sample Prep Guide, Part #15031048 Rev.E; Reagent: TruSeq 3000 4000 SBS Kit v3). RNA fragments were randomly purified for short-read sequencing, followed by reverse transcription of fragmented RNA into cDNA. The adapters were ligated onto both ends of the cDNA fragments. After amplifying fragments using PCR, fragments with insert sizes between 200 and 400 bp were selected, and both ends of the cDNA were sequenced by read length (paired-end sequencing) (Macrogen, Beolkkot-ro, Geumcheon, Seoul, Korea) using Illumina’s HiSeq™ 4000 Sequencing System facilitated by HCS 3.3.52 software (Illumina, Inc. 9885 Towne Centre Drive, San Diego, CA 92121, USA) according to the manufactures’ instructions (Sequencing protocol: HiSeq 3000 4000 System User Guide Document#15066496 v05 HCS 3.3.52). 

The quality control of the sequenced raw reads was done via a computational method using the FastQ Screen program (version 0.3, Babraham Institute, Cambridge, UK) [91] to ensure overall read quality, total bases, total reads, and GC (%). In order to reduce biases in analysis, artefacts such as low-quality reads, adaptor sequences, contaminant DNA, or PCR duplicates were removed, and the trimmed reads (Trimmed Mean of M-values, TMM, normalized with *edgeR* package in R (version 4.1.1, USA) for all samples were compared with each other and merged into one file prior to performing the transcriptome assembly. Merged data were assembled using Trinity (http://trinityrnaseq.github.io), accessed on 25 August 2021, to form contigs (longer fragments without N gaps). 

### 4.5. Clustering Transcripts into Unigenes and ORF Prediction

For assembled genes, the longest of the assembled contigs were filtered and clustered into nonredundant transcripts using CD-HIT-EST [92,93]. We defined these transcripts as “unigenes”, which were used for predicting the ORFs (open reading frames), annotating against several known sequence databases and analyzing differentially expressed genes (DEGs). ORF prediction for unigenes was performed using the TransDecoder program to identify candidate coding regions within the transcript sequence. After extracting ORFs that were at least 100 amino acids long, TransDecoder predicted the likely coding regions.

### 4.6. Raw and Trimming Data Statistics

The total number of bases, reads, GC (%), Q20 (%), and Q30 (%) were calculated for four samples. The Trimmomatic program [94] was used to remove adapter sequences and bases with base quality lower than 3 from the ends. Using the sliding window method, bases of reads that did not qualify for a window size of 4 and a mean quality of 15 were trimmed. Afterward, reads with length shorter than 36 bp were dropped to produce trimmed data.

### 4.7. Annotation on Gene Ontology and EggNOG Databases

For functional annotation of the unigenes, the Gene Ontology (GO) database was applied to classify the annotated unigenes using BLASTX of DIAMOND with an E-value cutoff of 1.0 × 10^−5^. Classification of GO terms was subsequently performed using and in-house script. The GO terms belonging to biological processes (BPs), cellular components (CCs), and molecular function (MFs) were listed (Figure S2). 

To identify the proteins distributed in eukaryotic orthologous groups (KOG), clusters of orthologous groups (COGs), and non-supervised orthologous groups (NOGs), we carried out BLASTX of DIAMOND with an E-value cutoff of 1.0 × 10^−5^ in the EggNOG (Evolutionary Genealogy of Genes) database. The annotated unigenes were mapped to the annotation of the corresponding orthologous groups in the EggNOG database.

### 4.8. Annotation on KEGG Pathway, UniProt, and Pfam Databases

For functional annotation of the unigenes, we carried out BLASTX of DIAMOND with an E-value cutoff of 1.0 × 10^−5^ in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Bidirectional best hit (BBH), which is a widely used method to infer orthology, was used to search against the KEGG database to obtain the KO (reference pathway) number of the KEGG annotation. The KO number of the transcriptome was also obtained according to KEGG annotation (*Oryza sativa* Japonica RAPDB (RAPDB_IRGSP-1.0) genome database, https://www.genome.jp/kegg-bin/show_organism?org=dosa), accessed on 25 August 2021.

For functional annotation of the unigenes, we carried out BLASTX of DIAMOND with an *E*-value cut-off of 1.0 × 10^−5^ in the UniProt (Universal Protein Resource) database. In addition to capturing the core data mandatory for each UniProtKB entry (mainly the amino-acid sequence, protein name or description, taxonomic data, and citation information), as much annotation information as possible was added.

For functional annotation of the unigenes, we carried out BLASTX of DIAMOND with an E-value cut-off of 1.0 × 10^−5^ in the Pfam database. The Pfam database is a large collection of protein families, each represented by multiple sequence alignments and hidden Markov models (HMMs). Proteins are generally composed of one or more functional regions, commonly termed domains. The identification of domains that occur within proteins can, therefore, provide insights into their function.

### 4.9. MapMan Analysis

Big data with several genes and transcripts often challenge efficient data analysis. Common Gene Ontology (GO) enrichment analysis relying on a database search, although useful for functional characterization of specific gene sets, happens to be less informative if detailed analysis is required at the level of studying genes involved in particular pathways or physiological functions. In this regard, various tools have been developed and used with variable success, e.g., the TM4 suit by Saeed et al. [95], and GoMiner^TM^ by Zeeberg et al. [96].

In addition, the MapMan omics data analysis program (http://mapman.gabipd.org), accessed on 25 August 2021, has been widely used for visualization of omics data at the process or pathway level. The software is designed and optimized to map transcriptomic data in existing databases for different plant species, including rice. MapMan employs a hierarchical BIN-based ontology system (BINs are functional categories), where specific bins are allocated to biological processes or molecular functions and sub-bins are allocated to individual steps or nodes in that particular biological process. For instance, BIN number 26 is related to stress, and BIN numbers 26.1–6 refer to abiotic stress, while BIN numbers 26.8–10 indicate biotic stress. In the same way, sub-bins associated with abiotic stress include 26.1 (light stress), 26.2 (carbon dioxide sensing and signaling), 26.3 (gravity sensing and signaling), 26.4 (26.4.1: temperature sensing; 26.4.2: heat stress; 26.4.3: cold stress), 26.5 (drought stress), and 26.6 (salt stress). Similarly, sub-bins 26.8.1, 26.8.3, 26.9.1, and 26.10.1.2 are associated with pathogen pattern-triggered immunity (PTI), defense mechanisms, symbiont-symbiosis signaling, virus movement, and tobamovirus multiplication, respectively. This approach helps to minimize the redundancy usually found in GO enrichment analysis. Furthermore, MapMan uses expression values of genes and displays the analyzed data in the form of diagrams, which allows a better understanding of the significance of the data, where genes with increased or decreased expression levels are indicated as color-coded square blocks. In the perspective of obtaining meaningful information, 8859 DEGs were analyzed using MapMan 3.6.0RC1. To achieve that, all gene expression data with significant DEGs (*p* < 0.05) were formatted in Microsoft Excel using their unique locus identifiers and expression values expressed as Log_2_FC and saved as a tab-delimited file. The file was further mapped against the rice genome database (X4.2 oryza_sativa) in MapMan. Then, the analyzed data were classified into different metabolic pathways.

### 4.10. Validation of RNA-Seq Data by qPCR

The TaKaRa MiniBEST Universal Plant RNA Extraction Kit (TAKARA Bio Inc., Cat. No. 9769 v201309Da, Kusatsu, Japan) was used to extract the total RNA from leaf samples, following the manufacturer’s instructions. Briefly, frozen leaf samples with liquid nitrogen were crushed to fine powder, and 450 μL of buffer RL (containing 50× dithiothreitol (DTT, 20 μL per 1 mL of buffer RL)) was added and pipetted up and down for a few seconds until the lysate showed no precipitate. The mixture was then centrifuged at 12,000 rpm for 5 min (top bench centrifuge), and the supernatant was transferred to fresh 1.5 mL Eppendorf tubes (e-tubes) (Step 1). Then, one volume of ethanol (100%) was added to the mixture from Step 1, followed by mixing by pipetting up and down, and 600 μL was transferred to a pin column with a 2 mL collection tube. The tubes were centrifuged for 1 min at 12,000 rpm, and the flowthrough was discarded, followed by the addition of 500 μL of buffer RWA and centrifugation for 30 s at 12,000 rpm. Immediately after discarding the flowthrough, 600 μL of buffer RWB was added to the spin column and centrifuged for 30 s at 12,000 rpm (this step was repeated twice). Empty spin columns with collection tubes were centrifuged for 2 min at 12,000 rpm, and the spin column were placed on fresh 1.5 e-tubes; then, 100 μL of RNase free water was added. Finally, samples were incubated for 5 min at room temperature, followed by centrifugation for 2 min at 12,000 rpm (the elution step was repeated twice).

To synthesize the cDNA (complementary DNA) [97], 1 μg of RNA was used as a template, and the ProtoScript^®^II First Strand cDNA Synthesis Kit (New England BioLabs Inc., NEB Labs, MA, USA) was employed according to the manufacturer’s instructions. The newly synthesized cDNA was then used as a template for qPCR (quantitative real-time polymerase chain reaction) to validate the transcript accumulation of the six upregulated (three in Ilpum and three in NIL) and six downregulated (three in Ilpum and three in NIL) genes.

To validate the expression patterns of differentially expressed genes (DEGs) selected from the RNA-Seq dataset, a reaction mixture was prepared comprising 10 μL of Prime Q-Master Mix (with SYBR green I), 0.1× ROX (0.1 μL/50×) (GENETBIO Inc., Daejeon, Korea), 1 μL of template DNA, and 10 pM of each forward and reverse primers in a total reaction volume of 20 μL, including a no-template control (NTC). A three-step reaction including polymerase activation at 95 °C for 10 min, denaturation at 95 °C for 20 s, annealing at 60 °C for 30 s, and extension at 72 °C for 30 s was performed in a real-time PCR machine (QuantStudio^TM^ Design and Analysis Software v.1.3, Applied Biosystems, Thermo Fisher Scientific, Seoul, Korea), with a total of 40 reaction cycles, and the data were normalized to the relative expression of rice Actin1. The list of primers used to validate RNA-Seq results by qPCR can be found in Table S5.

## 5. Conclusions

Green rice leafhopper (GRH) is a permanent threat to rice cultivation and food security, especially in East Asia. The use of GRH resistance rice lines is the most effective way to overcome crop failure caused by GRH and viral diseases conveyed by this insect pest. This study performed a comparative transcriptome-wide analysis of GRH-responsive genes in GRH-susceptible and -resistant rice genotypes. The RNA-Seq results revealed that phytohormone signaling pathways, carbohydrate metabolism, protein modification and homeostasis, nutrient uptake, and solute transport-related genes, among others, were predominantly upregulated in the GRH-resistant near-isogenic line (NIL, carrying *Grh1* locus). In addition, genes associated with basal defense and systemic acquired resistance (SAR), as well as major transcription factors encoding genes belonging to GRAS, NAC, bHLH, MYB, bZIP, WRKY, and C2H2-F families, were differentially regulated between NIL and Ilpum. Furthermore, the electrical penetration graph revealed that GRHs reared on NIL failed to suck phloem sap and starved to death. However, genes involved in cellular respiration, as well as genes related to photosynthesis, redox homeostasis, secondary metabolism, and external stimulus response, were abundantly induced in the GRH-susceptible rice cultivar Ilpum. Therefore, all data suggest that *Grh1*-mediated activation of multiple regulatory and signaling pathways in response to GRH may involve an interactome with a large number of defense systems towards GRH resistance in rice, rather than gene–gene actions. Advanced functional analyses would help to elucidate the mechanism underlying GRH resistance in rice on a genome-wide scale.

## Figures and Tables

**Figure 1:**
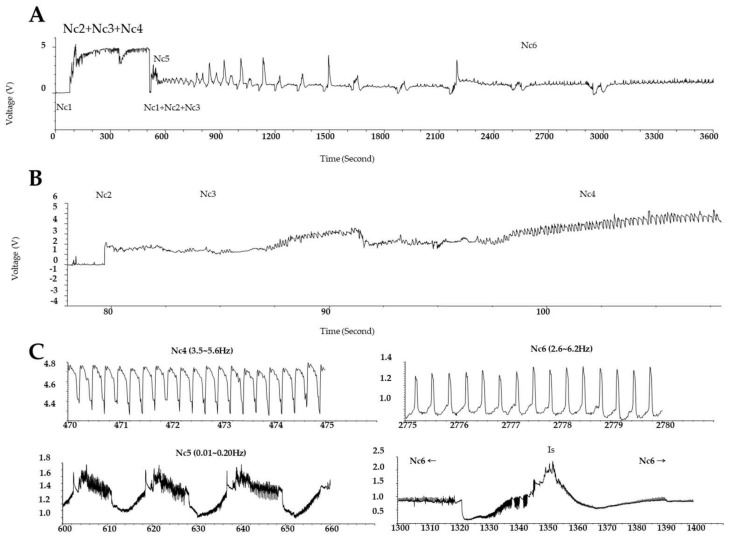
Electrical penetration graph (EGP) showing the feeding patterns of green rice leafhopper over time. EPG of GRH reared (**A**) on Ilpum (GRH-susceptible) and (**B**) on near-isogenic line (NIL) harboring *Grh1* locus; (**C**) frequencies of waveforms (Nc1 to Nc6). Typically, to take up phloem sap, waveforms are categorized as follows: Nc1→Nc2→Nc3→Nc5→Nc6. Nc1 means non-probing, Nc2 indicates the penetration of stylet into host, Nc3 signifies path and salivation, Nc4 represents xylem feeding, Nc5 shows salivation or physical activity in the phloem, and Nc6 represents phloem sap sucking. Nc2–Nc6 indicate the time to reach the stylet to phloem and ready to take up nutrients from the phloem. Accumulated Nc6 means the accumulative time to take up nutrients from the phloem. Shingwang and NIL showed similar patterns in Nc2–Nc6, accumulated Nc6, and Nc2–Nc5.

**Figure 2:**
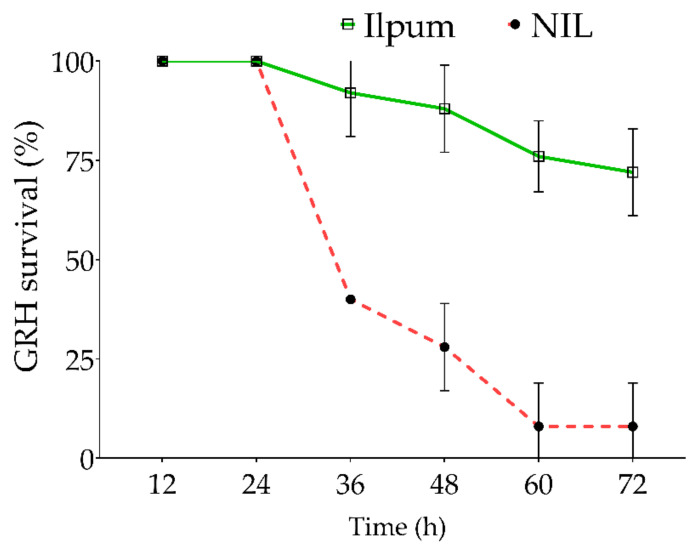
Survival percentage of green rice leafhopper over time. Ten green rice leafhoppers (GRHs) were placed in each test tube containing a single rice seedling. The number of alive GRHs was counted every 12 h from the initial infestation time, and the survival percentage was estimated for each time point. The red dotted line indicates the near-isogenic line (NIL, a cross between Shingwang carrying *Grh1* locus and Ilpum) GRH-infested, while the green continuous line represents the survival of Ilpum GRH-infested. Error bars denote the SD of mean values (10 insects per tube) in quintuplet.

**Figure 3:**
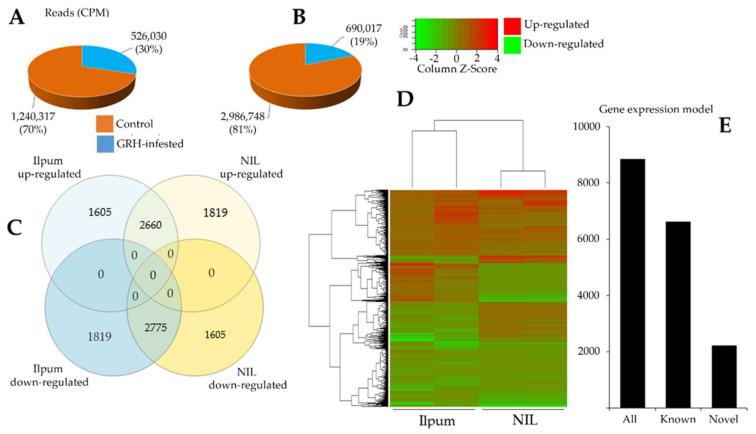
Differentially expressed genes of green rice leafhopper (GRH)—responsive genes between Ilpum and near-isogenic line (NIL). Reads count in (**A**) Ilpum and (**B**) NIL control and GRH-treated plants; (**C**) up- and downregulated genes in Ilpum and NIL; (**D**) heat map showing differentially expressed genes (DEGs) between Ilpum and near-isogenic line (NIL) in response to GRH in duplicate (two samples sequenced per rice line for nontreated and GRH-infested seedlings. Data used to generate the heat map are expressed as Log_2_FC); (**E**) gene expression model. Log_2_FC, logarithm base 2 of the fold change calculated from the fragment per kilobase of transcript per million mapped reads (FPKM Value_2/Value_1).

**Figure 4:**
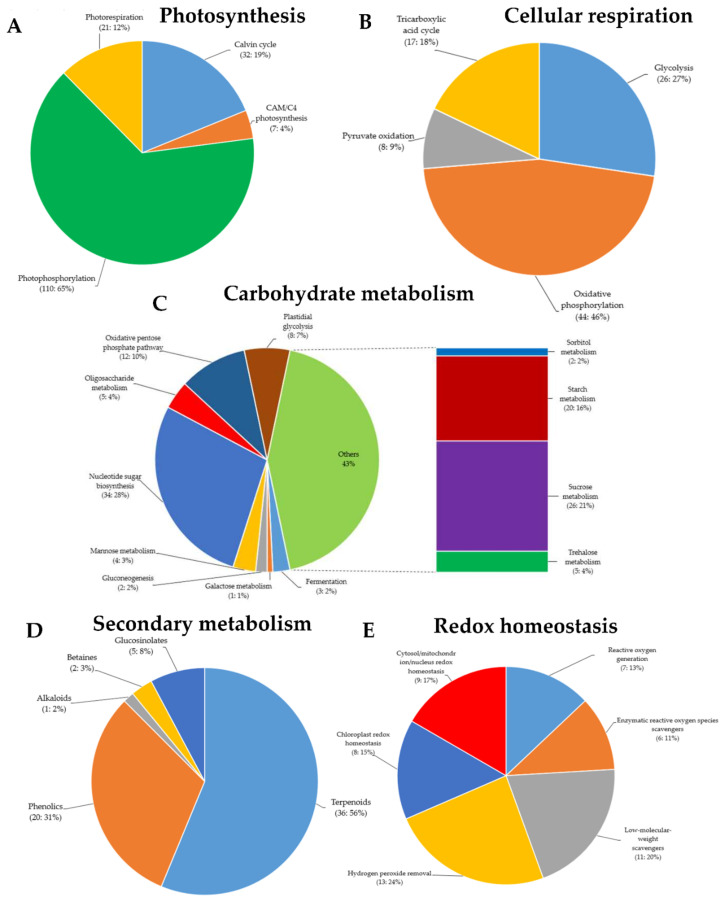

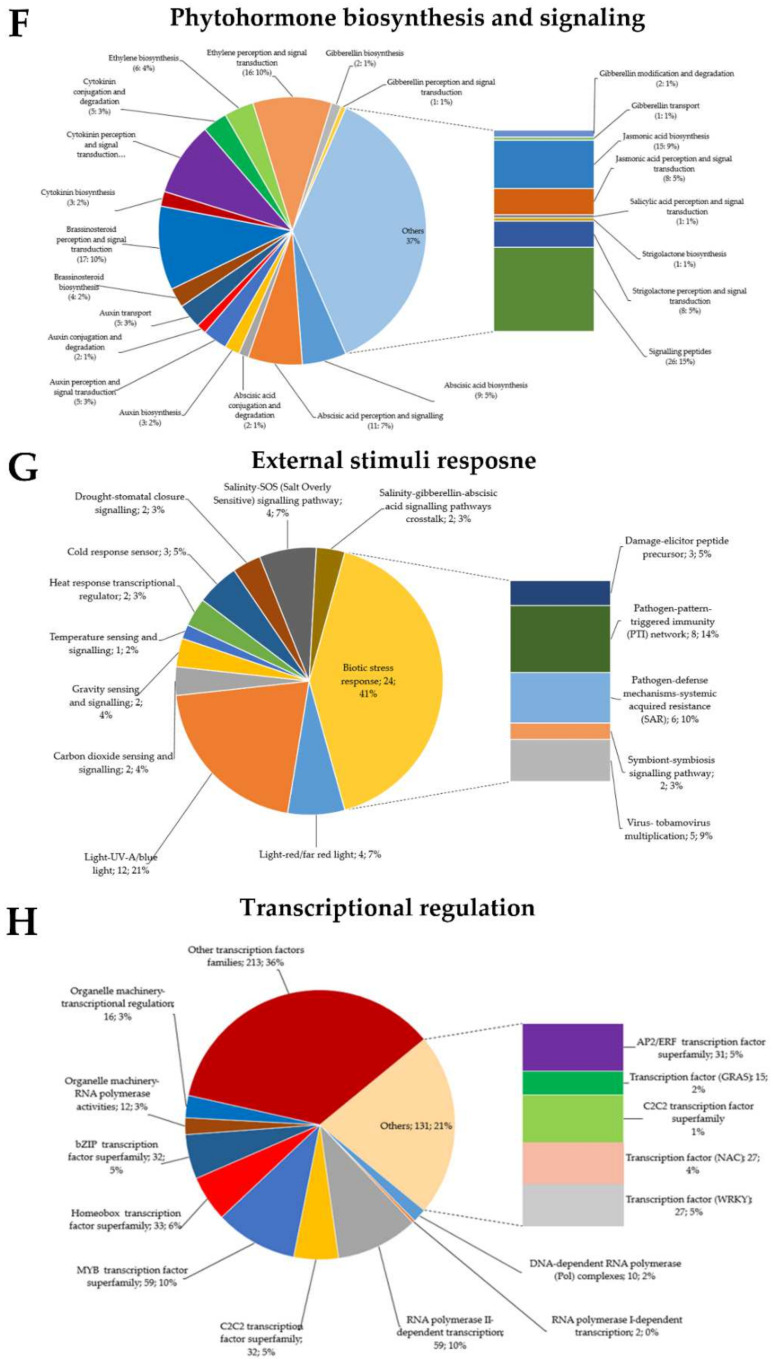
Gene Ontology (GO) terms of green rice leafhoppers fed rice. Differentially expressed genes (DEGs) associated with (**A**) photosynthesis, (**B**) cellular respiration, (**C**) carbohydrate metabolism, (**D**) secondary metabolism, (**E**) reduction–oxidation (redox) homeostasis, (**F**) phytohormone biosynthesis and signaling, (**G**) external stimuli response, and (**H**) transcriptional regulation in response to green rice leafhopper (GRH)-induced biotic stress in rice.

**Figure 5:**
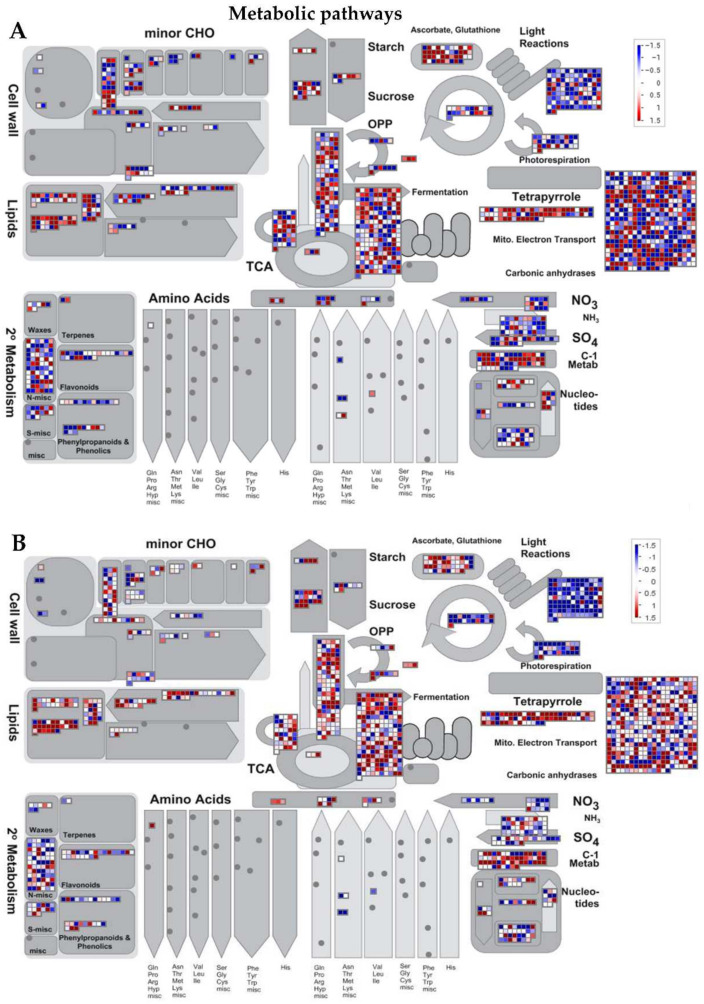
MapMan illustration of differentially changes in transcriptional regulation of metabolic pathways DEGs between Ilpum and NIL in response to GRH infestation. Induction or suppression of the expression of genes involved in different metabolic pathways in (**A**) Ilpum and (**B**) near-isogenic line (NIL) derived from a cross between Ilpum (recurrent parent) and Shingwang (donor parent of *Grh1*), in response to green rice leafhopper (GRH) infestation in rice. Red squares are upregulated genes and blue squares are downregulated genes. Data are logarithm base 2 of fold change (Log_2_FC) (FPKM_value 2/FPKM_value 1). Red boxes are upregulated genes, blue boxes are downregulated genes, and white color indicates Log_2_FC ± zero.

**Figure 6:**
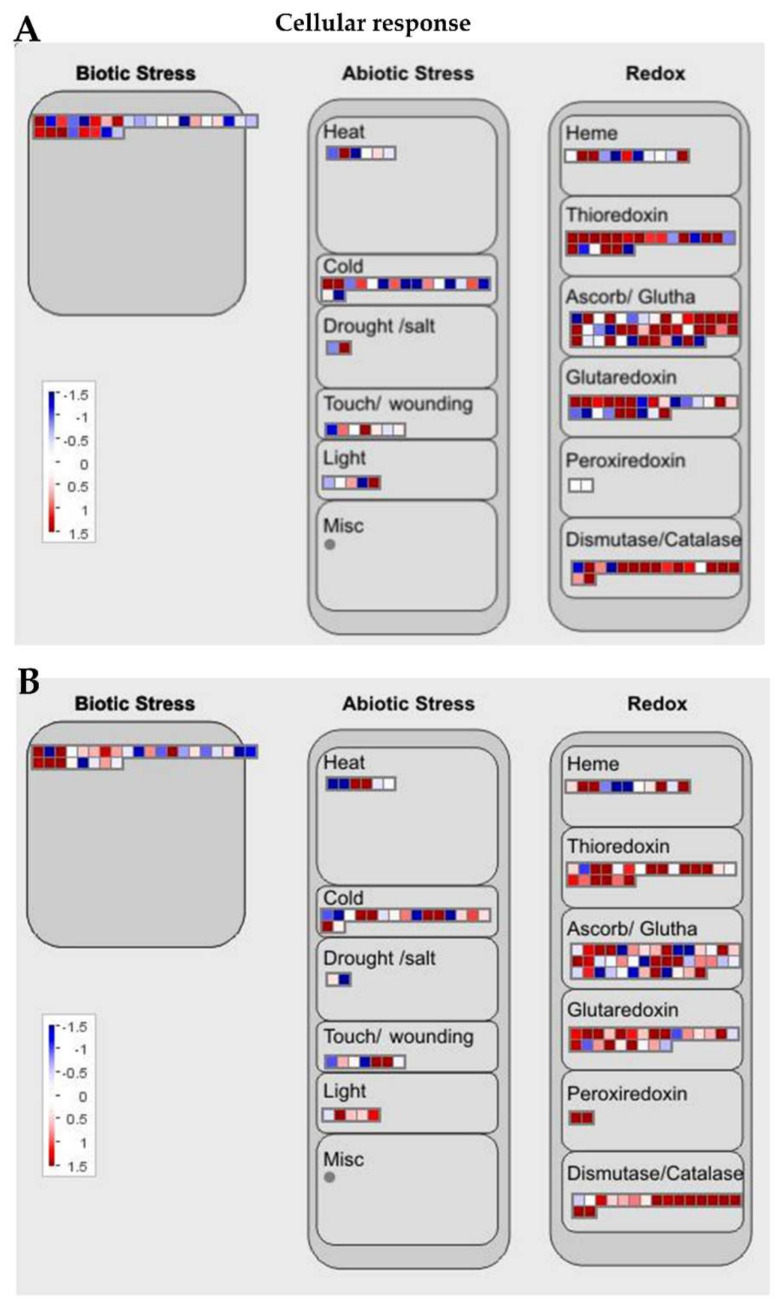
MapMan cellular response overview of the transcriptional regulation between Ilpum and NIL upon GRH infestation. Induction or suppression of the expression of genes involved in different metabolic pathways in (**A**) Ilpum and (**B**) near-isogenic line (NIL) derived from a cross between Ilpum (recurrent parent) and Shingwang (donor parent of *Grh1*), in response to green rice leafhopper (GRH) infestation in rice. Red squares are upregulated genes and blue squares are downregulated genes. Data are logarithm base 2 of fold change (Log_2_FC) (FPKM_value 2/FPKM_value 1). Red boxes are upregulated genes, blue boxes are downregulated genes, and white color indicates Log_2_FC ± zero.

**Figure 7:**
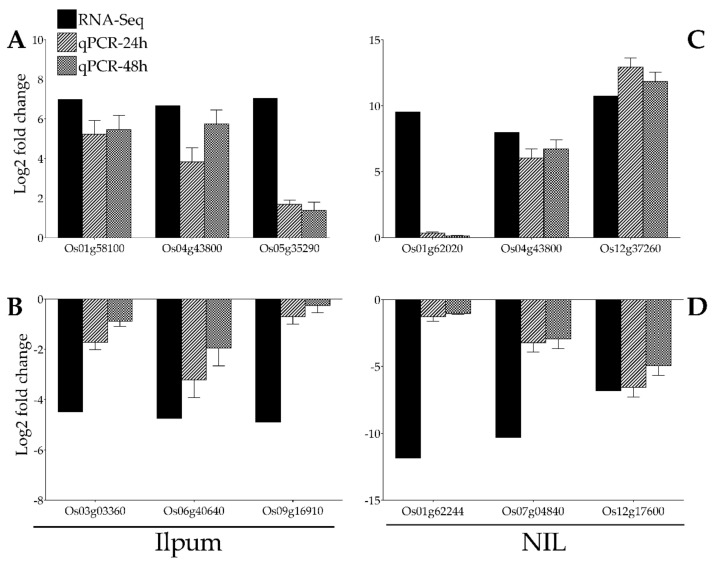
Confirmation of RNA-Seq results by qPCR. A total of 12 genes identified as GRH-responsive through RNA-Seq-based transcriptome analysis (black bars) in GRH-infested rice leaves from Ilpum and derived near-isogenic line (NIL) were selected to validate the fold change in their expression by qPCR (bars with motif filling). These genes belong to different functional groups involved in various metabolic pathways in rice. (**A**) Upregulated and (**B**) downregulated genes in Ilpum, and (**C**) upregulated and (**D**) downregulated genes in NIL in response to GRH infestation.

**Figure 8:**
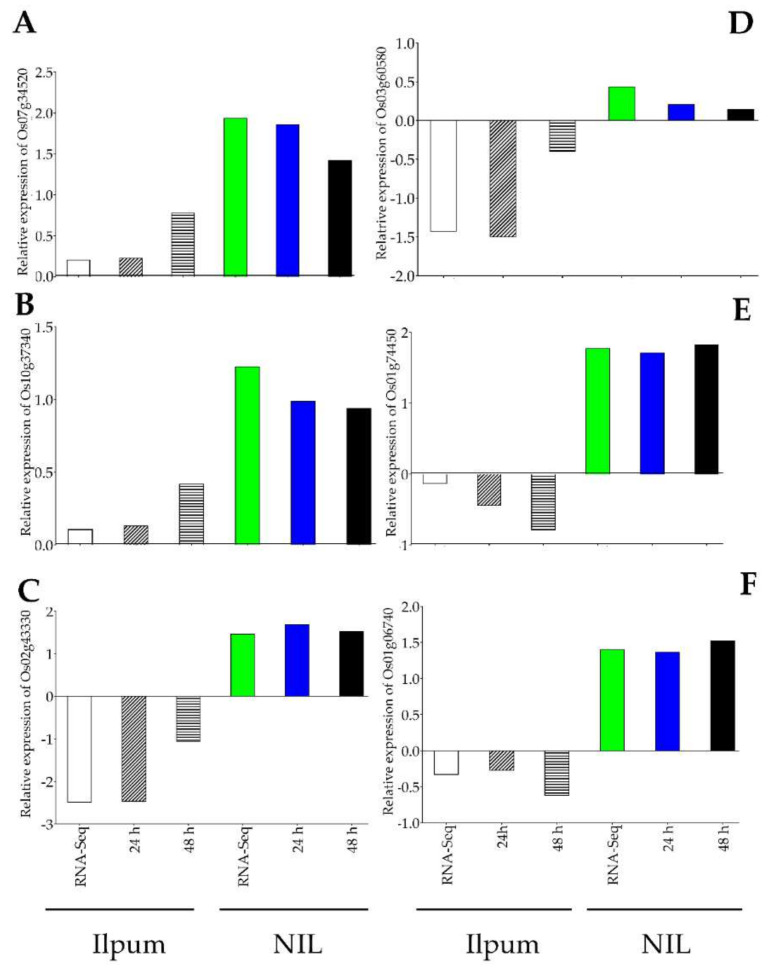
qPCR validation of differentially expressed genes between Ilpum and NIL. (**A**) Enhanced transcript accumulation of Os07g34520 and (**B**) Os10g37340 in NIL compared to Ilpum in response to GRH feeding. (**C**) Differential expression of Os02g43330, (**D**) Os03g60580, (**E**), Os01g74450, and (**F**) Os01g06740 between Ilpum and NIL under the same conditions.

**Table 1:** Top 20 differentially expressed (DEGs) genes between Ilpum and near-isogenic line.

No.	Accession Number	MSU ID	Log2 FPKM (Val_2/Val_1)	Log2 FPKM (Val_2/Val_1)	Description	Regulatory Pathway Involved (MapMan)
			Ilpum	Near-Isogenic Line		
Genes upregulated in Ilpum but downregulated in near-isogenic line (Shingwang × Ilpum)						
1	Os03t0177900-02	LOC_Os03g08050	12.628631	−9.878618	Elongation factor 1-alpha, putative, expressed	Protein biosynthesis, translation elongation, eEF1 aminoacyl-tRNA binding factor activity
2	Os11t0106400-03	LOC_Os11g01510	11.559828	−3.195272	Ubiquitin-activating enzyme E1.	Protein homeostasis, ubiquitin-proteasome system, ubiquitin conjugation (ubiquitylation)
3	Os11t0545600-02	LOC_Os11g34300	9.600705	−0.439048	Chromatin modification-related protein EAF3, putative, expressed	Chromatin organization, histone modifications, histone lysine methylation
4	Os01t0549700-03	LOC_Os01g36890	9.582753	−4.550572	DEAD-box ATP-dependent RNA helicase, putative, expressed	Not assigned, not annotated
5	Os01t0681600-01	LOC_Os01g48930	8.685934	−0.853614	Splicing factor-related, putative, expressed	Not assigned, not annotated
7	Os01t0674500-01	LOC_Os01g48370	8.416789	−0.569737	OsFBT1-F-box and tubby domain-containing protein, expressed	Not assigned, not annotated
8	Os06t0669400-02	LOC_Os06g45820	8.19466	−0.926506	Cell division OsFtsH2 FtsH protease, homologue of AtFtsH2/8, expressed, chloroplastic	Protein homeostasis, proteolysis, metallopeptidase activities, FtsH endopeptidase activities
9	Os03t0136600-01	LOC_Os03g04380	8.025587	−0.24581	Complex 1 LYR protein family protein, LYR motif-containing protein, putative, expressed	Not assigned, not annotated
10	Os02t0471500-03	LOC_Os02g27220	7.601656	−1.046997	Protein phosphatase 2C-containing protein, putative, expressed	Protein modification, phosphorylation, serine/threonine protein phosphatase superfamily
6	Os03t0626800-01	LOC_Os03g42840	7.596287	−1.571210	Calcineurin B protein	Not assigned, not annotated
Genes downregulated in Ilpum but upregulated in near-isogenic line (Shingwang × Ilpum)						
1	Os01t0835600-02	LOC_Os01g61890	−1.265655	12.479699	AT hook family, DNA-binding, conserved site domain-containing protein	Not assigned, not annotated
2	Os04t0636900-01	LOC_Os04g54440	−0.874467	12.421764	RNA-binding region RNP-1 (RNA recognition motif) domain-containing protein	Not assigned, not annotated
3	Os03t0838100-01	LOC_Os03g62180	−8.277127	11.072724	Serine/threonine protein kinase-related domain-containing protein	Not assigned, not annotated
4	Os02t0670900-05	LOC_Os02g44980	−0.165004	9.986115	Transmembrane amino acid transporter protein, putative, expressed	Not assigned, not annotated
5	Os03t0680800-05	LOC_Os03g47740	−0.632828	9.986108	Homeodomain protein, putative, expressed	Not assigned, not annotated
6	Os08t0556000-02	LOC_Os08g44200	−1.715944	9.948021	ECT5, putative, expressed	Not assigned, not annotated
7	Os04t0476100-02	LOC_Os04g40040	−0.817003	9.790734	Copper methylamine oxidase precursor	Not assigned, not annotated
8	Os11t0546000-01	LOC_Os11g34350	−0.244259	8.799661	ATP-binding cassette sub-family E member 1, putative, expressed RNase L inhibitor-like protein.	Not assigned, not annotated
9	Os04t0566500-04	LOC_Os04g47870	−0.604165	8.537675	PINHEAD, putative, expressed, similar to Argonaute protein	Not assigned, not annotated
10	Os03t0784700-01	LOC_Os03g57120	−0.125439	8.387406	Ferredoxin NADP reductase, root isozyme, chloroplast precursor (EC 1.18.1.2) (FNR)	Not assigned, not annotated

**Table 2:** Top 10 exponentially induced genes in NIL compared to Ilpum.

No	Accession Number	MSU ID	Log2 FPKM	Log2 FPKM	Description	Regulatory Pathway Involved (MapMan)
			Ilpum	NIL		
1	Os02t0519900-04	LOC_Os02g32030	0.625140	15.416994	Elongation factor, putative, expressed	Not assigned, Not annotated
2	Os06t0686400-01	LOC_Os06g47200	0.511699	12.101766	Bifunctional inhibitor/plant lipid transfer protein/seed storage domain-containing proteinOsLTPG13|OsLTPg13-protease inhibitor/seed storage/LTP family protein precursor, expressed	Not assigned, Not annotated
3	Os01t0837300-01	LOC_Os01g62020	0.447945	11.544435	NAD-dependent epimerase/dehydratase family domain-containing protein, expressed, similar to UDP-glucuronic acid decarboxylase 1	Not assigned, Not annotated
4	Os01t0139200-03	LOC_Os01g04650	0.709687	10.877399	PB1 domain-containing protein, expressed	Not assigned, Not annotated
5	Os03t0300900-03	LOC_Os03g18890	1.568129	10.049414	Glycosyl transferase 8 domain-containing protein, putative, expressed	Not assigned, Not annotated
6	Os07t0583600-03	LOC_Os07g39470	2.704248	9.282445	Chitin-inducible gibberellin-responsive protein 2, gibberellin response modulator protein, putative, expressed	Not assigned, Not annotated
7	Os06t0132100-01	LOC_Os06g04130	0.165318	9.123196	Transmembrane receptor, eukaryota domain-containing protein. Lung seven transmembrane domain-containing protein, putative, expressed	Not assigned, Not annotated
8	Os02t0490500-01	LOC_Os02g28900	0.838091	8.843985	Cytokinin-*O*-glucosyltransferase 2, putative, expressed, UDP-glucuronosyl/UDP-glucosyltransferase family protein	Not assigned, Not annotated
9	Os02t0668100-02	LOC_Os02g44780	0.817151	8.678553	Geranylgeranyl-diphosphate synthase, polyprenyl synthetase, putative, expressed	Not assigned, Not annotated
10	Os08t0560900-03	LOC_Os08g44680	1.372722	8.112715	Photosystem I reaction center subunit II, chloroplast precursor, putative, expressed	Photosynthesis, photophosphorylation, photosystem

**Table 3:** EPG information from *N. cincticeps* nymphs feeding on rice seedlings.

EPG Waveform	Frequency (Hz)	Feeding Activity
Nc1	-	None probing
Nc2	Irregular	Penetration
Nc3	Irregular	Path and salivation
Nc4	3.5–5.6	Xylem feeding [82]
Nc5	0.01–0.2	Salivation or physical activity in phloem [82]
Nc6	2.6–6.2	Phloem sap sucking [79]

## Data Availability

The data presented in this study are available in the Supplementary Materials. In addition, we submitted the gene expression data (Processed data after MapMan analysis) and raw sequence data (RNA-Seq raw data) to the Gene Expression Omnibus (GEO) and Short Read Archive (SRA) at NCBI (https://www.ncbi.nlm.nih.gov/geo/submitter/), accessed on 25 August 2021, with accession numbers GSE176497 and SRP323419, respectively.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms221910696/s1.

# Supplementary material for: RNA-Seq and Electrical Penetration Graph Revealed the Role of Grh1-Mediated Activation of Defense Mechanisms towards Green Rice Leafhopper (Nephotettix cincticeps Uhler) Resistance in Rice (Oryza sativa L.)
**Source:** Int J Mol Sci. 2021 Oct 2;22(19):10696. doi: 10.3390/ijms221910696
**Supplement:** Supplementary file 1

## Supplementary materials

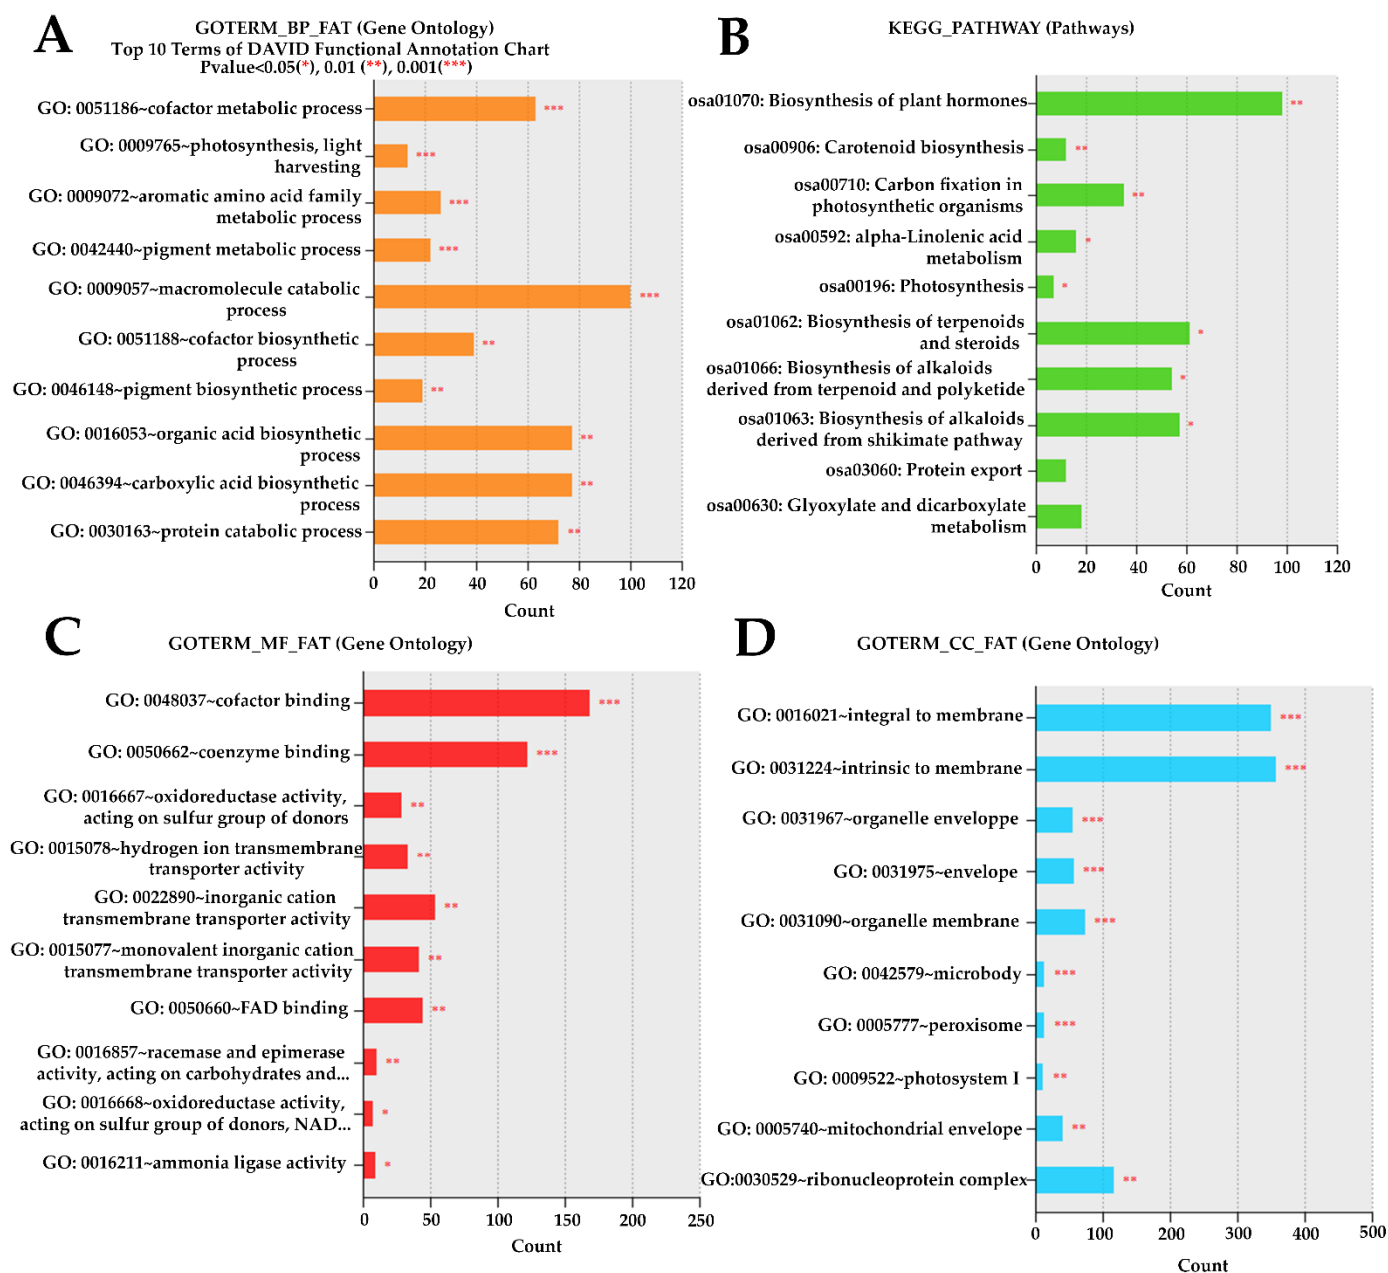

**Figure S1.** Gene ontology (GO) terms of DAVID annotation. Top 10 terms of DAVID functional annotation chart for (A) biological process (BP), (B) KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway, (C) molecular function, and (D) cellular component. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ .

A

## Multi-process regulation

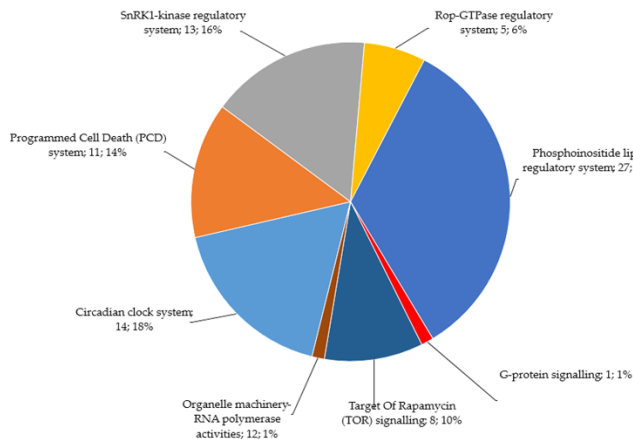

B

## Protein modification

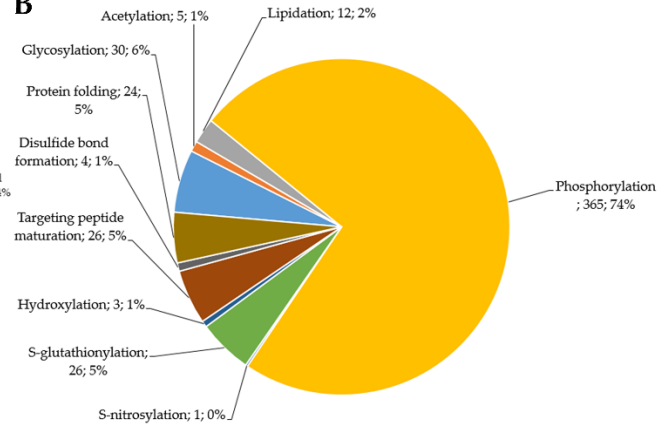

C

## Cell cycle organisation

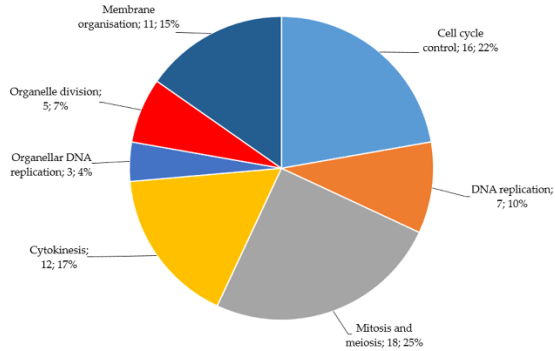

D

## Nutrient uptake

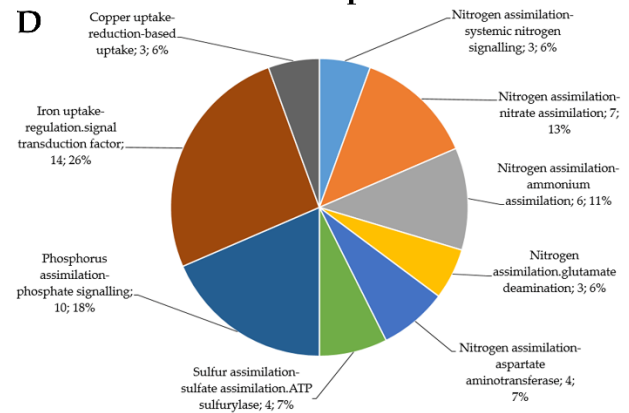

E

## Protein homeostasis

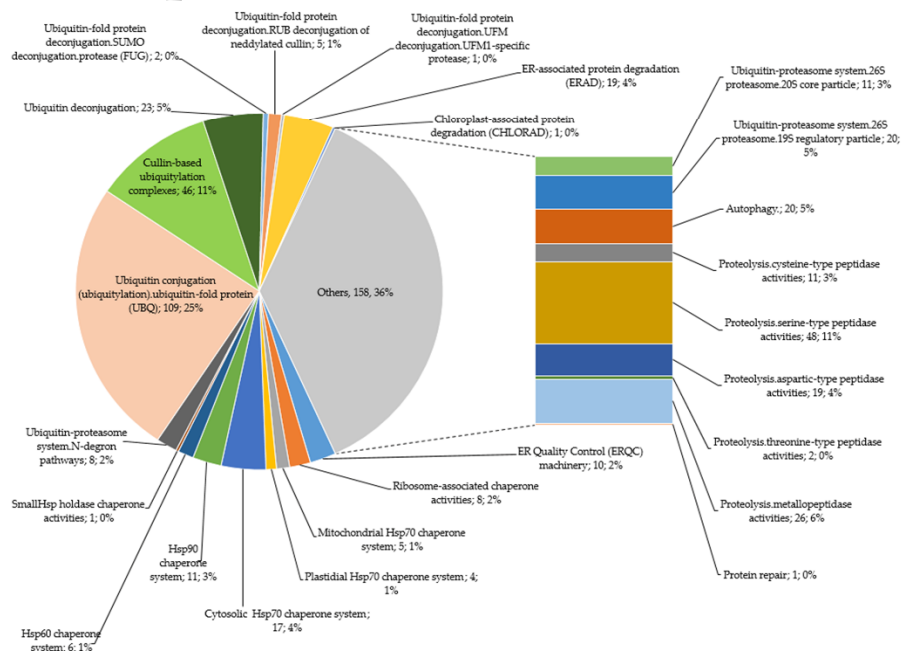

## F Cell wall organisation

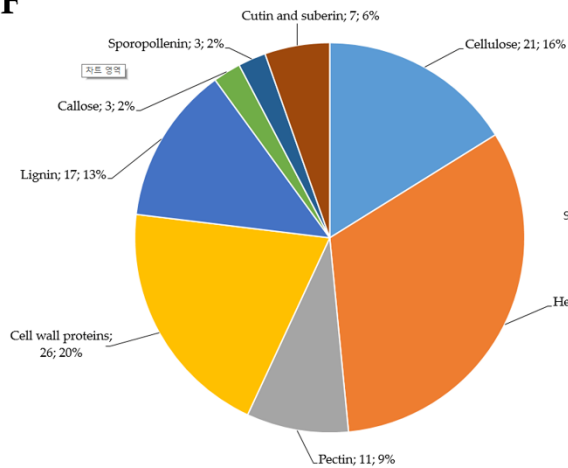

## G Vesicle trafficking

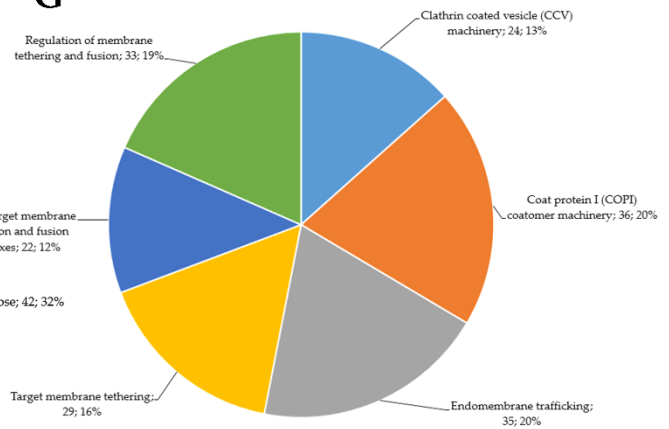

## H Protein translocation

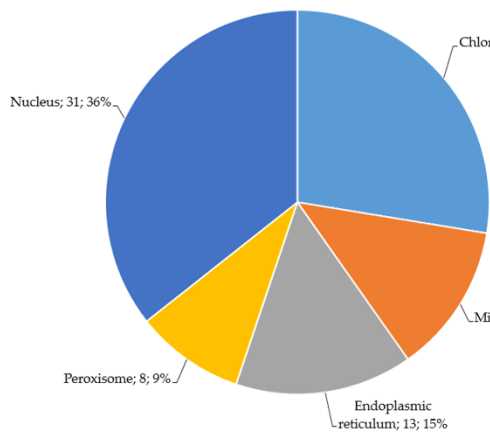

## I Solute transport

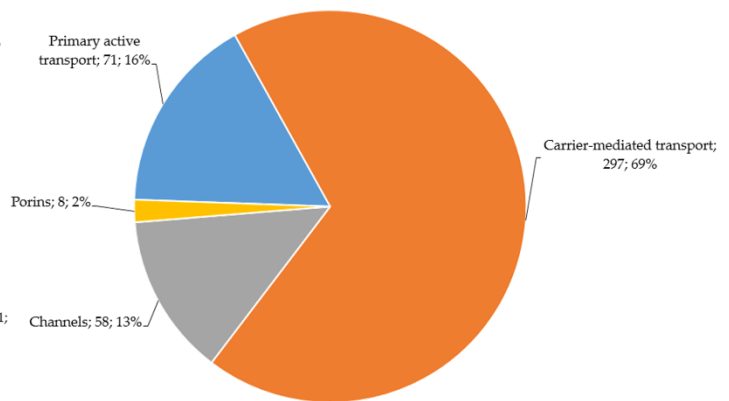

## J Amino acid metabolism

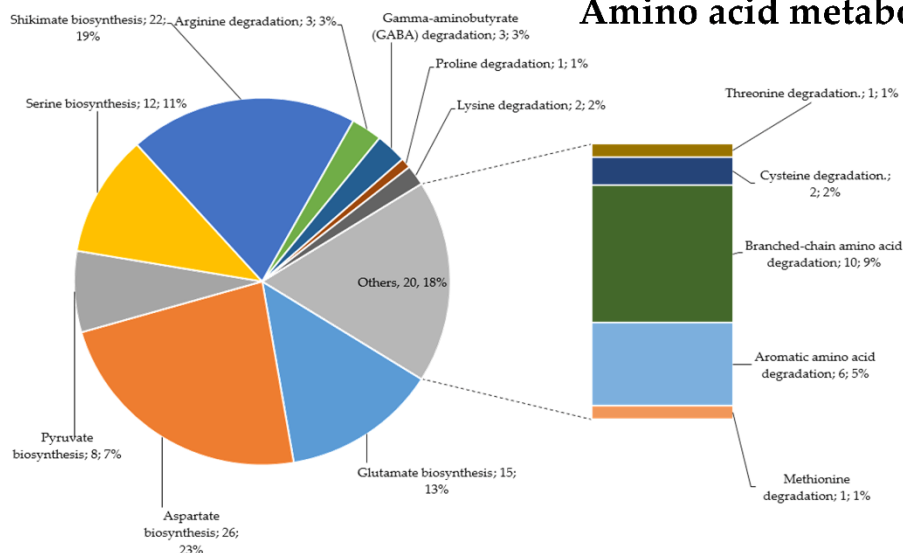

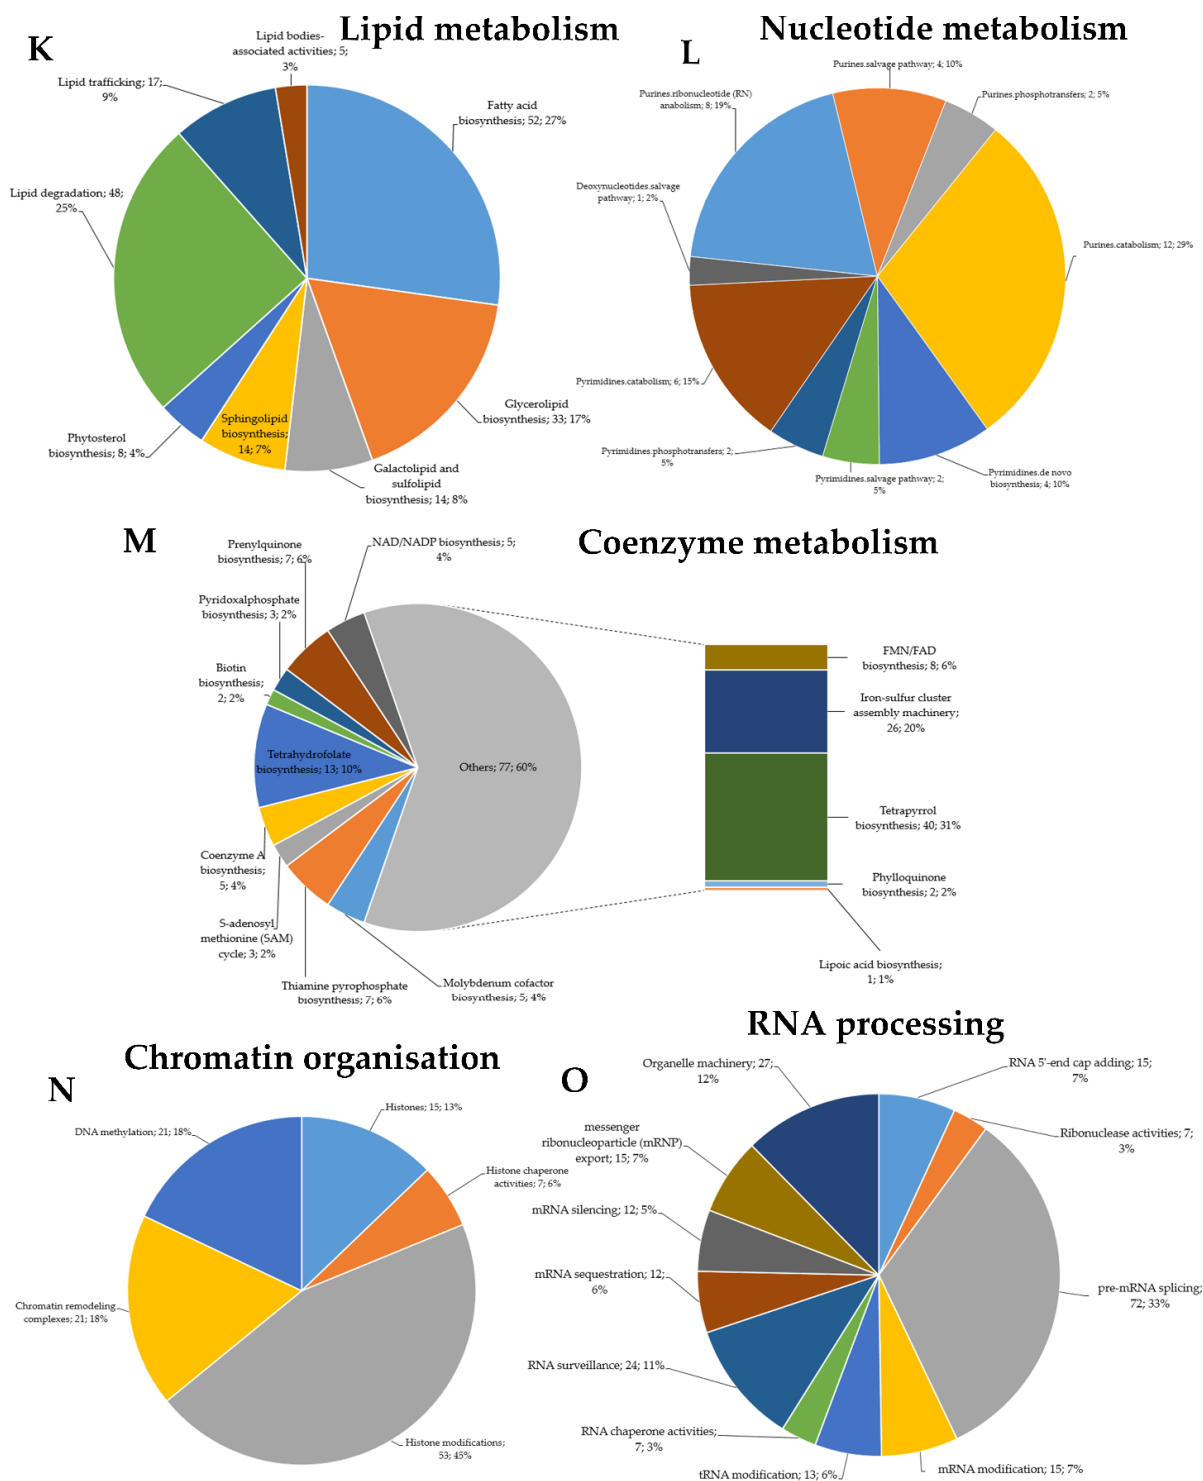

**Figure S2.** Regulatory and signaling pathways triggered by GRH-mediated biotic stress in rice. (A) Differentially expressed genes (DEGs) involved in multi-process regulation (i.e. Programmed Cell Death, Circadian clock systems, SnRK1-kinase regulatory system, etc.), (B) protein modification (i.e. S-nitrosylation, S-glutathionylation, Acetylation, Disulfide bonding, etc.), (C) Cell cycle organization (i.e. DNA replication, organelle division, mitosis, etc.), (D) nutrient uptake, (E) protein homeostasis (i.e. Ubiquitin deconjugation, ER-associated protein degradation, etc.), (F) cell wall organization (i.e. Cutin, ligning, hemicellulose, etc.), (G) vesicle trafficking (regulation of membrane tethering and fusion, coat protein I coatomer machinery, etc.), (H) protein translocation, (I) solute transport (Porins, primary active transport, etc.), (J) amino acid metabolism, (K) lipid metabolism, (L) nucleotide metabolism, (M) coenzyme metabolism, (N) chromatin organization (i.e. DNA methylation, histone chaperon activity, etc.), and (O) RNA processing (i.e. mRNA sequestration, Ribonuclease activity, mRNA modification, etc.).

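The electrical penetration graph records the voltage across a circuit that an insect closes when its stylets enter the plant, and each waveform stands for an activity of the stylets such as probing, salivation, or ingestion from phloem or xylem. The table gives times in minutes taken from such waveforms for each insect on each line, and no file of these recordings was used here.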

**Table S1.** Electrical penetration graph (EPG) results.

| Rice Lines                                 | No Insects | EPG Parameters (6 h) |                      |               |
|--------------------------------------------|------------|----------------------|----------------------|---------------|
|                                            |            | Nc2–Nc6 (min)        | Cumulative Nc6 (min) | Nc2–Nc5 (min) |
| Ilpum (Recurrent, GRH susceptible)         | 1          | 80.92                | 249.57               | 48.32         |
|                                            | 2          | 87.48                | 229.29               | 0.85          |
|                                            | 3          | 68.69                | 162.81               | 14.81         |
|                                            | 4          | 74.00                | 249.65               | 38.53         |
|                                            | 5          | 47.59                | 236.62               | 24.77         |
|                                            | 6          | 34.22                | 297.32               | 26.97         |
|                                            | 7          | 142.58               | 16.53                | 11.36         |
|                                            | 8          | 67.34                | 291.63               | 23.65         |
|                                            | 9          | 288.19               | 52.35                | 267.03        |
|                                            | 10         | 359.70               | 0.00                 | 48.25         |
| Shingwang (Donor, <i>Grh1</i> )            | 1          | 358.51               | 0.00                 | 14.35         |
|                                            | 2          | 358.94               | 0.00                 | 14.03         |
|                                            | 3          | 359.19               | 0.00                 | 40.44         |
|                                            | 4          | 359.42               | 0.00                 | 27.48         |
|                                            | 5          | 359.46               | 0.00                 | 57.85         |
|                                            | 6          | 359.63               | 0.00                 | 13.56         |
|                                            | 7          | 359.68               | 0.00                 | 34.49         |
|                                            | 8          | 356.93               | 0.00                 | 104.23        |
|                                            | 9          | 357.99               | 0.00                 | 357.99        |
|                                            | 10         | 357.95               | 0.00                 | 140.88        |
| Near Isogenic Line (Carrying <i>Grh1</i> ) | 1          | 357.98               | 0.00                 | 45.04         |
|                                            | 2          | 357.08               | 0.00                 | 357.08        |
|                                            | 3          | 358.52               | 0.00                 | 28.30         |
|                                            | 4          | 330.27               | 0.00                 | 16.00         |
|                                            | 5          | 359.71               | 0.00                 | 106.08        |
|                                            | 6          | 359.68               | 0.00                 | 48.35         |
|                                            | 7          | 358.39               | 0.00                 | 53.05         |
|                                            | 8          | 358.67               | 0.00                 | 358.67        |
|                                            | 9          | 358.08               | 0.00                 | 36.65         |
|                                            | 10         | 359.18               | 0.00                 | 33.18         |

**Table S2.** List of top 20 up-regulated genes (Ilpum : 10 and Near Isogenic Line: 10) in the GRH-mediated RNA-Seq leaf transcriptome in Rice.

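The table takes single transcripts and their FPKM without (Val_1) and with GRH (Val_2). For the 10 transcripts listed as most upregulated in Ilpum the log2FC ranged from 10.30 to 19.37, and that of their whole genes from -0.94 to 0.90. For the 10 listed in NIL the ranges were 11.54 to 15.42 and -0.32 to 7.88, and 1 of these genes, the lipoxygenase gene Os12g0559200, was also among the 10 most upregulated whole genes. The largest value belongs to Os05t0112000-05 (chromosome 5, 640321 to 643316), an isoform of an E3 ubiquitin ligase gene with 3 annotated transcripts. It had an FPKM of 9.9e-05 in Ilpum control and 67.1 in Ilpum GRH, from 1 and 95 reads (log2 ratio of reads 7.81, counting interval 5.30 to 13.13). The FPKM of Os05t0112000-04 was 79.7 and 0 in these libraries, and the whole gene had a log2FC of -0.14.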

| No.                                                                | Accession Number | MSU ID         | FPKM (Val_1)<br>Control | FPKM (Val_2)<br>GRH | Log2<br>(Val_2/Val_1) | Annotation                                                                |
|--------------------------------------------------------------------|------------------|----------------|-------------------------|---------------------|-----------------------|---------------------------------------------------------------------------|
| <b>Upregulated genes in Ilpum</b>                                  |                  |                |                         |                     |                       |                                                                           |
| 1                                                                  | Os05t0112000-05  | LOC_Os05g02130 | 0.000099                | 67.0610             | 19.3696               | Ankyrin repeat domain-containing protein 28, putative, expressed          |
| 2                                                                  | Os04t0656100-03  | LOC_Os04g56160 | 0.006576                | 336.1263            | 15.6414               | Plasma membrane ATPase, putative, expressed                               |
| 3                                                                  | Os06t0199200-06  | LOC_Os06g09890 | 0.000247                | 2.034055            | 13.0076               | smr domain containing protein, expressed                                  |
| 4                                                                  | Os03t0177900-02  | LOC_Os03g08050 | 0.011524                | 72.97934            | 12.6286               | Elongation factor 1-alpha/Tu, putative, expressed                         |
| 5                                                                  | Os11t0106400-03  | LOC_Os11g01510 | 0.009431                | 28.47166            | 11.5598               | Ubiquitin-activating enzyme E1, putative, expressed                       |
| 6                                                                  | Os02t0792800-02  | LOC_Os02g54980 | 0.065882                | 169.8183            | 11.3318               | Pheophorbide a oxygenase, chloroplast precursor, expressed                |
| 7                                                                  | Os01t0814400-03  | LOC_Os01g59900 | 0.029382                | 52.0176             | 10.7899               | Similar to 91A protein (Fragment), expressed protein                      |
| 8                                                                  | Os01t0549400-04  | LOC_Os01g36860 | 0.026683                | 42.0417             | 10.6217               | DEAD-box ATP-dependent RNA helicase 40, putative, expressed               |
| 9                                                                  | Os06t0232000-01  | LOC_Os06g12580 | 0.151176                | 217.1718            | 10.4884               | Pro-resilin precursor, putative, expressed                                |
| 10                                                                 | Os03t0300600-03  | LOC_Os03g18870 | 0.044299                | 55.9723             | 10.3032               | Heat shock protein DnaJ, putative, expressed                              |
| <b>Upregulated genes in Near Isogenic Line (Shingwang × Ilpum)</b> |                  |                |                         |                     |                       |                                                                           |
| 11                                                                 | Os02t0519900-04  | LOC_Os02g32030 | 0.01689                 | 738.9366            | 15.4170               | Elongation factor, putative, expressed                                    |
| 12                                                                 | Os06t0199200-06  | LOC_Os06g09890 | 0.00032                 | 4.0628              | 13.6321               | smr domain containing protein, expressed                                  |
| 13                                                                 | Os02t0792800-02  | LOC_Os02g54980 | 0.046639                | 324.3186            | 12.7636               | pheophorbide a oxygenase, chloroplast precursor, expressed                |
| 14                                                                 | Os12t0168900-03  | LOC_Os12g07140 | 0.039781                | 248.9986            | 12.6118               | Similar to Vacuolar ATP synthase 16 kDa proteolipid subunit (EC 3.6.3.14) |

|    |                            |      |          |           |           |                                                                                                                                                                 |
|----|----------------------------|------|----------|-----------|-----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 15 | Os03t0645100 LOC_Os03g4-03 | 4300 | 0.002996 | 18.2941   | 12.5761   | (V- ATPase 16 kDa proteolipid subunit), expressed protein<br>Transketolase, putative, expressed,<br>Similar to pyruvate dehydrogenase E1 component subunit beta |
| 16 | Os01t0835600 LOC_Os01g6-02 | 1890 | 0.009937 | 56.7570   | 12.4797   | AT hook, DNA-binding, conserved site domain containing protein                                                                                                  |
| 17 | Os04t0636900 LOC_Os04g5-01 | 4440 | 0.006022 | 33.0418   | 12.4218   | RNA-binding region RNP-1 (RNA recognition motif) domain containing protein                                                                                      |
| 18 | Os06t0686400 LOC_Os06g4-01 | 7200 | 0.005049 | 22.1922   | 12.1018   | LTPL85 - Protease inhibitor/seed storage/LTP family protein precursor, expressed                                                                                |
| 19 | Os12t0559200 LOC_Os12g3-01 | 7260 | 1.117746 | 3825.3091 | 11.7408   | Lipoxygenase 2.1(EC 1.13.11.12), chloroplast precursor, expressed                                                                                               |
| 20 | Os01t0837300 LOC_Os01g6-01 | 2020 | 0.007443 | 22.231520 | 11.544435 | NAD dependent epimerase/dehydratase family domain containing protein, expressed                                                                                 |

**Table S3.** List of top 20 downregulated genes (Ilpum :10 and Near Isogenic Line: 10) in the GRH-mediated RNA-Seq leaf transcriptome in Rice.

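The 10 transcripts listed as most downregulated in Ilpum had a log2FC from -21.87 to -8.52, and their whole genes from -1.59 to 0.88. For the 10 in NIL the range was -14.44 to -7.48, and their whole genes had a median of -0.05. None of the 20 was among the 10 most downregulated whole genes of its line (0 in each line). Each had 3 reads or fewer in at least 1 library. Os04t0269600-02, for a primary amine oxidase (chromosome 4, 11236469 to 11243987), had 710 and 1 reads in Ilpum (log2 ratio of reads -8.23, counting interval -13.53 to -5.74), and its whole gene 2021 and 562 reads. Os03t0778100-03, for the photosystem I F subunit (chromosome 3, 32273066 to 32274174), had 2058 and 1 reads in NIL (interval -14.21 to -6.42), and its whole gene 2508 and 268.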

| No.                                 | Accession Number           | MSU ID | FPKM (Val_1)<br>Control | FPKM (Val_2)<br>GRH | Log2<br>(Val_2/Val_1) | Annotation                                                                                            |
|-------------------------------------|----------------------------|--------|-------------------------|---------------------|-----------------------|-------------------------------------------------------------------------------------------------------|
| <b>Downregulated genes in Ilpum</b> |                            |        |                         |                     |                       |                                                                                                       |
| 1                                   | Os04t0269600-LOC_Os04g2002 | 164    | 80.41164                | 0.000021            | -21.86858             | Amine oxidase precursor, putative, expressed                                                          |
| 2                                   | Os04t0683900-LOC_Os04g5802 | 730    | 37.45429                | 0.000041            | -19.80108             | AT hook motif domain containing protein, expressed                                                    |
| 3                                   | Os07t0139400-LOC_Os07g0403 | 690    | 109.41285               | 0.008156            | -13.71156             | NAD(P)-binding domain containing protein. Similar to UDP-arabinose 4-epimerase 1, putative, expressed |

|    |                             |     |           |          |           |                                                                                                                    |
|----|-----------------------------|-----|-----------|----------|-----------|--------------------------------------------------------------------------------------------------------------------|
| 4  | Os04t0462500-LOC_Os04g3804  | 870 | 58.72669  | 0.025564 | -11.16569 | 14-3-3-like protein GF14-6, putative, expressed                                                                    |
|    | LOC_Os04g53190              |     |           |          |           | CPuORF12 - conserved peptide                                                                                       |
| 5  | Os04t0623300-LOC_Os04g53195 |     | 87.93532  | 0.038335 | -11.16356 | uORF-containing transcript, expressed; Similar to H0215F08.3 protein, expressed protein                            |
| 6  | Os02t0197600-LOC_Os02g10390 |     | 260.99316 | 0.132475 | -10.94408 | Chlorophyll a/b-binding protein type III, putative, expressed                                                      |
| 7  | Os03t0592500-LOC_Os03g39610 |     | 433.82007 | 0.260273 | -10.70286 | Similar to Photosystem II type II chlorophyll A-B binding protein                                                  |
| 8  | Os04t0307200-LOC_Os04g24180 |     | 20.14316  | 0.0151   | -10.38153 | Heat shock protein binding protein, putative, expressed; Similar to Cysteine string protein (CCCS1)                |
|    |                             |     |           |          |           | HSF-type DNA-binding domain                                                                                        |
| 9  | Os09t0526600-LOC_Os09g35790 |     | 34.70458  | 0.071433 | -8.92432  | containing protein, expressed; Similar to Heat stress transcription factor B-2c                                    |
| 10 | Os03t0856500-LOC_Os03g63950 |     | 864.31470 | 2.346966 | -8.52462  | Plastid-specific 30S ribosomal protein 1, chloroplast precursor, putative, expressed(Ribosomal protein 1) (PSRP-1) |

**Downregulated genes in Near Isogenic Line (Shingwang × Il-pum)**

|    |                             |  |            |          |           |                                                                                         |
|----|-----------------------------|--|------------|----------|-----------|-----------------------------------------------------------------------------------------|
| 11 | Os03t0778100-LOC_Os03g56670 |  | 397.14478  | 0.017906 | -14.43693 | Photosystem I reaction center subunit III, chloroplast precursor                        |
| 12 | Os01t0839700-LOC_Os01g62244 |  | 18.04017   | 0.001703 | -13.37085 | Ubiquitin-conjugating enzyme, putative, expressed                                       |
| 13 | Os02t0820700-LOC_Os02g57510 |  | 17.67560   | 0.003447 | -12.32413 | SNARE domain containing protein, putative, expressed                                    |
| 14 | Os07t0141400-LOC_Os07g04840 |  | 1189.69775 | 0.469533 | -11.30708 | PsbP, 23 kDa polypeptide of photosystem II, putative expressed                          |
| 15 | Os12t0420400-LOC_Os12g23200 |  | 874.95789  | 0.346864 | -11.30063 | Photosystem I reaction center subunit XI, chloroplast precursor (PSI-L) (PSI subunit V) |

|    |                            |     |          |          |          |                                                                                       |
|----|----------------------------|-----|----------|----------|----------|---------------------------------------------------------------------------------------|
| 16 | Os03t0177900-LOC_Os03g0802 | 050 | 23.71970 | 0.025197 | -9.87862 | Elongation factor 1-alpha/Tu, putative expressed                                      |
| 17 | Os01t0869000-LOC_Os01g6401 | 870 | 41.21960 | 0.050321 | -9.67795 | Protein of unknown function<br>DUF639 family protein<br>CPuORF27 - conserved peptide  |
| 18 | Os08t0416000-LOC_Os08g3202 | 080 | 9.23362  | 0.042114 | -7.77645 | uORF-containing transcript, expressed; Similar to Homebox-leucine zipper protein HOX5 |
| 19 | Os08t0430500-LOC_Os08g3303 | 370 | 13.60227 | 0.067684 | -7.65082 | 14-3-3-like protein GF14-C, putative, expressed                                       |
| 20 | Os05t0208000-LOC_Os05g1102 | 780 | 2.58967  | 0.014508 | -7.47977 | Mitochondrial 2-oxoglutarate/malate carrier protein                                   |

**Table S4.** Comparative transcriptome profile by regulatory or signaling pathways between Ilpum and Near Isogenic Line under GRH-infestation.

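The table counts genes by MapMan BIN, a hierarchy of functional categories, and by direction in each line, so a gene of any size of change counts in it. Its extremes are those of single transcripts. The shares given here are of whole genes with 1 FPKM added and without categories, so they are not directly comparable with it. Of the genes with a mean of at least 1 FPKM, 43.2% were up in Ilpum and 44.9% in NIL, with the rest down or without change. Of those that changed in both lines, 39.9% went opposite ways (6913 genes).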

| BIN ID | Description             | Ilpum |                |              |               |            |             |            | Near Isogenic Line (NIL: Shingwang x Ilpum) |                |              |               |            |             |            |
|--------|-------------------------|-------|----------------|--------------|---------------|------------|-------------|------------|---------------------------------------------|----------------|--------------|---------------|------------|-------------|------------|
|        |                         | DEGs  | Expression     |              | Downregulated |            | Upregulated |            | DEGs                                        | Expression     |              | Downregulated |            | Upregulated |            |
|        |                         | Total | Down-regulated | Up-regulated | Min Log2FC    | Max Log2FC | Min Log2FC  | Max Log2FC | Total                                       | Down-regulated | Up-regulated | Min Log2FC    | Max Log2FC | Min Log2FC  | Max Log2FC |
| 1      | Photosynthesis          | 170   | 117            | 53           | -10.944       | -0.013     | 0.003       | 6.690      | 170                                         | 145            | 25           | -14.437       | -0.196     | 0.081       | 8.113      |
| 2      | Cellular respiration    | 95    | 31             | 64           | -5.748        | -0.010     | 0.099       | 7.526      | 95                                          | 45             | 50           | -4.194        | -0.075     | 0.021       | 5.283      |
| 3      | Carbohydrate Metabolism | 130   | 67             | 63           | -13.712       | -0.038     | 0.235       | 6.927      | 130                                         | 60             | 70           | -5.413        | -0.003     | 0.017       | 11.544     |
| 4      | Amino acid metabolism   | 112   | 55             | 57           | -6.301        | -0.079     | 0.068       | 8.584      | 112                                         | 40             | 72           | -3.057        | -0.038     | 0.019       | 6.445      |

|    |                           |     |     |     |         |        |       |        |     |     |     |         |        |       |        |
|----|---------------------------|-----|-----|-----|---------|--------|-------|--------|-----|-----|-----|---------|--------|-------|--------|
| 5  | Lipid metabolism          | 191 | 90  | 101 | -3.701  | -0.048 | 0.004 | 7.867  | 191 | 79  | 112 | -6.119  | -0.011 | 0.007 | 8.032  |
| 6  | Nucleotide metabolism     | 41  | 22  | 19  | -2.493  | -0.019 | 0.138 | 4.394  | 41  | 19  | 22  | -3.216  | -0.059 | 0.031 | 7.827  |
| 7  | Coenzyme metabolism       | 127 | 74  | 53  | -6.105  | -0.035 | 0.096 | 6.614  | 127 | 66  | 61  | -3.685  | -0.038 | 0.056 | 6.594  |
| 8  | Polyamine metabolism      | 14  | 7   | 7   | -11.164 | -0.697 | 0.117 | 4.647  | 14  | 3   | 11  | -0.357  | -0.161 | 0.028 | 0.028  |
| 9  | Secondary metabolism      | 64  | 17  | 47  | -3.785  | -0.016 | 0.035 | 8.584  | 64  | 17  | 47  | -2.719  | -0.171 | 0.032 | 9.105  |
| 10 | Redox homeostasis         | 54  | 27  | 27  | -4.962  | -0.259 | 0.017 | 5.038  | 54  | 30  | 24  | -6.681  | -0.029 | 0.015 | 2.593  |
| 11 | Phytohormone action       | 168 | 68  | 100 | -7.283  | -0.006 | 0.010 | 7.334  | 168 | 50  | 118 | -4.875  | -0.006 | 0.013 | 11.741 |
| 12 | Chromatin organisation    | 117 | 71  | 46  | -3.900  | -0.026 | 0.066 | 9.601  | 117 | 83  | 34  | -6.272  | -0.044 | 0.000 | 6.674  |
| 13 | Cell cycle organisation   | 72  | 30  | 42  | -3.261  | -0.295 | 0.044 | 5.113  | 72  | 43  | 29  | -5.110  | -0.007 | 0.052 | 4.982  |
| 14 | DNA damage response       | 22  | 13  | 9   | -3.429  | -0.584 | 0.279 | 2.635  | 22  | 14  | 8   | -4.107  | -0.123 | 0.048 | 6.623  |
| 15 | RNA biosynthesis          | 599 | 305 | 294 | -8.924  | -0.001 | 0.005 | 8.417  | 599 | 243 | 356 | -7.776  | -0.007 | 0.006 | 9.986  |
| 16 | RNA processing            | 219 | 135 | 84  | -5.967  | -0.001 | 0.029 | 5.903  | 219 | 141 | 78  | -5.391  | -0.004 | 0.017 | 9.948  |
| 17 | Protein biosynthesis      | 233 | 92  | 141 | -8.525  | -0.006 | 0.010 | 12.629 | 233 | 101 | 132 | -9.879  | -0.009 | 0.008 | 8.800  |
| 18 | Protein modification      | 496 | 220 | 276 | -8.277  | 0.000  | 0.006 | 7.779  | 496 | 212 | 284 | -6.840  | -0.007 | 0.016 | 11.073 |
| 19 | Protein homeostasis       | 434 | 238 | 196 | -5.100  | -0.011 | 0.005 | 19.370 | 434 | 206 | 228 | -13.371 | -0.004 | 0.001 | 9.046  |
| 20 | Cytoskeleton organisation | 93  | 47  | 46  | -4.132  | -0.070 | 0.032 | 4.984  | 93  | 44  | 49  | -5.568  | -0.014 | 0.030 | 9.212  |

|    |                           |      |      |      |         |        |       |        |      |      |      |             |            |       |        |
|----|---------------------------|------|------|------|---------|--------|-------|--------|------|------|------|-------------|------------|-------|--------|
| 21 | Cell wall organisation    | 130  | 43   | 87   | -5.565  | -0.032 | 0.005 | 5.643  | 130  | 35   | 95   | -<br>2.918  | -<br>0.037 | 0.025 | 10.049 |
| 22 | Vesicle trafficking       | 179  | 91   | 88   | -4.142  | -0.031 | 0.013 | 9.893  | 179  | 77   | 102  | -<br>12.324 | -<br>0.003 | 0.029 | 5.730  |
| 23 | Protein translocation     | 87   | 45   | 42   | -10.382 | -0.016 | 0.026 | 11.332 | 87   | 51   | 36   | -<br>6.128  | -<br>0.002 | 0.035 | 12.764 |
| 24 | Solute transport          | 434  | 201  | 233  | -6.042  | -0.012 | 0.001 | 15.641 | 434  | 171  | 263  | -<br>7.480  | -<br>0.001 | 0.025 | 12.612 |
| 25 | Nutrient uptake           | 54   | 21   | 33   | -4.859  | -0.213 | 0.156 | 3.828  | 54   | 17   | 37   | -<br>6.664  | -<br>0.078 | 0.005 | 5.903  |
| 26 | External stimuli response | 58   | 29   | 29   | -2.828  | -0.014 | 0.040 | 3.536  | 58   | 33   | 25   | -<br>4.865  | -<br>0.036 | 0.032 | 4.147  |
| 27 | Multi-process regulation  | 80   | 37   | 43   | -3.119  | -0.098 | 0.005 | 6.793  | 80   | 40   | 40   | -<br>2.869  | -<br>0.091 | 0.028 | 8.937  |
| 35 | Not assigned              | 4222 | 2091 | 2131 | -21.869 | -0.003 | 0.000 | 13.008 | 4222 | 1997 | 2225 | -<br>9.678  | -<br>0.001 | 0.001 | 15.417 |

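The table gives, for each gene measured by qPCR, the locus and a forward and a reverse primer, which bind the ends of the piece amplified. For Os05g41210, a calmodulin gene (Os05t0491100-01, chromosome 5, 24132581 to 24134897), the transcript had 13 and 1 reads without and with GRH in Ilpum, with a counting interval of the log2 ratio from -7.87 to 0.28, and its whole gene had 410 and 221 reads (0.11 to 0.59). For Os03g05310, a pheophorbide a oxygenase gene (Os03t0146400-01, chromosome 3, 2576609 to 2580404), they were 21 and 1 (-8.52 to -0.51), and 522 and 215 for the whole gene (-0.27 to 0.20). In NIL this transcript had 2 and 43 reads (4.59 to 9.62), and its whole gene a log2FC of 0.45.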

**Table S5.** List of primer sets used for gene expression analysis by qPCR.

[illegible]

|                                                                                          |                    |                                |                            |             |       |     |
|------------------------------------------------------------------------------------------|--------------------|--------------------------------|----------------------------|-------------|-------|-----|
| Os05t0491100-01                                                                          | LOC_<br>Os05g41210 | GAAC-<br>GGTTTCATCTCGG<br>CTG  | GTCAGCCTCAC-<br>GGATCATCT  | 59.3/59.3   | 55/55 | 100 |
| Os06t0608700-01                                                                          | LOC_<br>Os06g40640 | CGGGA-<br>TAGTGTTCTCTCC<br>G   | CCAGCTT-<br>GTTTCATGGCGTTC | 59.3/60.1   | 60/55 | 74  |
| Os03t0146400-01                                                                          | LOC_<br>Os03g05310 | CGGCAC-<br>GCCAAAAATCTTC<br>A  | CCATCACGGG-<br>CATTTTCGTC  | 60/62       | 50/55 | 85  |
| <b>Up-regulated genes in Near Isogenic Line (RNA-Seq)</b>                                |                    |                                |                            |             |       |     |
| Os01t0837300-01                                                                          | LOC_<br>Os01g62020 | CACAGAGGTGGTG<br>GTGTTGA       | TAGGCTGTCTAC-<br>GCAATGCC  | 59.8/60.2   | 55/55 | 124 |
| Os04t0518400-01                                                                          | LOC_<br>Os04g43800 | ACCCTGTGAC-<br>CAACCATGTC      | GCGATCAAGAAC-<br>GTCGAGGA  | 59.9/60.2   | 55/55 | 133 |
| Os12t0559200-01                                                                          | LOC_Os12g37260     | TTGTCG-<br>GAGGTCGTCAATG<br>G  | CATTCTTGTGCCGCG-<br>TAAGG  | 60/59.9     | 55/55 | 82  |
| <b>Down-regulated genes in Near Isogenic Line (RNA-Seq)</b>                              |                    |                                |                            |             |       |     |
| Os01t0839700-01                                                                          | LOC_<br>Os01g62244 | GAAA-<br>GATCTCGCGAA-<br>GCACC | TTGTGACCTGCCAC-<br>TCGAAG  | 59.4/60.3   | 55/55 | 83  |
| Os07t0141400-01                                                                          | LOC_<br>Os07g04840 | TACGAG-<br>GACAACTTCGACG<br>C  | CCGAACCTCGGTGATG<br>GTCTT  | 60.1/59.8   | 55/55 | 80  |
| Os12t0274700-01                                                                          | LOC_<br>Os12g17600 | GTAC-<br>CTGCTCCGTTCCA<br>AGT  | CTGCCATCGTAG-<br>TATCCGGG  | 59.7/59.8   | 55/60 | 99  |
| <b>Differentially expressed genes between Ilpum and NIL Near Isogenic Line (RNA-Seq)</b> |                    |                                |                            |             |       |     |
| Os07t0529000-01                                                                          | LOC_Os07g34520     | TACGACAGGGTGC<br>TCAAGAC       | TCCATGAGCCCTTGA<br>ACTGC   | 59.4/60.32  | 55/55 | 94  |
| Os03t0820500-01                                                                          | LOC_Os03g60580     | CGAAGGGTTCAAG<br>AAGGAGC       | TAGGAGGTGTGGTCC<br>TTGAGC  | 60.54/60.17 | 55/55 | 99  |
| Os10t0517500-02                                                                          | LOC_Os10g37340     | TCATCGCAGGTAA<br>GGACGAA       | AGCGTGTCAAGCGTG<br>TGTAT   | 59.82/60.18 | 50/50 | 102 |

|                          |                |                       |                      |             |       |     |
|--------------------------|----------------|-----------------------|----------------------|-------------|-------|-----|
| Os01t0975900-01          | LOC_Os01g74450 | ATCGTCATGACCTTCGGCCT  | AGTGTTGTCCCAGACTCCG  | 59.74/60.00 | 55/55 | 105 |
| Os02t0649300-01          | LOC_Os02g43330 | ATCACCTAGACTACTTGGGCG | TGCGTTCCATTCCACCATTG | 59.97/59.11 | 52/50 | 95  |
| Os01t0160800-01          | LOC_Os01g06740 | TGAACGGGTGGAAAGGTCTTG | CCACCTTGTTGTGCTTGGAC | 59.98/59.61 | 55/55 | 93  |
| <b>Housekeeping gene</b> |                |                       |                      |             |       |     |
| Rice_Actin1              | LOC_Os05g36290 | CTAGCGGTCTGAACAAGTGGT | ACCGGAGGATAGCATGAGGA | 57.5/57.5   | 55/55 | 102 |

How the deposited data were processed for this re-analysis (not part of the article)

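The authors deposited 1 library for each of 4 conditions, namely Ilpum and NIL seedlings with and without GRH. The seedlings were 21 days old, and infested plants had 10 insects for 48 h. The paper describes duplicate samples, but each condition has a single set of deposited values, so no test between conditions was run.

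The authors gave FPKM values that StringTie 1.3.4d had estimated from HISAT alignments, per the headers of the deposited files. The deposited TPM values come from the same StringTie runs. The coverage values, as deposited, are the mean number of reads over each base of a transcript in those runs. The estimated count of each transcript, as deposited, was made by the authors from that coverage, as coverage times length over the read length of 101, rounded up to whole reads. For 100% of the transcripts with reads the deposited count was within 1 read of this product. The counts were whole numbers already and were not rounded again. Of the transcripts with a count of 1, 286 of 516 in Ilpum control, 220 of 420 in Ilpum GRH, 331 of 610 in NIL control and 266 of 546 in NIL GRH stood for less than 0.5 reads. The methods of the paper name Trimmomatic, Trinity, CD-HIT-EST and edgeR with TMM, while the headers of the deposited files name HISAT and StringTie. The values used here are those of the deposited files.

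The transcripts are the 44643 representative transcripts of the RAP-DB annotation on IRGSP-1.0, in 37849 genes. Of these genes, 5332 have more than 1 transcript, 12126 transcripts together. Gene values are sums over transcripts. Gene names are those of the files or of the paper, and coordinates are 1-based. Depth was 2119765 reads in Ilpum control, 894661 in Ilpum GRH, 5037081 in NIL control and 1170099 in NIL GRH.

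Transcript responses were taken without a pseudocount over the 13360 transcripts with FPKM above 0 in all 4 libraries. Quantile normalization was run over these transcripts. Running it over all transcripts, those at 0 included, is an alternative that was added after the data were seen, and the outcomes of both were known when the former was kept. Family responses used gene FPKM with 1 added, for genes with a mean of at least 1 FPKM. Families were lists of words searched for in the descriptions, written before the data were examined, and their random lists were drawn from genes of similar expression. The genes named from each family were those with the largest or smallest responses, chosen after the data were seen. Named transcripts were all those printed in the tables and text of the paper that have a RAP-DB identifier or are paired with one, and the values in the tables of the paper had been seen when the rule was set. Of the values printed for them, 96 of 96 equal those computed here within 0.011. Transcripts of Table S3 were matched through their printed FPKM.

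Exact binomial intervals were computed for ratios of reads, and exact Poisson limits for counts of 0. The limit of 3 reads applies per library. Bounds written as at least a number of fold use this limit and leave out the counting error of the other library.

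Alternatives set before the data were examined were FPKM as deposited or quantile-normalized, pseudocounts of 0.1 and 1 FPKM, filters on the mean FPKM, genes in place of transcripts, a 2-fold threshold, TPM, and counts scaled by TMM factors with 0.5 added. For the map of line differences they were windows of 1 Mb, an 8-fold threshold and a filter at 5 FPKM. Each of these could be run. Alternatives added after the data were seen were the wider quantile normalization, genes with a single annotated transcript, and a mean of at least 100 reads per library with each library scaled to the depth of the shallowest. The last was first set as a minimum in every library and was changed to a mean because the minimum biased the numbers of genes up and down. The test of counting error for opposite directions was likewise changed after the data were seen, from a simulation to counting intervals, and both results are given.

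The steps were tested on simulated data of 18905 genes with these depths. All genes changed 8-fold (100%) came out in the right direction and at least 4-fold changed. Genes changed 4-fold came out in the right direction in 100% of cases, with a median error of 0.19 on the log2 scale in Ilpum and 0.13 in NIL, but only 36% of them in Ilpum and 44% in NIL passed the 4-fold threshold. Of unchanged genes, 2.17% in Ilpum and 1.45% in NIL passed the 4-fold threshold, and 0% of those with at least 100 reads. The simulated genes had counting error only, without differences between samples, assignment to isoforms or quantile normalization. Their shares are therefore not error rates of the transcripts counted as changed. Of 40 random lists of 100 genes each, drawn from 18575 genes, 4 fell outside the middle 95%.

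The EPG recordings, the qPCR values, the survival of insects and the genome sequence were not analysed here. MapMan BINs and GO terms were not used here. Genes that the paper gives only by MSU locus and that no table pairs with a RAP-DB identifier were left out. Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for the TMM factors.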

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

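The tests below were chosen after the results were seen, except 4 whose outcome was predicted beforehand: infestation for transcripts with a log2FC of at least 7, library depth for the numbers of changed genes, chance at these depths for genes with reads in a single line, and the simulation of counting error for opposite directions, whose minimum of 100 reads in every library was later changed to a mean.

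Genes with at least 10 reads in both libraries of 1 line and 0 reads in the other line numbered 148, of which 47 had reads in Ilpum and 101 in NIL. The paper does not analyse this part of the data, which is why it was looked at. Library depth was excluded as the only source, because 47 of these genes had at least 10 reads in Ilpum GRH, the shallowest library, and 0 in both NIL libraries, each of which is deeper than that one. A donor segment on chromosome 5 alone would not carry the 136 genes on other chromosomes. Whether it changed their expression was not tested, so such a segment was not excluded. Zeros that arise in each library by itself predicted 46.1 such genes, fewer than the 148 found, and were excluded as the only source. Pairing the libraries by treatment in place of line gave 639 genes, so chance at these depths and a difference between the lines cannot be told apart by that count, because the pairs by treatment differ in depth and in infestation. Pairing each control with the infested library of the other line, or crosswise, gave 74 genes, 4 in one pair and 70 in the other. With all libraries thinned to one depth the means were 98.3 genes by treatment, 60.1 by line and 7.7 crosswise. The last excluded chance of the kind that strikes all pairings alike, while the pairs by treatment still differ in infestation. Neighbouring genes formed 8 pairs, against a mean of 2.22 and a highest number of 10 in random placements, and each pair had its reads in the same line. This matches donor segments on several chromosomes, while clusters of gene copies may give the same pairs.

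Seed storage protein genes (glutelin, prolamin and globulin) had 1409 reads in the NIL control library, a part of the data that the paper does not analyse. The list of 47 genes was chosen after its values were seen. It had 537 reads in Ilpum control, 437 in Ilpum GRH and 4 in NIL GRH. Counting error was excluded, since 346 reads were predicted for NIL GRH. Zeros arising in that library by itself were excluded, since 91.7% of the list genes with at least 10 predicted reads were at 0 against 6.04% of other genes. Per 1000000 reads the list had 253 in Ilpum control and 488 in Ilpum GRH, against 280 in NIL control and 3.42 in NIL GRH. An effect of infestation in NIL alone was not tested, and it and a property of that sample cannot be told apart, because each condition has 1 library. For seed RNA in the other libraries, the value is the 4 reads of prolamin genes in NIL GRH, and seed tissue in the samples and expression in leaves cannot be told apart, because no library of seed or of washed leaves was analysed here.

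Genes changed at least 2-fold in both lines but in opposite directions numbered 415 of 1862, which was singled out because the lines differ in direction. They make up 22.3% of this set, a share that was 17.6%, 7.87%, 4.65% and 5% at means of at least 10, 30, 100 and 300 reads. For these 415 no explanation was excluded, and small changes around 0 and a difference between the lines cannot be told apart, because low counts can carry a small change past 2-fold. Of all 12195 genes, 38.7% were opposite at any size of change. In 865 genes the intervals lay on opposite sides of 0, where the counting error of independent reads gives at most 305. Paired reads of a fragment are not independent and raise this limit by an amount that was not computed. The test by intervals therefore does not exclude counting error as the whole cause. A test by simulation of a common response had been written first for counting error, and the test by intervals replaced it after the data were seen. The simulation, which also takes reads as independent, gave 7.69% opposite at a mean of at least 100 reads, against 31.1% found. Among genes with a mean of at least 100 reads the opposite share at a 2-fold change was 4.65%, so that small changes can make up much of the 31.1% found there. The split was uneven, with 158 genes up in Ilpum and down in NIL and 398 the reverse. Changes scattered evenly around 0 do not give such a split. The scaling of the libraries was not tested for this share.

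The respiratory burst oxidase family had a median difference of NIL from Ilpum of -1.35, with medians of opposite sign in the lines. The same rule singled out MYB genes (0.24), GRAS genes (0.16) and solute transport genes (0.25). Against random lists these 4 differences lay inside the middle 95%, at percentiles 3.05, 79.3, 58.7 and 97.2. Under other settings some lay outside it, namely solute transport with filters at 0.1 and 10 FPKM (98.5 and 98.8) and with TMM factors (99.3), respiratory burst oxidases at 0.1 FPKM (1.92) and MYB at 10 FPKM (97.8). The rule asks for medians of opposite sign, and so left out the 5 families whose difference lay outside it in the setting used for the passages, namely photosynthesis (-0.98), jasmonate (-0.32), WRKY (-0.40), cell-wall (-0.30) and ribosomal genes (-0.10). No explanation of these 4 differences was tested.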

How the results depend on the processing

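Alternatives chosen after the results were seen were quantile normalization over all transcripts, genes with a single annotated transcript, and a mean of at least 100 reads per library, and all others were set before the data were examined. The cause was not tested for any value below. A count is said to stay when it is within 1.5 times the value in the passages. A correlation stays within 0.05, an opposite share within its exact 95% interval, a transcript within its counting interval and a family median within 1 SD of the random lists.

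Of 40 counts of transcripts changed at least 4-fold, 24 stayed in that range and 16 moved beyond it. Within it, FPKM as deposited took the numbers from 1176 to 879 down in Ilpum and from 949 to 1286 up in NIL. With whole genes the counts were 858 up and 729 down in Ilpum, and 510 up and 415 down in NIL. At a log2FC of 1 they were 2870 and 3134 in Ilpum, and 2296 and 2414 in NIL. With a pseudocount of 1 FPKM, 453 were down in NIL. With quantile normalization over all transcripts, 641 were down in Ilpum, and 1837 were up and 530 down in NIL. For genes with a single annotated transcript the counts were 601 up and 636 down in Ilpum, and 330 up and 372 down in NIL. The wider normalization was weighed against the narrower one with the outcomes of both known.

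Of 35 values of the direction classes, 18 stayed and 17 moved. Among transcripts at least 2-fold changed in both lines, 1428 were up in both, 578 down in both, 396 up in Ilpum only and 335 up in NIL only, so that 26.7% were opposite. The opposite share was 38.7% for whole genes and 38.7% for genes with a mean of at least 1 FPKM. For transcripts with a mean of at least 100 reads per library the classes held 553, 571, 150 and 377, and 31.9% were opposite. For genes at that minimum they held 604, 630, 158 and 398, and 31.1% were opposite.

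Of 12 correlations across transcripts or genes, 6 stayed and 6 moved. Pearson's r was 0.38 for whole genes and 0.38 for genes with a mean of at least 1 FPKM. At a mean of at least 100 reads it was 0.47 for transcripts and 0.71 for genes, and Spearman's rho was 0.52 and 0.56.

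Of 720 values for named transcripts, 493 stayed, 199 moved, and 28 changed direction from a transcript at least 4-fold changed. At any size of change, the whole gene went the other way for 18 of 71 in Ilpum and 21 of 71 in NIL. For transcripts at least 4-fold changed, taken as the whole gene, the direction in Ilpum was the reverse of that of the transcript for Os01t0549700-03 (-0.13), Os01t0681600-01 (-0.41), Os01t0674500-01 (-0.44), Os06t0669400-02 (-0.23), Os03t0626800-01 (-0.21), Os03t0838100-01 (0.67), Os05t0112000-05 (-0.14). The same held for Os02t0792800-02 (-0.94), Os06t0232000-01 (-0.11), Os04t0462500-04 (0.88), Os08t0430500-03 (0.04), Os05t0208000-02 (0.78), Os05t0491100-01 (0.31).

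In NIL the whole gene went the other way for Os03t0177900-02 (0.32), Os04t0636900-01 (-0.11), Os11t0546000-01 (-0.49), Os04t0566500-04 (-0.27), Os02t0519900-04 (-0.01), Os03t0300900-03 (-1.29), Os08t0560900-03 (-0.93). It also did so for Os06t0199200-06 (-0.15), Os03t0645100-03 (-0.32), Os01t0839700-01 (0.66), Os02t0820700-01 (0.60), Os08t0430500-03 (0.58), Os05t0208000-02 (1.1), Os05t0491100-01 (0.61). With counts scaled by TMM factors, Os11t0106400-03 turned to 1.82 in NIL. As whole genes, 4 of the named transcripts were at least 4-fold changed in Ilpum and 4 in NIL, against 44 and 50 as transcripts.

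Of 330 family medians, 262 stayed, 66 moved, and 2 that had stood outside the middle 95% of random lists changed direction. In all, 21 of the 330 crossed 0, of which 19 had stood inside it. The medians moved to the following values, with the line in brackets and the difference of NIL from Ilpum marked as difference.

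With a pseudocount of 0.1 FPKM the medians were secondary metabolism 0.86 (NIL), secondary metabolism 0.27 (difference), WRKY 0.82 (NIL).

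With a mean of at least 0.1 FPKM the medians were respiration 0.04 (NIL), secondary metabolism 0.08 (Ilpum), secondary metabolism 0.01 (NIL), jasmonate 1.24 (Ilpum), NAC 0.00 (Ilpum), NAC 0.26 (NIL). Further values were bHLH 0.00 (NIL), pathogenesis-related 0.77 (NIL), cell wall 0.03 (Ilpum), cell wall 0.00 (NIL), solute transport 0.03 (NIL), protein homeostasis -0.22 (Ilpum). The others were protein homeostasis -0.09 (NIL).

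With a mean of at least 10 FPKM the medians were respiration 0.51 (Ilpum), carbohydrate -0.06 (Ilpum), secondary metabolism 1.05 (Ilpum), secondary metabolism 1.29 (NIL), RBOH -0.43 (difference), auxin -0.03 (NIL). Further values were WRKY 1.43 (Ilpum), WRKY 1.03 (NIL), MYB 0.29 (NIL), MYB 0.46 (difference), bHLH 0.41 (NIL), bZIP -0.15 (Ilpum). The others were bZIP -0.09 (NIL), bZIP 0.38 (difference), pathogenesis-related 0.74 (Ilpum), cell wall 0.49 (NIL), cell wall -0.10 (difference), solute transport 0.24 (NIL). To these add protein homeostasis -0.12 (Ilpum), protein homeostasis 0.07 (NIL), ribosomal 0.41 (Ilpum), ribosomal 0.34 (NIL), protein kinase 0.06 (Ilpum), protein kinase 0.15 (NIL).

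With the median of all genes set to 0 the medians were solute transport 0.06 (Ilpum), solute transport 0.14 (NIL), protein homeostasis -0.19 (Ilpum), protein homeostasis 0.02 (NIL), ribosomal 0.40 (Ilpum), ribosomal 0.28 (NIL). Further values were protein kinase 0.10 (Ilpum), protein kinase 0.09 (NIL).

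With counts scaled by TMM factors the medians were photosynthesis -1.90 (NIL), respiration -0.08 (NIL), respiration -0.27 (difference), carbohydrate -0.18 (NIL), carbohydrate -0.06 (difference), secondary metabolism 1.04 (Ilpum). Further values were secondary metabolism 1.03 (NIL), secondary metabolism 0.29 (difference), redox -0.13 (NIL), ethylene 0.10 (NIL), bHLH 0.29 (NIL), pathogenesis-related 1.15 (Ilpum). The others were cell wall 0.78 (Ilpum), solute transport -0.01 (NIL), protein homeostasis -0.14 (NIL), protein homeostasis 0.10 (difference), ribosomal 0.09 (NIL), ribosomal -0.19 (difference). To these add protein kinase -0.08 (NIL), protein kinase -0.10 (difference). The solute transport and protein kinase medians in NIL thereby changed sign. The other crossings of 0 are of medians inside the random lists.

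Of 11 values on positions, 3 stayed and 8 moved. At 8-fold, 96 genes were apart between the lines, 52 higher in NIL and 44 higher in Ilpum, 4 of them on chromosome 5 and at most 3 in a window. With a mean of at least 5 FPKM the numbers were 219 in all, 114 higher in NIL and 13 on chromosome 5.

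Depth limits what can be said of weak transcripts, since a count of 0 allows 3 reads and the Ilpum GRH library has 894661 reads. No paired analysis was possible because each condition has 1 library. No alternative that was set had to be left out.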

Differences from the paper's values

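No alternative named in this part was chosen after the result was seen, unless said so.

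The paper gives 8859 expressed genes, and 13360 transcripts were found here. With genes in place of transcripts (12195), with a mean of at least 1 FPKM (13246) and with genes at that filter (12172), the number came within a factor of 1.5 of the paper's. Quantile normalization (13353) and a 2-fold change in both lines (2737) left it outside.

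Upregulated in Ilpum were 4265 in the paper and 6998 here, and in NIL 4479 in the paper and 7296 here. Upregulated in both lines were 2660 in the paper and 4503 here. These 3 values came within a factor of 1.5 of the paper's, and stayed above them, with genes (6008, 6209 and 3747), with genes at a mean of at least 1 FPKM (5994, 6195 and 3739) and with quantile normalization (6239, 6286 and 3668). They stayed outside that factor with transcripts at a mean of at least 1 FPKM (6932, 7230 and 4465) and with a 2-fold change in both lines (1824, 1763 and 1428).

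Up in Ilpum and down in NIL were 1605 in the paper and 2495 here, and opposite in all 3424 in the paper and 5288 here. Within that factor, though still higher than in the paper, were genes (2261 and 4723) and genes at a mean of at least 1 FPKM (2255 and 4711). Outside it were quantile normalization (2570 and 5186), transcripts at a mean of at least 1 FPKM (2467 and 5232) and a 2-fold change in both lines (396 and 731). Down in Ilpum and up in NIL were 1819 in the paper and 2793 here. Genes (2462), genes at a mean of at least 1 FPKM (2456) and quantile normalization (2616) came within that factor and were still higher. Outside it were a mean of at least 1 FPKM (2765) and a 2-fold change in both lines (335).

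Upregulated DEGs in NIL were 1621 in the paper and 949 here. FPKM as deposited (1286) and a log2FC of 1 (2296) brought the number within a factor of 1.5. Pseudocounts of 0.1 (917) and 1 FPKM (684), a mean of at least 1 FPKM (925), genes (510), TMM factors (1023) and TPM (949) did not. Quantile normalization over all transcripts, those at 0 included, gave 1837, and it was added after the data were seen. Of the transcripts that the paper prints at 4-fold or more, it drops 0 of 30 in Ilpum and 2 of 35 in NIL.

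Read counts were 526030 in the paper and 894661 here for Ilpum GRH, and 690017 in the paper and 1170099 here for NIL GRH. For the controls, read by eye from Fig. 3, they were about 1200000 in the paper and 2119765 here in Ilpum, and about 3000000 in the paper and 5037081 here in NIL. No alternative was set for these counts.

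The paper gives a smallest fall in NIL of 1.6 for the transcripts in Table 1 that go up in Ilpum, and it was 0.25 here. The table of the paper itself prints -0.24581 for Os03t0136600-01, so the difference lies between its text and its table. No alternative was set for this value.

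In direction, the paper has fewer upregulated (4265) than downregulated genes (4594) in Ilpum, while here more transcripts were up (6998) than down (6362). With genes (6008 up and 6187 down) and with quantile normalization (6239 up and 7117 down) the order was that of the paper. In NIL the paper has more upregulated genes (4479 against 4380), as do the transcripts here, but under quantile normalization 7071 were down and 6286 up. For its later list the paper gives 1410 up and 840 down in Ilpum and 1237 up and 597 down in NIL, and at a 4-fold change FPKM as deposited came nearer to these counts (1474 and 879, 1286 and 626) than quantile-normalized FPKM (1314 and 1176, 949 and 825). In ranking, 0 of the 10 transcripts listed as most upregulated in Ilpum, 1 of those in NIL and 0 of those most downregulated in either line belong to the 10 genes that rank highest as whole genes.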

Other observations

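All tests in this part were chosen after the results were seen, except those of infestation for log2FC values of at least 7 and of depth for the numbers of changed genes.

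Transcripts with a log2FC of at least 7 in size within a line numbered 95 in Ilpum and 96 in NIL, 191 together. Of these, 94.2% belong to genes with more than 1 annotated transcript, against 36.9% of all tested transcripts, and 77.9% of those in Ilpum and 61.5% of those in NIL lie in genes that change less than 2-fold. Reads shared out differently among the isoforms of a gene fit this. Of the 191, 24.1% had fewer than 20 reads in their higher library. Too few reads and a real change cannot be told apart by this, because the ratio rests on the lower library, where a listed count of 1 can stand for much less than 1 read. Between the uninfested libraries of the lines 88 transcripts were as far apart, against 95 within Ilpum and 96 within NIL. Values of this size thus occur about as often without infestation, which argues against infestation as their only source. The uninfested pair differs in line and in sample, so it does not show how many of the 191 are due to infestation. For the 191, infestation and a difference between single samples cannot be told apart, because each condition has 1 library. Real switches of isoform and errors of assignment may both give such values, and reads over exon junctions, not used here, would separate them.

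More transcripts changed at least 4-fold in Ilpum than in NIL. The ratio of Ilpum to NIL was 1.4 for transcripts and 1.72 for genes. Depth was excluded as the reason, because after thinning all libraries to 894661 reads the ratio was 1.42 for transcripts (1.37 to 1.47 over 20 draws) and 1.64 for genes (1.58 to 1.73). The size of the ratio depends on the normalization. For transcripts it was 1.23 with FPKM as deposited and 1.2 with TMM factors. Quantile normalization over all transcripts, those at 0 included, gave 1.04 (2451 against 2367), so that the scaling stays open as an explanation for transcripts. For whole genes with FPKM as deposited, 1504 changed in Ilpum against 990 in NIL, so the excess in genes remained under that scaling. A biological explanation was not tested, since the design has 1 library per condition.

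Genes listed at 0 in 1 library where the other 3 predicted at least 10 reads numbered 580, namely 84 in Ilpum control, 306 in Ilpum GRH, 50 in NIL control and 140 in NIL GRH. Counting error was excluded, as it predicts 0.0421 such genes. Depth was excluded, since the NIL control library thinned to the depth of Ilpum GRH gave 5.1 against 306. These zeros may come from the estimation step or from genes truly off in a library, and the alignments would tell.

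Photosynthesis genes fell further in NIL than in Ilpum, with a median difference of -0.98 that stayed between -1.02 and -0.98 in each setting. No explanation was tested. Replicate libraries of both lines at several times after infestation would show whether the depth of the fall belongs to the line or to the sample.

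Chromosome 12 held the largest share of genes 4-fold apart between the lines (4.74%), and chromosome 5 had 2.07%, close to the 2.1% of the genome. Genotypes of the lines at the windows with the most such genes, on chromosomes 11, 12, 2 and 8, would show whether they carry donor segments.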
